# Genetic and chromatin regulation of *Pvt1* monoallelic expression

**DOI:** 10.1016/j.celrep.2025.116554

**Published:** 2025-11-11

**Authors:** Christy Luong, Mason Chen, Julia A. Belk, Katerina Kraft, Anne-Valerie Gendrel, Edith Heard, Joanna Wysocka, Howard Y. Chang

## Abstract

While most genes are equivalently expressed on both alleles, genes with random monoallelic expression (RME) stably maintain expression from only one allele, but the mechanisms and consequences of RME remain unclear. We performed allele-specific RNA sequencing (RNA-seq) on ∼100 F_1_ hybrid neural progenitor cell (NPC) clonal lines to reveal the extent of autosomal RME (aRME). Of the 287 aRME genes, *Pvt1*, an oncogenic long non-coding RNA, is an aRME with a genetic bias. In the absence of genetic differences, *Pvt1* undergoes balanced aRME. *Pvt1* monoallelic expression is maintained by allele-specific active and repressive histone modifications, opposed to DNA methylation. Additionally, we provide a two-step mechanism for the initiation of aRME and demonstrate that *Pvt1* monoallelic expression results in a growth phenotype due to the interplay with *Myc*. These findings provide insight into how genetic differences can skew a stochastic process, resulting in monoallelic expression with a phenotypic consequence in early development.

## In brief

Luong et al. reveal how genetic variation affects autosomal random monoallelic expression (aRME) of *Pvt1* via differential TFAP2a binding. The stochastic allelic choice for aRME is propagated through cell differentiation through chromatin-based mechanisms, and *Pvt1* monoallelic expression regulates growth via in *cis* interactions with *Myc*, offering insights into aRME function.

## INTRODUCTION

In diploid organisms, most genes are expressed from both maternal and paternal alleles. However, a subset of genes shows monoallelic expression (ME), where one allele is actively transcribing and the other allele is silenced. ME is an epigenetic phenomenon where the DNA sequence is not altered, but monoallelic expression is stably maintained over cell division and differentiation. Genes with ME can be deterministic, as in imprinted genes with parental epigenetic marks that control gene expression during development,^1–3^ or random monoallelic expression (RME), such as X chromosome inactivation (XCI) in females.^4,5^ Other well-studied groups of RME genes include olfactory receptors^6,7^ and immunoglobulin receptors,^8–10^ where RME leads to receptor diversity,^11^ and protocadherin genes that shape neuronal identities.^12^ Unbiased studies show that 0.5%–10% of genes have autosomal RME (aRME) in certain cell types,^6,11,13^ where the expression pattern is stably maintained with somatic cell division and is independent of parental origin.

aRME genes increase upon mouse embryonic stem cell (mESC) differentiation,^14^ suggesting that aRME is established during differentiation. Many aRME genes have bi-allelically accessible chromatin in mESCs but become monoallelically accessible as they differentiate to neural progenitor cells (NPCs) with H3K4me3 on active alleles and H3K9me3 on inactive alleles.^15,16^ However, there remain gaps in our knowledge about the mechanisms of aRME and whether aRME regulates precise gene expression during early development. This study aims to catalog aRME genes and elucidate the mechanisms by which aRME is established and maintained over cell division, as well as the functional consequences of having an aRME gene.

Over 100 NPC clonal lines were analyzed to catalog aRME genes, highlighting *Pvt1* for its notable properties as a highly expressed oncogenic long non-coding RNA (lncRNA) in induced pluripotent stem cells (iPSCs).^17^ *Pvt1* is bi-allelically expressed in mESCs but becomes ME in NPCs.^15^ Although *Pvt1* has not been well studied in the context of development, during the oocyte-to-embryo transition, *Pvt1* is shown to be significantly upregulated.^18^ *PVT1* is highly expressed in human iPSCs, and the expression of *PVT1* significantly decreases with neuronal differentiation,^17^ indicating a role in stemness and cell identity. In cancer, *PVT1* is well studied as a cancer mutation hotspot and oncogenic locus that drives proliferation during tumorigenesis with its neighboring gene, *MYC*,^19,20^ known to be involved in cell proliferation, growth, and cell competition.^21–23^ The tight regulation of *Myc* is critical for ensuring neural cell fate transition.^21^ Additionally, the *PVT1* promoter, independent of the *PVT1* lncRNA, acts as a tumor suppressor by decreasing the expression of *MYC* via enhancer competition with intragenic enhancers within *PVT1*.^24–26^

In this study, we performed genome-wide RNA sequencing (RNA-seq) and epigenomic profiling to identify and quantify a robust list of aRME genes in over 100 NPC clonal lines, examining their allelic expression and chromatin signatures. By leveraging this large dataset, *Pvt1* demonstrates genetically driven skewed aRME, enabling investigation of the initiation and allelic choice mechanism. Furthermore, *Pvt1* ME correlates with a growth phenotype that is likely a conseqeunce of enhancer-promoter competition with *Myc* and increased *Pvt1* expression.

## RESULTS

### Allele-specific RNA-seq of NPC clonal lines

Most genes are bi-allelically expressed or not expressed at all in certain cell types. However, a few genes are stably monoallelically expressed (ME) and can be found in three states in single cells: ME from the maternal allele, ME from the paternal allele, or bi-allelic expression from both alleles (Figure 1A). Monoallelically expressed genes maintain these states through cell division, so clonal lines from a single cell will consistently display the same allele-specific expression pattern. In comparison, normal genes will only have stable bi-allelic expression in clonal lines. This variation in gene expression states of genes with ME generates cellular heterogeneity during early development.

To assess allele-specific expression, clonal NPC lines were differentiated from F_1_ hybrid mESCs, derived from a 129S1(129) x CAST/EiJ (CAST) cross^6,15,16^ (Figure 1B). With approximately 24 million single-nucleotide polymorphisms (SNPs) (∼1 SNP every 100 bp) between these strains, gene expression and chromatin state from the maternal and paternal alleles can be tracked at high resolution.^6,15^ Briefly, male and female F_1_ hybrid mESCs were differentiated into NPCs, which were subcloned to make clonal lines for studying stable ME maintained with cell division (Figure 1C). This approach can distinguish ME from transient transcriptional bursting effects since all cells in an monoallelically expressing clonal line share the same allelic choice, while bi-allelic genes remain bi-allelic in clonal lines.

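Gene values of bulk RNA-seq were analysed for 46 male F1-23 NPC lines and 53 female F1-21.6 NPC lines, with 1 library each. These 99 lines are among the lines of Figures 1E and S1D. The male line CHL25 and undifferentiated F1-23 mESCs were also analysed, with 1 library each. The paper's text gives no reason why CHL25 is not shown in the figure, so values are given for the 99 lines first. The remaining female lines were not analysed here. RNA was selected for poly(A), and the authors aligned the reads with STAR to an mm10 genome masked at the positions that differ between the 129 and CAST strains, sorted the reads by allele with SNPsplit, quantified transcripts with Salmon and summed them to genes with tximport. The deposited tables hold TPM and estimated counts of 54347 genes, for all reads and for the reads of each allele, and the allelic ratio of 10318 genes. Estimated counts summed to 94136253 to 197497429 per female line (median 151485502), to 119915176 to 179705411 per male line (median 147341481), to 150683098 in CHL25 and to 166238694 in mESCs. The share of counts assigned to an allele was 34.9% to 42.1% in female lines and 16.1% to 42.7% in male lines, where CHL27 had the lowest share. No line has a repeat library, so every SD is a spread between lines. Male and female lines come from different mESC lines, and values are given within each beside the pooled value.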

To quantify ME in NPCs, we performed allele-specific bulk RNA-seq on 46 male and 74 female NPC clonal lines (Figures 1C and S1A). Bulk RNA-seq averages out transcriptional bursting seen at the single-cell level. Sequencing reads were mapped to an N-masked reference genome and split using informative SNPs (Figure S1B), with non-informative reads excluded. The allelic ratio (AR) of the gene expression is calculated as the aligned 129 reads divided by the sum of CAST and 129 reads, minus 0.5 (Figure 1D). 

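The deposited ratio equalled the ratio recomputed from the deposited 129 and CAST counts for all 10318 genes, with a largest difference of 5e-16. Of 1042118 ratios over the 101 samples, 6376 (0.612%) belonged to a gene without a count from either allele in that sample, and these are listed at 0, the value of equal expression. A line without allele counts for a gene is therefore counted as bi-allelic for that gene unless a minimum is set.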

ARs of −0.5, 0, and +0.5 indicate exclusive CAST, equal, and exclusive 129 allele expression, respectively.

### Overview of monoallelic expressing genes

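A mean TPM above 5 over the 99 NPC lines, taken on the TPM of both alleles together, was reached by 10019 genes, and 9170 of these are among the 10318 genes of the deposited table of allelic ratios. Over all 100 lines, CHL25 included, 10016 genes passed. The count was 9830 in male lines and 10085 in female lines. The alternative that moved the count most was a mean TPM above 1, with 12871 genes. The genes of the deposited table are used as the expressed genes, a choice made after the tables were seen.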

To identify aRME genes, we filtered for genes with an average transcript per million (TPM) count greater than 5 in NPCs, yielding 10,318 genes (Figure S1C). Each gene in each NPC clonal line was classified as monoallelic or bi-allelic using AR ≥ 0.3 and AR ≤ −0.3, based on X-linked gene benchmarks.^15^ Genes were defined as monoallelically expressed if they were monoallelic, as opposed to bi-allelic, in at least 40% of the NPC clonal lines (ME cutoff of 0.4; 954 genes) (Figure S1C). 

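With these cutoffs (allelic ratio of 0.3 and ME of 0.4), 940 of the expressed genes (9.11%) were monoallelically expressed over the 99 lines, and 954 over all 100. Of the 940 genes, 314 lie on the X chromosome, which holds 320 expressed genes, and 0 on the Y chromosome. Male lines alone gave 974 genes and female lines alone 925. Each ratio was counted whatever its depth. With at least 10 allele-assigned counts required for a line to be classed, 879 genes remained past the ME cutoff, and an allelic ratio cutoff of 0.2 moved the count most, to 1442 genes.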

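Changing one cutoff at a time over the 99 lines gave 737 monoallelically expressed genes at an allelic ratio cutoff of 0.4, 1091 at an ME cutoff of 0.3 and 814 at an ME cutoff of 0.5.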

As AR and ME cutoffs can differ by analysis, a list with varying AR and ME thresholds is provided (Table S1). After excluding all X- and Y-linked and imprinted genes,^27^ we focus on autosomal ME (aME) genes. To consider a gene aRME, it must have CAST-monoallelic expression (AR ≤ −0.3) in at least one clonal line and 129-monoallelic expression (AR ≥ 0.3), resulting in 287 aRME gene candidates (2.7% of expressed genes) (Figure S1C; Table S2), fewer than what has previously been reported.^6,14^ 

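Over the 99 lines, 260 genes (2.52%) met both requirements, and 270 did over all 100. Of the 260 genes, 188 had at least 3 lines monoallelic for each allele, and 45 had exactly 1 line for an allele. There were 141 genes with more 129 than CAST lines and 117 with more CAST than 129 lines. The count was 257 in male lines, 208 in female lines, 287 with allelic ratios computed from allele-specific TPM, and 198 with at least 10 allele-assigned counts. It moved most at an allelic ratio cutoff of 0.2, to 506 genes. Pseudogenes and genes with an annotated pseudogene copy made up 15.8% of the 260 genes, compared with 3.53% of the expressed autosomal genes outside the aME list. From these cutoffs, the paper states that there are fewer aRME genes than had been reported.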

A broader list of 638 aME genes (6.1%) includes aRME, as well as aME genes that do not meet the previous requirement to be called random ME (RME). These genes may include unclassified imprinted genes and RME genes that show strong genetic biases in our F_1_ hybrid model system.

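Without the X and Y chromosomes and the imprinted genes Dlk1, Peg10 and Ampd3, of which 2 had passed the cutoffs, 624 aME genes (6.05%) were left over the 99 lines, and 638 over all 100. The paper's full list of imprinted genes was not used here. Mitochondrial genes were 9 of the 624. The 364 genes that are aME and not aRME were monoallelic from 129 only in 151 cases and from CAST only in 213. Male lines gave 659 aME genes, female lines 611, and an allelic ratio cutoff of 0.2 moved the count most, to 1125.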

Known bi-allelic, X-linked, and imprinted genes validated the dataset (Figures 1E and S1D). In male NPCs, *Xist* and *Mid2* are only expressed from the maternal X (Figure 1E); in female NPCs, *Xist* can be randomly monoallelic with a 129 genetic bias, and *Mid2* is expressed on the active X allele, with a small fraction showing loss of the paternal X (Figure S1D). 

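In the 46 male lines, Mid2 (chromosome X, from 140664599 to 140767715, GRCm38) had an allelic ratio of 0.499 ± 0.000914 (SD) and Xist an allelic ratio of 0.498 ± 0.0108 (SD). Xist was 0.0592 TPM on average in male lines, and 9 of them had under 10 allele-assigned counts for it. In the 53 female lines, Xist was monoallelic 129 in 49 and monoallelic CAST in 4, with an allelic ratio of 0.419 ± 0.263 (SD). Mid2 was monoallelic 129 in 34 female lines and monoallelic CAST in 19. Xist was under 1 TPM in 27 of the 53 female lines, and in these Mid2 came from 129 in 25 and from CAST in 2. In the other 26 female lines, Mid2 came from 129 in 9 and from CAST in 17. In 6 of the 9, Xist came from 129 as well, the same allele as Mid2.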

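Dlk1 had a mean allelic ratio of 0.197 ± 0.290 (SD, n = 99 lines), toward the maternal 129 allele. It was monoallelic 129 in 43 lines, monoallelic CAST in 7 and bi-allelic in 49, of which 2 had no allele-assigned count. In male lines the allelic ratio was 0.326 ± 0.257 (SD, n = 46), with 32 lines monoallelic 129. In female lines it was 0.0853 ± 0.271 (SD, n = 53), with 11 lines monoallelic 129.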

Interestingly, *Dlk1* is normally a paternally expressed gene^28^ but is maternally expressed in the neural niche^29^ and in our NPC clonal lines. 

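The imprinted gene Peg10 had a mean allelic ratio of −0.325 ± 0.131 (SD, n = 99 lines), toward the paternal CAST allele. It was monoallelic CAST in 37 lines and bi-allelic in 62, with a median of 89170 allele-assigned counts. In male lines, 34 of 46 were monoallelic CAST, with an allelic ratio of −0.416 ± 0.134 (SD). In female lines, 3 of 53 were, with an allelic ratio of −0.246 ± 0.0570 (SD).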

Some clones also show a loss of imprinting for some genes, which is known to occur in mESCs cultured in 2i+LIF (2i: MEK and GSK3 inhibitors; LIF: leukemia inhibitory factor) conditions^30^ (Figure 1E).

Of note, aRME genes showed a gradation of allelic bias in our hybrid line. 

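At an allelic ratio cutoff of 0.3 over the 99 lines, Eid1 was monoallelic 129 in 13 lines, monoallelic CAST in 17 and bi-allelic in 69. Dbx2 was monoallelic 129 in 22, monoallelic CAST in 21 and bi-allelic in 56, and Cbr3 was monoallelic 129 in 32, monoallelic CAST in 19 and bi-allelic in 48. Lines without any allele-assigned count, which are counted as bi-allelic, were 4 for Eid1, 13 for Dbx2 and 6 for Cbr3. The mean allelic ratio was −0.0299 ± 0.267 (SD) for Eid1, −0.00026 ± 0.334 (SD) for Dbx2 and 0.0627 ± 0.345 (SD) for Cbr3. Among the genes of one-sided expression, the mean allelic ratio was 0.414 ± 0.0813 (SD) for Gap43, 0.342 ± 0.222 (SD) for Mettl5, 0.298 ± 0.206 (SD) for Neat1, −0.309 ± 0.0915 (SD) for Tubb3, −0.245 ± 0.222 (SD) for Sox1 and −0.200 ± 0.197 (SD) for Pvt1. Mettl5 was monoallelic 129 in 70 lines and CAST in 0, Neat1 monoallelic 129 in 62 and CAST in 1, and Sox1 monoallelic CAST in 47 and 129 in 2. Of the bi-allelic lines, 17 had no allele-assigned count for Mettl5 and 9 had none for Sox1. All 6 means kept their sign within male lines and within female lines.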

True aRME genes (*Eid1*, *Dbx2*, and *Cbr3*) have robust monoallelic or bi-allelic expression across clonal lines, while others display an allele-specific bias (129: *Gap43*, *Mettl5*, and *Neat*; *CAST*: *Tubb3*, *Sox1*, and *Pvt1*; Figures 1E and S1D). To visualize the variation of all expressed genes and their gene group classification, we plotted the mean of AR for each gene against the variance across all male and female NPC clonal lines (Figure 1F). Most normal bi-allelic genes, such as *Sox2* and *Pax6*, will have a mean AR of zero and no variance. aRME genes have a mean AR of approximately zero with high variance, and ME genes with genetic biases have a non-zero AR mean and lower variance (Figure 1F). 

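Over the 99 lines, Sox2 had a mean allelic ratio of −0.0618 ± 0.0286 (SD) and Pax6 of 0.0331 ± 0.0573 (SD), and both were bi-allelic in all 99 at 0.3. With allelic ratios computed from allele-specific TPM, the means were −0.0987 for Sox2 and −0.0717 for Pax6, which changes the sign for Pax6. Across the 9371 bi-allelic autosomal genes, the median of the mean allelic ratio was 0.0231 (quartiles −0.0121 and 0.0639) and the median variance 0.00210, and 82.2% of genes had a mean allelic ratio within 0.1 of 0. The aRME genes had a median of the mean allelic ratio of 0.0373 (quartiles −0.173 and 0.216) and a median variance of 0.0844, and 25.0% had a mean allelic ratio within 0.1 of 0. For the aME genes that are not aRME, the median distance of the mean allelic ratio from 0 was 0.459 and the median variance 0.00183. The paper reads the mean as the size of a genetic bias and the variance as the mark of a random choice.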

There is diversity in the extent of RME for each gene, with some genes showing genetic biases (Figure 1G). 

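Gap43 was monoallelic 129 in 96 of the 99 lines, bi-allelic in 3 and monoallelic CAST in 0. Tubb3 was monoallelic CAST in 60, bi-allelic in 39 and monoallelic 129 in 0. Within male lines the mean allelic ratio was 0.421 for Gap43 and −0.285 for Tubb3, and within female lines it was 0.409 and −0.330.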

Filtering for ME from both CAST and 129 in separate clonal lines excludes genes with a bias toward only one allele, such as *Tubb3* and *Gap43*, which are considered aME, rather than aRME, genes (Figures 1F and 1G).

### Epigenomic profile of monoallelic expressing genes

After narrowing down aRME genes, we next examined which epigenetic marks associate with their ME maintenance during cell division. To this end, we performed allele-specific chromatin immunoprecipitation sequencing (ChIP-seq) for active and repressive histone modifications in three different F_1_-23 NPC clonal lines: mE6 NPCs, Ch1 NPCs, and Ch8 NPCs (Figure S1A). To broadly compare the allelic expression status of aRME and their epigenetic marks, we examined the active marks H3K27ac, H3K4me2, and H3K4me3, as well as the repressive marks H3K9me3, H2AK199ub, and H3K27me3. ChIP signals for active marks were generally lower in monoallelic expressing aRME genes compared to normal bi-allelic genes. Notably, monoallelic and bi-allelic expressing aRME genes have the same active mark levels despite copy-number differences, hinting that active marks are not simply additive, and there is a separate regulatory control for aRME genes compared to normally expressed genes, potentially a compensatory mechanism (Figures 2A, S2A, and S2B).

Inversely, repressive histone marks and DNA methylation were higher overall for aRME genes, especially near the transcription start site (TSS), with H3K27me3 showing the most pronounced difference between monoallelic and bi-allelic expressing aRME genes (Figures 2A and S2A). Bi-allelic aRME genes had more H3K27me3 signals than monoallelic aRME genes, except in the Ch8 clonal line, possibly due to differences in ME status (Figures 2A, S2A, and S2B). A lack of co-clustering between DNA methylation and histone modifications for aRME genes indicates minimal overlap, suggesting that aRME genes may be maintained by different epigenetic mechanisms.

When we look at specific gene loci such as *Sox1*, an aRME gene, with strong H3K9me3, H2AK199Ub, and H3K27me3 signals, this suggests that monoallelic expression is controlled by both H3K9me3 and Polycomb complexes (Figure 2B). In contrast, *Sox2*, a normal bi-allelic expressing gene, lacks both H3K9me3 and H3K27me3 marks along the gene body but is marked by H2AK199ub. However, not all aRME genes are marked by repressive histone modifications. For example, *Mettl5* lacks these marks but is enriched for DNA methylation downstream of the TSS (Figure S3F). Overall, aRME gene maintenance involves subtle and varying epigenetic mechanisms depending on the gene.

### *Pvt1* has a CAST-biased monoallelic expression

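Pvt1 (chromosome 15, from 62037986 to 62378096, GRCm38) is on the aRME list at an allelic ratio cutoff of 0.3, with 43 lines monoallelic CAST and 1 line monoallelic 129. Of the aRME genes, 43 had a ratio between their CAST and 129 line numbers at least as far from 1 as that of Pvt1. CAST lines were at least 10 times as many as 129 lines for 47 aRME genes, and the reverse held for 54.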

RNA-seq analysis identified *Pvt1*, a well-studied oncogenic lncRNA located in an oncogenic locus,^19–21,23^ as exhibiting a pronounced monoallelic expression toward the CAST background in NPC clonal lines compared to other aRME genes (Figure 3A). 56 NPC clones monoallelically express the CAST allele, while only 4 clones monoallelically express the 129 allele, a 14-fold bias. 

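Classed at allelic ratio cutoffs of −0.2 and 0.2, 51 of the 99 lines were monoallelic CAST for Pvt1, 46 bi-allelic and 2 (Ch8 and F13) monoallelic 129. The CAST share of the monoallelic lines was 96.2% (95% exact binomial interval 87.0% to 99.5%), a 25.5-fold ratio, and it departed from equal numbers (exact binomial test, two-sided, p = 3.18e-13). Male lines were 21 CAST, 24 bi-allelic and 1 monoallelic 129, and female lines 30, 22 and 1. CHL25 was bi-allelic, with an allelic ratio of −0.0716, so the ratio over all 100 lines is also 25.5. The numbered M and F lines alone, which leave out Ch8, moved the ratio most, to 46.0. Some lines of an mESC line share their monoallelic choices closely. With 1 line kept of each such set, a setting chosen after the correlations were seen, 33 lines were CAST and 2 were 129 (exact binomial test, two-sided, p = 3.67e-08). From its own counts of 56 CAST and 4 129 lines, the paper states that Pvt1 is biased toward the CAST allele.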

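Over the 99 lines, the allelic ratio ran from −0.5 to 0.5 for Eid1, Dbx2, Cbr3, Sox1 and Pvt1, with variances of 0.0710, 0.111, 0.119, 0.0492 and 0.0387. It ran from −0.355 to 0.5 for Neat1, from −0.244 to 0.5 for Mettl5, from −0.0337 to 0.5 for Gap43 and from −0.5 to −0.0697 for Tubb3. The variance was 0.0423 for Neat1, 0.0492 for Mettl5, 0.00661 for Gap43 and 0.00837 for Tubb3.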

When examining the extent of ME for a few selected genes, it becomes evident that each gene exhibits a distinct distribution, likely driven by the inherent properties of the gene and the influence of genetic differences. This highlights the importance of adjusting the AR cutoff based on the gene of interest (Figure S3A). 

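With Pvt1 classed at −0.2 and 0.2, the mean allelic ratio was −0.370 ± 0.0616 (SD, n = 51 lines) in the monoallelic CAST class, −0.0358 ± 0.0683 (SD, n = 46) in the bi-allelic class and 0.370 ± 0.184 (SD, n = 2) in the monoallelic 129 class. A cutoff of 0.3 left 55 lines bi-allelic. A cutoff of 0.4 left 81 bi-allelic, 17 monoallelic CAST and 1 monoallelic 129. Computing the allelic ratio from allele-specific TPM placed 54 lines in the CAST class and 2 in the 129 class.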

In our case, we focused on *Pvt1* and chose ARs of −0.2 and 0.2 for downstream analysis, as this threshold effectively separates the clonal lines into three groups: monoallelic CAST, monoallelic 129, and bi-allelic.

### Chromatin landscape of *Pvt1* locus

Epigenomic analysis reveals that chromatin accessibility, measured by assay of transposase accessible chromatin by sequencing (ATAC-seq),^15^ and occupancy of the enhancer-associated mark H3K27ac of the *Pvt1* locus are allelically matched to expression status in each clonal line (Figures 3B–3E; Table S3). The silenced alleles lose accessibility and transcription upon differentiation from mESCs to NPCs (Figure 3C). In comparison, *Myc*, 50 kb upstream, remains bi-allelically expressed and accessible on both alleles (Figure 3D).

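For transcription, the RNA-seq values were used. In mESCs, 779 Pvt1 counts came from 129 and 1101 from CAST, a 129 share of 41.4% (95% Wilson interval 39.2% to 43.7%). Pvt1 was 24.4 TPM from the 129 allele and 31.6 TPM from the CAST allele, where the TPM of each allele are scaled on their own. The interval covers counting error only, as mESCs have 1 library. In the Pvt1 monoallelic CAST class of NPC lines, the 129 allele was at 10.2 ± 7.29 TPM (SD, n = 51) and the CAST allele at 73.2 ± 26.2 TPM. In the bi-allelic class, the values were 20.4 ± 24.7 TPM for 129 and 25.8 ± 25.0 TPM for CAST (SD, n = 46). In the monoallelic 129 class, Ch8 was at 82.5 TPM for 129 and 33.8 TPM for CAST, and F13 at 9.71 TPM for 129 with no CAST count.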

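Myc (chromosome 15, from 61985391 to 61990374, GRCm38) was bi-allelic at an allelic ratio cutoff of 0.3 in 98 of the 99 NPC lines and monoallelic 129 in 1, M04, with an allelic ratio of 0.305. Its mean allelic ratio was 0.134 ± 0.0709 (SD), toward 129. It was 0.135 ± 0.0831 (SD, n = 46) in male lines and 0.133 ± 0.0591 (SD, n = 53) in female lines. In mESCs, 207 Myc counts came from 129 and 143 from CAST, a 129 share of 59.1% (95% Wilson interval 53.9% to 64.2%).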

To further investigate the epigenetic landscape at the *Pvt1-Myc* locus, we performed allele-specific ChIP of histone modifications and RNA polymerase II (RNA Pol II) subunit RPB1, as well as bisulfite sequencing, on an NPC clonal line with *Pvt1* ME on the CAST allele (Figures 3D and 3E) or the 129 allele (Figures 3E and 3G) and a line with *Pvt1* bi-allelic expression (Figure 3E). Clonal lines with *Pvt1* ME show that the *Pvt1* promoter and gene body of the active allele are marked with H3K4me2 and H3K4me3 (Figures 3D and 3E), whereas the inactive allele is marked by H3K9me3 along the gene body (Figures 3F and 3G). The H3K9me3 signal is lower in the *Pvt1* bi-allelically expressing clonal line (Figure S3E), in comparison. Interestingly, both alleles for all three NPC clonal lines have an H2AK199ub signal upstream and downstream of the TSS of *Pvt1*. In mESCs, the H3K4me2/3 signal is on both alleles, and the H3K27me3 signal is present upstream/downstream of the TSS but is absent on the gene body in NPCs (Figure S3D), indicating a bivalent promoter^31,32^ that resolves upon differentiation. In contrast, the *Myc* promoter retains active marks and lacks repressive marks on both alleles (Figures 3D and 3F).

Bisulfite sequencing showed no DNA methylation at the *Pvt1-Myc* locus, unlike for ME genes, such as Mettl5 and *Dlk1* (Figure S3F). The inactive *Pvt1* allele has a higher occupancy of RNA Pol II at the promoter, indicating stalled RNA Pol II, while the active allele exhibits a lower occupancy of Pol II at the promoter region, suggestive of pause release, which is consistent with its allelic transcriptional output (Figure S3C). In a *Pvt1* biallelic NPC clonal line, RNA Pol II is present on both alleles, with a slightly higher signal on the 129 allele (Figure S3C). Overall, the data suggest that H3K4me2/3, H3K27ac, H3K9me3, and H2AK199ub are associated with the maintenance of *Pvt1* ME during cell division in NPCs.

### Restoration of *Pvt1* random monoallelic expression in the absence of genetic differences

To determine whether *Pvt1* can achieve truly random monoallelic expression in the absence of genetic differences, we genetically edited a 129 × 129 R1 mESC to have a single base change on exon 9, allowing for distinction between wild-type (WT) and edited alleles (R1-57 line; Figure 4A). In contrast to the strong CAST bias in F_1_ hybrid NPC clonal lines, *Pvt1* in R1-57 NPC clonal lines showed no allelic bias, with either allele equally likely to be ME (Figure 4B). This fits the expected distribution for an aRME gene, indicating *Pvt1* ME is independent of parental origin (Figure S3A). A time-course experiment across passages demonstrated that the ME of *Pvt1* is constant in a non-hybrid line, confirming that the allelic choice is epigenetically maintained through cell division (Figure 4C). This observation suggests that the initiation and allelic choice of ME of *Pvt1* are part of a random stochastic process in the absence of genetic differences; however, genetic differences skew the stochastic process since most clones express *Pvt1* from the CAST allele rather than from the 129 allele. Close examination of the accessible regions at the *Pvt1* promoter reveals five SNP differences that overlap with differential ATAC signals between the two alleles, likely attributed to the CAST bias (Figure 4D).

### Differential binding of *Tfap2a* at the *Pvt1* promoter

We next sought to identify factor(s) that may be responsible for biasing the RME bias of *Pvt1* for the CAST versus the 129 genetic backgrounds. To this end, we performed differential gene expression analysis of *Pvt1* ME CAST clones versus *Pvt1* biallelic expressing clones. 

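The 51 Pvt1 monoallelic CAST lines and the 46 bi-allelic lines were compared with edgeR's quasi-likelihood test over 17217 genes. Past an adjusted p of 0.01 and a log2 fold change of 0.5 in size, 5 genes were higher in the CAST class and 1 was lower. At an unadjusted p under 0.05 there were 2214 genes. Cbx7 rose by 2.62 on the log2 scale (SE 0.41, adjusted p = 0.000132), Thy1 by 2.23 (SE 0.44, adjusted p = 0.00456), Rpl31-ps15 by 2.19 (SE 0.45, adjusted p = 0.00866), Olfml2b by 1.76 (SE 0.33, adjusted p = 0.00281) and Agmo by 1.00 (SE 0.18, adjusted p = 0.00176), and Vgf fell by 2.76 (SE 0.49, adjusted p = 0.00132). Rpl31-ps15 is annotated as a pseudogene, with a median of 13.9 allele-assigned counts. The list taken from the labels of Fig. 5A has 13 genes, fewer than the figure's legend states. Of these 13, 11 were tested, and 2 passed over all genes tested, Cbx7 and Rpl31-ps15. Adjusted over the list alone, 7 passed, which is not independent evidence, since the list was chosen on lines that include these. Within male lines 0 genes passed (1708 at an unadjusted p under 0.05) and within female lines 1 did (1470), and with the mESC line as a covariate 4 passed, 3 of them shared with the 6. With 1 line of each closely correlated set, 0 passed (1250 at an unadjusted p under 0.05). Leaving out the filter on low counts moved the count most, to 1896 genes.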

The analysis identified the transcription factor gene *Tfap2a*, a key transcriptional factor for the neural crest cell lineage^33^ (Figure 5A). 

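In this comparison Tfap2a (chromosome 13, from 40715302 to 40738376, GRCm38) had a log2 fold change of −1.26 (SE 0.67) in the CAST class against the bi-allelic class, with an adjusted p of 0.426 from edgeR over all genes and 0.0876 adjusted over the list alone. Its adjusted p lay between 0.268 and 0.866 over the alternatives. From its own comparison of these classes, the paper takes Tfap2a forward as a factor that may bias Pvt1 toward the CAST allele.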

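Tfap2a was compared between Pvt1 classes on the log2 of the normalized count plus 1, with DESeq2's size factors, in a family of 10 comparisons over Tfap2a, Six3, Neurog2, Pvt1 and Myc. It was 2.96 ± 2.71 (SD, n = 51 lines) in the monoallelic CAST class and 4.50 ± 3.26 (SD, n = 46) in the bi-allelic class, a difference of −1.54 (permutation test, two-sided, p = 0.0131, adjusted p = 0.0657) that is smaller than the spread between lines. A CAST line was the higher of the pair in 30.1% of pairs of a CAST and a bi-allelic line. No count at all was found in 16 CAST and 11 bi-allelic lines. The monoallelic 129 class, Ch8 at 11.4 and F13 at 5.77, lay 4.07 above the bi-allelic class (exact permutation test, two-sided, p = 0.0922, adjusted p = 0.307), and a 129 line was the higher in 83.7% of pairs. The CAST difference was −1.80 within male lines (permutation test, two-sided, p = 0.0847) and −0.81 within female lines (permutation test, two-sided, p = 0.154). With 1 line of each closely correlated set it was −1.64 (permutation test, two-sided, adjusted p = 0.128). With the numbered M and F lines alone it was −1.61 (permutation test, two-sided, adjusted p = 0.0124), and on ranks its adjusted p was 0.0266 (permutation test, two-sided). The difference moved most on log2 of TPM plus 1, to −0.21 (permutation test, two-sided, adjusted p = 0.406). From the order of the classes, the paper reasons that Tfap2a and the expression of Pvt1 from CAST are negatively related.

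**Figure D1:**
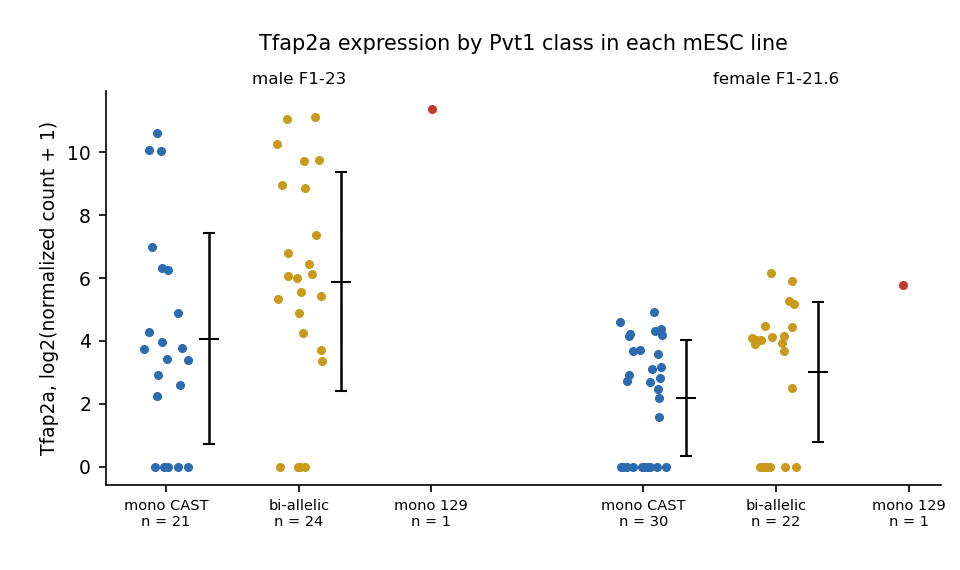
Tfap2a expression, as log2 of the normalized count plus 1, for each NPC line by Pvt1 class, with male and female lines apart. Each point is 1 line, the bar is the mean and the whisker the SD, and bi-allelic lines lie above CAST lines by 1.80 in male and 0.81 in female lines on average.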

In the F_1_ hybrid NPC clonal lines, *Pvt1* 129 ME clonal lines have higher *Tfap2a* expression than most *Pvt1* bi-allelic clones, and *Tfap2a* expression is lowest in *Pvt1* CAST ME clones (Figures 5B and 5C), indicating a negative correlation with *Pvt1* CAST expression. In R1-57 NPC clonal lines, *Tfap2a* expression was not different between clonal lines in the absence of genetic differences, further indicating that *Tfap2a* may underlie the genetic skew (Figure 5D).

Motif analysis at the *Pvt1* promoter showed a predicted Tfap2a binding site adjacent to an SNP (Figures 5E and S4A). FIMO^34^ (Find Individual Motif Occurences) analysis of the TFAP2a binding motif predicts stronger TFAP2a binding at the 129 promoter, although ME is skewed toward the CAST allele (Figure 5E). Based on an examination of other transcription factors that are predicted to occupy the *Pvt1* promoter overlapping or adjacent to SNPs (Figure S4A), neither *Six3* nor *NeuroG2* showed a significant difference in expression between the *Pvt1* monoallelic CAST and the bi-allelic clonal lines (Figures S4B and S4C).

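Between the Pvt1 monoallelic CAST and bi-allelic classes, Six3 differed by 0.61 on the log2 scale (permutation test, two-sided, p = 0.387, adjusted p = 0.553) and Neurog2 by −0.55 (permutation test, two-sided, p = 0.271, adjusted p = 0.517). Within male lines Six3 was lower in the CAST class by a log2 difference of −1.93 (permutation test, two-sided, p = 0.0488, adjusted p = 0.0813), and within female lines it was higher by 3.06 (permutation test, two-sided, p = 0.00226, adjusted p = 0.00565). The difference between the lines was tested and is −4.99 (permutation of the line labels, two-sided, adjusted p = 0.00259 over 14 tests). These tests count each line as independent. When 1 line of each closely correlated set was kept, chosen after the result was seen, Six3 differed by −0.19 over all lines (permutation test, two-sided, adjusted p = 0.946) and by 2.72 within female lines (13 and 13 lines, permutation test, two-sided, p = 0.0357), and the difference between the lines was −4.73 (permutation of the line labels, two-sided, adjusted p = 0.0330). Neurog2 differed by 0.41 within male lines and by −1.46 within female lines (permutation test, two-sided, adjusted p = 0.0418 in female lines), but by −0.79 in female lines with 1 line of each such set (permutation test, two-sided, p = 0.441). The median was 0.237 TPM for Six3 in the CAST class and 0.0911 TPM in the bi-allelic class, where M10 was the highest line at 18.7 TPM, and 0.0309 and 0.0587 TPM for Neurog2. Against the bi-allelic class, the monoallelic 129 class differed by 3.18 for Six3 (exact permutation test, two-sided, p = 0.199) and by −1.79 for Neurog2 (exact permutation test, two-sided, p = 0.310).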

TFAP2a ChIP in mESCs and NPCs confirmed preferential binding to the *Pvt1* promoter on the 129 allele over the CAST allele, as predicted by FIMO^34^ (Figure 5F). To assay whether the single SNP affects TFAP2a binding, we performed TFAP2a ChIP-qPCR on cells with plasmids with varying *Pvt1* promoters. ChIP-qPCR showed a significant increase in ChIP enrichment when the *Pvt1* CAST promoter was edited to have the 129 SNP mentioned in Figure 5E, compared to the CAST promoter without the edit and the 129 promoter edited with the CAST SNP (Figure S4F). The result demonstrates that the single SNP around the TFAP2a binding motif influences TFAP2a binding.

In mESCs, the 129 allele shows stronger H3K27ac and H3K4me3 signals at the Pvt1 promoter (Figures 3C and S3D), and endogenous tagging of the *Pvt1* promoter confirms that the 129 promoter is more transcriptionally active than the CAST promoter (Figures S4D and S4E). 

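Tfap2a TPM averaged 0.286 ± 0.915 (SD, n = 51 lines) in the Pvt1 monoallelic CAST class, 0.680 ± 1.79 (SD, n = 46) in the bi-allelic class and 4.82 ± 6.53 (SD, n = 2) in the monoallelic 129 class. It was above 1 TPM in 3 CAST, 7 bi-allelic and 1 monoallelic 129 lines. The CAST line mE6 had 3.68 TPM of Tfap2a, against a class median of 0.0281.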

When TFAP2a expression is low, such as in *Pvt1* CAST ME clones (Figure 5C), binding events are low (Figure 5F), likely leading to the stochastic TFAP2a binding bias toward the inherently “stronger” 129 allele. Moreover, when *Tfap2a* expression is high, such as in the *Pvt1* 129 ME clonal line (Figure 5C), TFAP2a heavily occupies the 129 allele, but there is also increased binding on the CAST allele, suggesting a reduced sensitivity to the SNP-driven differences, making the allelic choice less biased (Figure 5F).

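The line Ch8 had 9.43 TPM of Tfap2a with a Pvt1 allelic ratio of 0.240, and F13, the other monoallelic 129 line, had 0.197 TPM with a Pvt1 allelic ratio of 0.5 from 108 allele-assigned counts. Among female lines, F13 had the lowest share of counts assigned to an allele (34.9%, median 39.8%). It also had the highest share of mitochondrial counts (8.11%, median 3.19%). The bi-allelic line Ch1, with a Pvt1 allelic ratio of −0.0415, had 9.25 TPM of Tfap2a.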

To further test our model, we sought to ask whether *Tfap2a* overexpression was sufficient to restore balance to the extent of RME in F_1_-23 hybrid NPCs. We transduced F_1_-23 mESCs with a doxycycline (dox)-inducible *Tfap2a* overexpression plasmid. Then, we added dox to the mESCs throughout differentiation to NPCs and to a stable NPC clonal line to answer whether increasing *Tfap2a* expression during the establishment of *Pvt1* ME and during the maintenance stage, respectively, can rescue the CAST bias (Figure S4G). The results show that in normal, non-clonal mixed NPCs, the AR is averaged out to around −0.15 due to the CAST skew. However, when *Tfap2a* is overexpressed, we can significantly alter the AR distribution toward an AR of 0, indicating that the CAST skew is no longer present (Figure 5G). There is less of a change to the AR when *Tfap2a* is overexpressed in a stable NPC clonal line, demonstrating that differences in TFAP2a binding have the strongest effect during the initiation and establishment stage of aRME.

In summary, the initiation and allelic choice of *Pvt1* aRME are part of a random stochastic process. However, in our hybrid line, this process is skewed due to genetic SNP differences, leading to differential binding of TFAP2a and possibly other factors at the promoter. Our data from the hybrid line also suggest a two-step model for aRME establishment at *Pvt1*. When the *Tfap2a* expression is low, there is a sensitivity to the SNP, and the preferred allele, in our case, the 129 allele, is likely transcriptionally activated first and then gets silenced, causing the genetic skew of *Pvt1* ME toward the CAST allele. However, when there is high expression of *Tfap2a*, there is less sensitivity to the SNP and a loss of the genetic bias as indicated by the overexpression assay.

### *Pvt1* monoallelic expression regulates cell growth

To evaluate the consequences of *Pvt1* monoallelic expression, we performed a competition assay between *Pvt1* ME clones and *Pvt1* bi-allelic clones using fluorescent markers (Figure 6A). *Pvt1* ME clones outcompeted *Pvt1* bi-allelic clones over time, highlighting a growth advantage phenotype when *Pvt1* is monoallelically expressed, independent of genetic differences (Figure 6B). 

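On the log2 scale of normalized counts, total Pvt1 expression was 11.1 ± 0.59 (SD, n = 51 lines) in the monoallelic CAST class and 9.80 ± 1.33 (SD, n = 46) in the bi-allelic class. The difference of 1.33 has p = 1e-05, the smallest the resamples can give (permutation test, two-sided, adjusted p = 0.0001), and a CAST line was the higher in 80.4% of pairs. In TPM, the means were 15.1 ± 5.53 and 8.69 ± 9.52 (SD). Within male lines the difference was 1.42 (permutation test, two-sided, p = 0.00012) and within female lines 1.33 (permutation test, two-sided, p = 3e-05). The monoallelic 129 class differed from the bi-allelic class by 0.07 (exact permutation test, two-sided, p = 0.956, n = 2). Its direction rests on 1 line, as the difference is 1.97 without F13 and −1.82 without Ch8. The paper sets the higher expression from 1 allele against what the number of active copies would lead to.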

Interestingly, when comparing the *Pvt1* expression and AR of Pvt1 in individual clonal NPC lines, we observed increased expression of *Pvt1* in monoallelic clones compared to bi-allelic clones (Figure 6C), thereby inverting the expected relationship between gene copy number and expression level. The same trend was observed in non-hybrid R1-57 lines (Figure S5A), indicating that the effect is an intrinsic property of the gene independent of genetic differences.

Next, we explore if this growth advantage is due to interactions with Myc, a neighboring bi-allelically expressed gene (Figures 1E and S1D). 

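Total Myc expression in the hybrid lines did not differ between Pvt1 classes beyond the spread. It averaged 73.6 ± 28.5 TPM (SD, n = 51 lines) in the monoallelic CAST class and 72.8 ± 28.6 TPM (SD, n = 46) in the bi-allelic class, a log2 difference of −0.09 in normalized counts (permutation test, two-sided, p = 0.465, adjusted p = 0.581). Within male lines the log2 difference was −0.42 (permutation test, two-sided, p = 0.0307, adjusted p = 0.0767), and within female lines it was 0.16 (permutation test, two-sided, p = 0.256). The difference between the lines was −0.58 (permutation of the line labels, two-sided, adjusted p = 0.0469 over 14 tests). When 1 line of each closely correlated set was kept, chosen after the result was seen, the log2 difference was −0.41 in male and −0.18 in female lines, the same direction in both, and the difference between the lines was −0.23 (permutation of the line labels, two-sided, adjusted p = 0.703). The monoallelic 129 class differed by −0.15 (exact permutation test, two-sided, p = 0.687, n = 2). The non-hybrid lines were not analysed here.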

*Myc* expression levels showed no significant difference between hybrid and non-hybrid clonal lines (Figures S5B and S5C). However, comparing the *Pvt1* AR against the *Myc* AR across all NPC clones revealed an inverse relationship between their ARs in each clonal line (Figure 6D), suggesting an inhibitory effect in *cis* of *Pvt1* ME on *Myc* expression. 

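Myc allelic ratio was 0.187 ± 0.0476 (SD, n = 51 lines) in the Pvt1 monoallelic CAST class and 0.0791 ± 0.0375 (SD, n = 46) in the bi-allelic class, and above 0, toward 129, in all 51 and all 46. The difference of 0.108 has p = 1e-05, the smallest the resamples can give (permutation test, two-sided, adjusted p = 2e-05 over 2 comparisons), and a CAST line had the higher Myc allelic ratio in 95.1% of pairs. It was 0.137 within male lines and 0.0860 within female lines, each with p = 1e-05 (permutation test, two-sided), and the lines differed by 0.0512 (permutation of the line labels, two-sided, adjusted p = 0.0135 over 14 tests), or by 0.0432 when 1 line of each closely correlated set was kept, chosen after the result was seen (permutation of the line labels, two-sided, adjusted p = 0.1499). Computing the difference from allele-specific TPM gave 0.107. In the monoallelic 129 class, Myc allelic ratio was −0.0380 in Ch8 and 0.0787 in F13, a difference of −0.0587 from the bi-allelic class (exact permutation test, two-sided, p = 0.0479). Without Ch8 this difference was −0.00037 and without F13 −0.117. As the lines fall into classes, relations were computed within each class, as a family of 4. Pearson's r between Pvt1 allelic ratio and Myc allelic ratio was 0.102 (permutation test, two-sided, p = 0.478, adjusted p = 0.653) and Spearman's rho 0.219 (permutation test, two-sided, p = 0.122, adjusted p = 0.489) over the 51 CAST lines. Over the 46 bi-allelic lines, r was 0.0684 (permutation test, two-sided, p = 0.653) and rho 0.0904 (permutation test, two-sided, p = 0.550). Leaving out the 2 lines farthest from the median Pvt1 allelic ratio gave r of 0.223 and 0.0675. In male lines r was 0.0854 in the CAST class and −0.122 in the bi-allelic class, and in female lines 0.0230 and 0.211. From the inverse relation of both allelic ratios, the paper proposes that Pvt1 ME acts in cis against Myc.

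**Figure D2:**
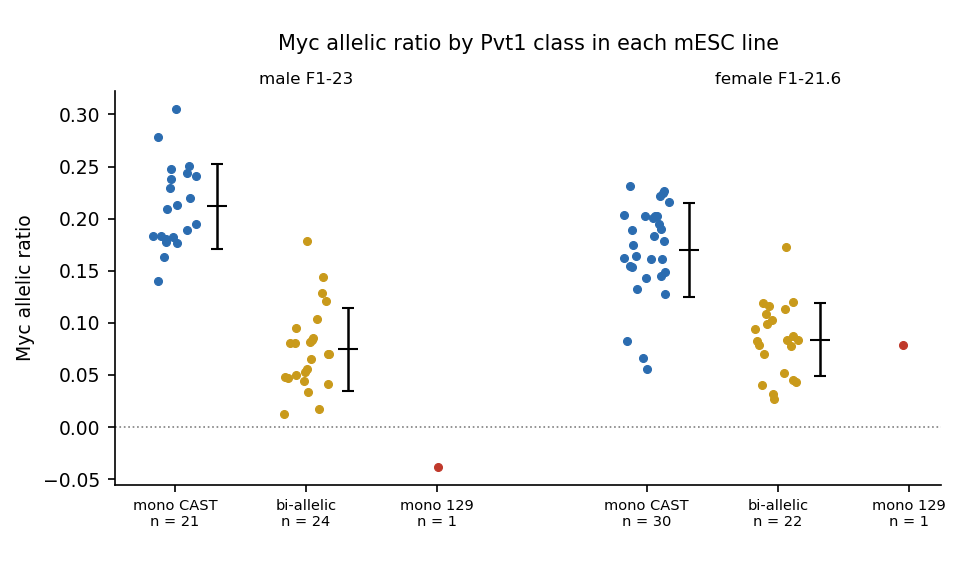
Myc allelic ratio (without unit) of each NPC line by Pvt1 class, with male and female lines apart. Each point is 1 line, the bar is the mean and the whisker the SD, and the CAST class lies above the bi-allelic class by 0.137 in male and 0.0860 in female lines.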

We reached the same conclusion when we looked at the *Pvt1* expression compared to the *Myc* expression in an allele-specific manner (Figure 6E), highlighting the importance of conducting allele-specific analysis to detect this regulation.

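Per allele, Myc was at 53.7 ± 21.1 TPM from 129 and 26.7 ± 10.8 TPM from CAST in the Pvt1 monoallelic CAST class (SD, n = 51 lines), and at 43.9 ± 16.2 and 35.8 ± 14.7 TPM in the bi-allelic class (SD, n = 46). The CAST minus 129 difference was −27.1 ± 13.3 TPM and −8.12 ± 7.66 TPM (SD). These differ by −18.9 TPM with p = 1e-05, the smallest the resamples can give (permutation test, two-sided, adjusted p = 2e-05 over 2 comparisons). The 129 allele was the higher in 51 of 51 CAST lines and 40 of 46 bi-allelic lines. Within male lines the classes differed by −18.8 TPM and within female lines by −17.6 TPM, each with p = 1e-05 (permutation test, two-sided). In the monoallelic 129 class, CAST minus 129 was 6.47 ± 9.05 TPM (SD, n = 2), which is 14.6 TPM from the bi-allelic class (exact permutation test, two-sided, p = 0.0142). It was 12.9 TPM in Ch8 and 0.0702 TPM in F13, so the distance from the bi-allelic class was 21.0 TPM without F13 and 8.19 TPM without Ch8, each from 1 line and without a test.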

To further investigate the regulation in *cis* between *Pvt1* and *Myc*, we performed allele-specific H3K27ac HiChIP, a protein-directed method to capture chromosome conformation, and H3K27ac ChIP-seq to investigate the 3D enhancer connectomes between the two alleles (Figure 6F). When the *Pvt1* promoter is active, *Myc* principally contacts the *Pvt1* promoter, and *Pvt1* contacts *Myc*. However, on the *Pvt1*-inactive allele, *Myc* gains contacts with at least four intragenic enhancers within the introns of *Pvt1*, demonstrating the enhancer-promoter competition within the locus. Allele-specific CRISPR activation of the *Pvt1* promoter in monoallelically expressing clonal lines resulted in an increase in *Pvt1* expression and a decrease in *Myc* expression on the targeted allele (Figure 6G), confirming the *cis*-regulatory effect. These findings together suggest that the monoallelic accessibility of *Pvt1* adds an additional layer of gene regulation to the *Pvt1-Myc* locus in early development. By unraveling the dynamics between *Pvt1* monoallelic expression and *Myc*, we provide insight into how RME genes may serve as regulatory controls within their locus to drive different early differentiation programs.

Lastly, we observed that not all aRME genes behave like *Pvt1*. 

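Cbr3, Eid1 and Sox1 were each compared between the classes of their own allelic ratio at 0.2, in a family of 10 comparisons with Mettl5 and Neat1. In TPM, Cbr3 averaged 15.7 ± 13.8 in its monoallelic CAST class (SD, n = 21 lines), 30.7 ± 28.2 in its bi-allelic class (SD, n = 36) and 11.2 ± 10.1 in its monoallelic 129 class (SD, n = 42). Eid1 averaged 45.0 ± 24.9 (SD, n = 20), 110.0 ± 45.4 (SD, n = 65) and 42.5 ± 18.7 TPM (SD, n = 14), and Sox1 2.10 ± 1.90 (SD, n = 56), 5.20 ± 4.36 (SD, n = 41) and 0.224 ± 0.265 TPM (SD, n = 2). On the log2 scale of normalized counts, no class differed from the bi-allelic one past an adjusted p of 0.05. The log2 difference was −0.31 for Cbr3 CAST (permutation test, two-sided, p = 0.780, adjusted p = 0.786), −0.33 for Cbr3 129 (permutation test, two-sided, p = 0.687), −1.18 for Eid1 CAST (permutation test, two-sided, p = 0.178, adjusted p = 0.444) and −0.75 for Eid1 129 (permutation test, two-sided, p = 0.477). It was 0.46 for Sox1 CAST (permutation test, two-sided, p = 0.553) and −2.63 for Sox1 129 (exact permutation test, two-sided, p = 0.688). Of the bi-allelic lines, 6 for Cbr3, 4 for Eid1 and 9 for Sox1 had no allele-assigned count. Requiring at least 10 such counts changed the differences to −1.98 and −1.93 for Cbr3, −1.70 and −1.57 for Eid1, and −2.05 and −5.14 for Sox1, with adjusted p between 0.0003 and 0.0229 (permutation tests, exact for Sox1 129, two-sided). Within male lines the Sox1 CAST difference was −1.60, and within female lines it was 7.67, a difference between lines of −9.27 (permutation of the line labels, two-sided, adjusted p = 0.00014 over 14 tests). With at least 10 allele-assigned counts it was 3.74 in female lines (41 and 3 lines, exact permutation test, two-sided, p = 0.0181), so the −2.05 over all lines was not seen there. The 11 bi-allelic female lines averaged 0.0228 TPM of Sox1 and reached at most 0.138 TPM. The female values therefore set CAST lines against lines near the floor. For Cbr3 the CAST difference was −1.79 in male and 0.75 in female lines, and for Eid1 −0.77 and −1.58. With 1 line of each closely correlated set, a setting chosen after the result was seen, these differences changed. For Cbr3 CAST it was −3.75 in male lines (9 and 13 lines, exact permutation test, two-sided, unadjusted p = 0.0415) and 1.455 in female lines. For Eid1 CAST it was −0.0091 in male lines and −2.77 in female lines (6 and 15 lines, exact permutation test, two-sided, unadjusted p = 1.84e-05, the smallest it can give). In TPM over all male lines, Eid1 averaged 51.9 in its CAST class (n = 10) and 113.8 in its bi-allelic class (n = 33), where 2 lines had 0 counts. The male log2 value is therefore not evidence of equal expression.

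**Figure D3:**
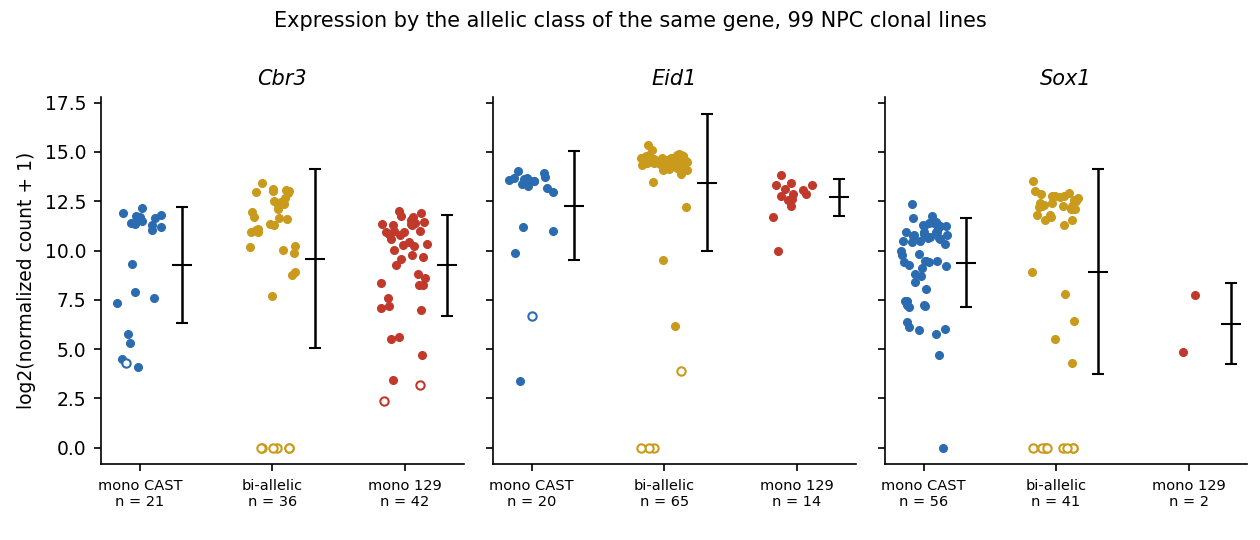
Expression of Cbr3, Eid1 and Sox1, as log2 of the normalized count plus 1, for each NPC line by the class of the same gene. Each point is 1 line, hollow where it has under 10 allele-assigned counts, the bar is the mean and the whisker the SD, and the lines at 0 are mostly hollow bi-allelic ones.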

Genes such as *Cbr3*, *Eid1*, and *Sox1* exhibit increased expresion bi-allelic versus monoallelic expressing clones, with *Sox1* displaying genetic effects (Figures S5D, S5E, and S5H). On the other hand, there are aRME genes, such as *Mettl5* and *Neat1*, that resemble *Pvt1*, with higher expression in ME versus bi-allelic clones, with *Neat1* also displaying genetic effects (Figures S5F and S5G). 

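Mettl5 averaged 5.61 ± 2.44 TPM in its monoallelic 129 class (SD, n = 72 lines), 2.06 ± 3.83 TPM in its bi-allelic class (SD, n = 25) and 4.08 ± 0.984 TPM in its monoallelic CAST class (SD, n = 2). The log2 difference in normalized counts was 5.92 for 129 against bi-allelic, with p = 1e-05, the smallest the resamples can give (permutation test, two-sided, adjusted p = 0.0001), and 6.05 for CAST (exact permutation test, two-sided, p = 0.0798, adjusted p = 0.266). A 129 line was the higher in 80.5% of pairs, and the difference was 4.54 in male and 7.02 in female lines. Of the 25 bi-allelic lines, 17 had no allele-assigned count for Mettl5. With at least 10 such counts required, the 129 difference was 0.43 over 71 and 8 lines (permutation test, two-sided, p = 0.288, adjusted p = 0.36). Neat1 averaged 8.11 ± 11.0 TPM in its monoallelic 129 class (SD, n = 73), 2.43 ± 3.99 TPM in its bi-allelic class (SD, n = 23) and 1.44 ± 1.46 TPM in its monoallelic CAST class (SD, n = 3). The log2 difference was 1.67 for 129 (permutation test, two-sided, p = 0.0002, adjusted p = 0.001), with the 129 line higher in 75.7% of pairs, and −0.26 for CAST (exact permutation test, two-sided, p = 0.786). The CAST difference changed sign without F03 (0.08) and without F06 (0.26). Within male lines the 129 difference was 1.32 (permutation test, two-sided, p = 0.124, adjusted p = 0.289) and within female lines 1.72 (permutation test, two-sided, p = 0.00108, adjusted p = 0.00324). These tests count each line as independent. With 1 line of each closely correlated set, chosen after the result was seen, it was 1.497 (57 and 11 lines, permutation test, two-sided, p = 0.0222, adjusted p = 0.0888), not past the threshold, and within female lines it was 1.705 (21 and 5 lines, exact permutation test, two-sided, p = 0.0701). From the classes of these genes and of Cbr3, Eid1 and Sox1, the paper states that aRME genes do not all behave like Pvt1.

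**Figure D4:**
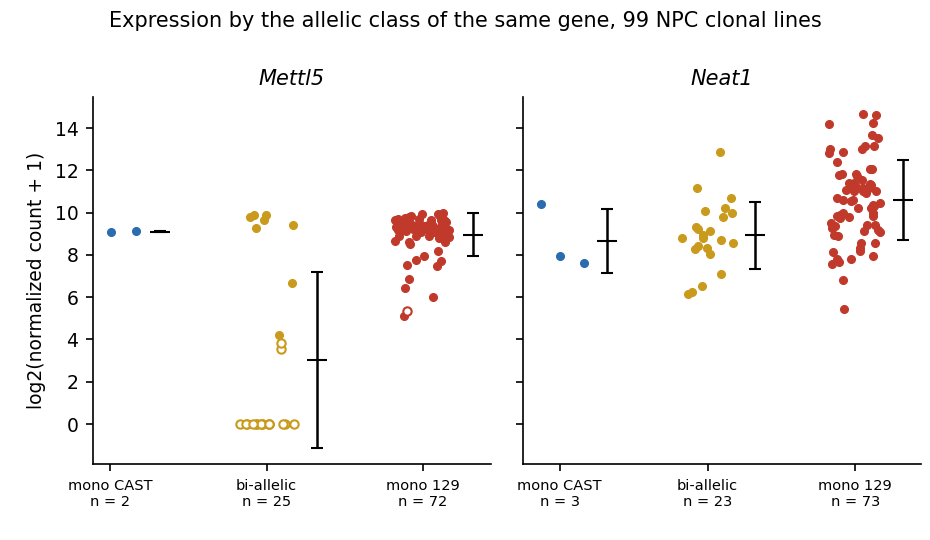
Expression of Mettl5 and Neat1, as log2 of the normalized count plus 1, for each NPC line by the class of the same gene. Each point is 1 line, hollow where it has under 10 allele-assigned counts, the bar is the mean and the whisker the SD, and most bi-allelic lines of Mettl5 are hollow, with 17 of 25 without any such count.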

With these data, we demonstrate how ME can affect both gene expression and locus regulation, such as *Pvt1-Myc*, to underscore the diverse functional roles for aRME genes in early development.

## DISCUSSION

In this study, we analyzed 120 NPC clonal lines to unbiasedly identify genes that exhibit diverse ME patterns in NPCs. The large dataset of allele-specific RNA-seq data allowed us to correlate ARs with gene expression and the expression levels of genes with which they may interact. Comprehensive epigenomic profiling of three NPC clonal lines reveals epigenetic marks at aRME genes, providing a foundation to further explore ME mechanisms and consequences.

Focusing on *Pvt1*, we leveraged the dataset to investigate *Pvt1* ARs, expression, and interactions with other genes, distinguishing genetic from epigenetic contributions to *Pvt1* ME in NPCs. We previously showed that *Pvt1* undergoes aRME,^26^ but more extensive clone analysis identified a CAST bias in *Pvt1* ME and revealed that genetic differences can skew what would otherwise be a random stochastic process. These datasets set the stage for deeper exploration of aRME genes, their mechanisms, and their impacts.

Mechanistically, our data support a model where, when expression of *Tfap2a* is low and binding is infrequent, there is a biased stochastic process involved in *Pvt1* allelic choice, where the initial active allele is silenced through differentiation. However, when the expression of *Tfap2a* is high and the *Pvt1* promoter occupancy is high, the stochastic process is no longer biased. The initiation and choice of aRME have been thought to be part of a truly random process driven by a stochastic process; however, we show that the contributions of genetic differences cannot be ignored in this model. In the case of *Pvt1*, differences in transcription factor binding can skew the stochastic process in a hybrid line. In future studies, it will be interesting to look at how common genetic variation modulates aRME genes and influences key biological processes.

We found that roughly 6% of genes show autosomal monoallelic expression, while 2.7% of genes exhibit aRME; however, the functional consequences of aRME are rarely known. It is likely that aRME genes play a key role in development since the number of genes that are RME increase with differentiation^14^ and can create cellular heterogeneity by being variably monoallelic or bi-allelic. In the case of *Pvt1*, having ME results in a clear growth phenotype, which creates cellular heterogeneity in precursor cells, such as NPCs, as they begin to differentiate into different neuronal lineages. Interestingly, the observed growth phenotype is likely to come from two sources: (1) an increase in Myc expression in *cis* due to enhancer-promoter competition and (2) the transcriptional over-compensation of *Pvt1* expression in monoallelically expressing clones. *Pvt1* has been shown in both developmental and cancer contexts to promote proliferation.^20,35^

Moreover, work on aRME genes has mainly focused on H3K4me3, H3K9me3, and DNA methylation to understand the epigenetic maintenance of monoallelic expression^6,14–16^; however, we show the *Pvt1* promoter to be bivalently marked by both H3K4me3 and H2AK199ub, in addition to the other common marks. In mESCs, the promoter is also marked by both H3K4me3 and H3K27me3. Bivalent promoters are known to mark developmental and lineage-specific genes^31^ to allow for quick transitions, supporting the hypothesis that aRME genes play a role in cell differentiation and identity^13,14^ in early differentiations. In the cancer context, developmental genes with bivalent promoters are known to be targets of aberrant hypermethylation due to a loss of H3K4me3.^36–38^ In the case of *Pvt1*, understanding the epigenetic landscape during early development provides insight into how *Pvt1* becomes dysregulated in adult human cancers. This acts as a double-edged sword where bivalency and ME are advantageous in early development but make *Pvt1* more susceptible to methylation in adult cancers. *Pvt1* is a strong example of how the epigenetic landscape from ME in early development can lead a locus to be vulnerable to aberrant methylation later in adulthood.^36^

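Grik3 had a mean allelic ratio of 0.390 ± 0.0730 (SD, n = 99 lines) and was monoallelic 129 at 0.3 in 88 lines and bi-allelic in 11. Its mean allelic ratio was 0.409 in male lines and 0.373 in female lines.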

While we detail here the genetic and epigenetic mechanisms of *Pvt1* ME and its functional consequence, there are several aME genes from our list that are associated with neurodevelopmental disorders,^39^ such as *Grik3*, *Mettl5*, *Gap43*, and *Tubb3*. Additionally, there are several aME genes whose dysregulation is associated with cancers when misregulated, such as *Mmp14*, *Nid1*, *Mdm2*, *Cd36*, and *Id3*. 

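At an allelic ratio cutoff of 0.3, Mmp14 was monoallelic 129 in 32 of the 99 lines and monoallelic CAST in 18, and Nid1 monoallelic 129 in 50 and CAST in 4. Mdm2 was monoallelic 129 in 72 lines, with a mean allelic ratio of 0.330 ± 0.0434 (SD). Cd36 was monoallelic CAST in 83, with a mean allelic ratio of −0.366 ± 0.0688 (SD), and Id3 monoallelic CAST in 51, with a mean allelic ratio of −0.279 ± 0.148 (SD).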

Further investigation of these genes can provide valuable information on the functional consequences of ME in development and cancer. Additionally, our data showing the effects of genetic variation of aRME lay the foundation for future studies to dive deeper into how natural genetic variation affects aRME genes and may impact brain development, neurodevelopmental disorders, and cancer.

### Limitations of the study

This study relies on clonal NPC lines derived from hybrid mESCs, which may not fully recapitulate *in vivo* developmental processes. Additionally, bulk RNA-seq and ChIP-seq approaches, while powerful, average signals across cells and may obscure single-cell variability or transient states. While we illuminated the mechanisms of *Pvt1* aRME, this may not be generalizable to other aRME genes. Further investigation is needed to create a mechanistic model for aRME genes in general. Moreover, incorporating *in vivo* models and single-cell data would further strengthen the conclusions we have made in this study.

## RESOURCE AVAILABILITY

### Lead contact

Further information and reagent requests should be directed to and fulfilled by the lead contact, Howard Y. Chang ().

### Materials availability

Cell lines and reagents are available upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Cell culture

F_1_-23 (male) and F_1_-21.6 (female) hybrid mESCs (CAST x 129), a gift from Edith Heard’s lab, and R1 mESCs (ATCC, SCRC-1011) were grown on 0.1% gelatin (StemCell Tech, 7903) covered plates with MEFs (Applied Stem Cell, ASF-1216), 1000 units/mL LIF (Millipore, ESG1107), and FBS (Thermo, A5670402). mESCs were then transitioned into N2B27 medium with 2i (1uM PD (Tocris, 4192) and 5uM CHIR (Tocris, 4423)) + 1000 units/mL LIF conditions with 0.1% gelatin-coated plates. N2B27 medium contains 1:1 DMEM (Gibco, 11995073) and Neurobasal medium (Gibco, 21103-049), 1x N2 (Invitrogen, 17502-048), 0.5x B27 (Invitrogen, 17504-044), 1x Glutamax (Thermo, 35050061), 50mM Beta-Mercaptoethanol (Invitrogen, 21985-023), and 1x Pen/Strep (Thermo, 15140163). For NPC differentiation, mESCs in 2i+Lif were plated onto a 0.1% gelatin-coated plate with N2B27 medium for 7 days. Cells were then dissociated with accutase (Millipore, SCR005) and placed into plates with N2B27 medium with 10ng/mL EGF (Peprotech, 315-09) and 10ng/mL FGF (R&D Systems, 3139-FB-025) for 3 days to form neurospheres. Neurospheres were plated onto gelatinized plates to allow for the migration of NPCs out of the neurospheres with N2B27 medium with EGF and FGF. NPCs were passaged once before single cells were subcloned to create NPC clonal lines.

### METHOD DETAILS

#### Cell line generation

##### R1-57 mESC

R1 mESCs were edited using nucleofection of Cas9 RNP with a single crRNA (atcacctcataggttcaaca) and a homologous donor block from IDT that contains the single base change on Exon 9 of *Pvt1*, which also destroys the PAM site. mESCs were then screened using genomic PCR followed by sanger sequencing to isolate the mESC clone with the correct edit.

##### RNA-seq

RNA was extracted using Trizol (Thermo, 15596026) and purified using Zymo Direct-Zol RNA miniprep (Zymo, R2052). RNA from female (F_1_-21.6) NPC clonal lines was gifted from Edith Heard’s lab.^16^ RNA samples were then sent to Illumina for directional mRNA library prep with poly A enrichment. Reads were sequenced 150 ×150 on the NovaSeq 600 platform for 40M paired reads per sample.

##### ChIP-seq

Cells are fixed with 1% PFA (Fisher, 50980487) for 10 min at room temperature, then quenched for 5 min with 1.25M glycine (Fisher, BP381-500) to 125mM final concentration. Cells were washed with PBS and pelleted with centrifugation for 5 min at 4C. Cells were resuspended in lysis buffer 1 (50mM Hepes-KOH pH 7.5 (Life Technologies, 15630-080), 140mM NaCl (Thermo, AM9760G), 1mM EDTA (Invitrogen, AM9260G), 10% Glycerol, 0.5% NP-40 (Millipore, 492016), 0.25% Triton X-100 (Sigma, 93443), and protease inhibitor (Roche, 11873580001) and incubated for 10 min at 4C. Cells were then centrifuged for 5 min at 4C. Cells were then resuspended in lysis buffer 2 (10mM Tris-HCl pH 8.0 (Invitrogen, 15568-025), 200mM NaCl, 1mM EDTA, 0.5mM EGTA (Thermo, 50-255-956), and protease inhibitor) and incubated for 10 min at 4C followed by centrifugation. Cells were then resuspended in lysis buffer 3 (10mM Tris-HCl pH 8.0, 100mM NaCl, 1mM EDTA, 0.5mM EGTA, 0.1% Na-Deoxycholate (Bioworld, 40430018-2), 0.5% N-Laroylsarcosine (Sigma, L7414), and protease inhibitor). Cells were then sonicated in a Covaris E220 for 18 min at Fill level 10, Duty Cycle 5, PIP 140, and Cycles/Burst 200. A small portion of sonicated chromatin is then de-crosslinked, treated with proteinase K (Thermo, 25-530-049) and RNase A (Invitrogen, 12-091-021), purified, and quantified with Qubit DNA HS (Thermo, Q32854). Sonicated chromatin is then divided into tubes with 12.5 μg or 25ug of sonicated chromatin per histone or TF ChIP sample respectively. Sonicated chromatin is then incubated with 5ug or 7.5ug of antibody for histone or transcription factor ChIP, respectively, overnight at 4C. 100ul of Protein A/G (Thermo, 26162) beads per sample are washed with 0.5% BSA block solution and incubated with sonicated chromatin for 6 h at 4C. Beads are then washed with 5 times with RIPA buffer (50mM HEPES-KOH, 1mM EDTA, 1% NP-40, 0.7% NaDeoxycholate, 500mM LiCl, and protease inhibitor). Beads are then eluted with elution buffer (50mM Tris-HCl, 10mM EDTA, and 1% SDS) at 65C for 30 min. Samples are then de-crosslinked, treated with proteinase K and RNase A, and purified using Zymo ChIP Clean and Concentrate (Zymo, D5205). 10-20ng of ChIP DNA is then used to create libraries using NEBNext Ultra II DNA Library Prep Kit (NEB, E7645S). Libraries were sequenced on NextSeq or NovaSeq X Plus with PE 150 × 150 for 100million reads per sample. Antibodies used: H3K27ac (Abcam, 4729), H3K27ac (Active Motif, 39133), H3K4me2 (Abcam, ab7766), H3K4me3 (Active Motif, 39159), H3K9me3 (Abcam, ab8898), H2AK199ub (Cell signaling, D27C4), H3K27me3 (Cell Signaling, C36B11), RNA Pol II-RPB1 (Bio-legend, 664906), and TFAP2a (Novus, NB100-74359). All samples have biological replicates.

##### Bisulfite-seq

DNA was extracted using genomic lysis buffer (100mM Tris-HCl pH 8.0, 50mM EDTA, and 1% SDS), incubated with Proteinase K (Thermo, 25-530-049), and purified using phenol-chloroform (Thermo, 15-593-031) followed by isopropanol precipitation. Library was then prepared using TruSeq Methyl Capture EPIC library prep kit (Illumina, FC-151-1002). Library was then sequenced on the NextSeq 500/500 with paired end reads 150 × 150 bp with 200 million reads per sample.

##### Targeted RNA-seq

RT-qPCR with 50ng of RNA per reaction, done in triplicates, with primers for target gene from Table S4 and using Brilliant II SYBR Green qRT-PCR 1-step Master Mix (Agilent, 600825). The qPCR product is diluted 1:20 and 1ul is used for nested PCR with adapter primers. PCR product is then diluted 1:20 and 1ul is used for library indexing PCR. Indexed PCRs are then pooled together and quantified using NEBNext library quantification (NEB, E7630L). Library is then sequenced on the MiSeq at 75 × 75 bp paired end with 40% PhiX.

##### Hi-ChIP

HiChIP was performed as previously described^53^ with minor adjustments. 10 million cells were crosslinked at a volume of 1mL of 1% formaldehyde (Fisher, 50980487) per 1 million cells for 10 min at room temperature and quenched with 1.25M glycine (Fisher, BP381-500) for final concentration of 125mM. Cells were then washed with PBS. Cells are lysed to isolate chromatin. The chromatin is then digested with MboI restriction enzyme (NEB, R0147M), followed by end-pair with Klenow (NEB, M0212L) and biotinylated-dATP (Jena, NU-835-BIO14-L), ligation with T4 ligase (NEB, M0202L), and sonication with a Covaris for 4 min. Sonicated and ligated chromatin is then incubated with H3K27ac (Active Motif, 39133) antibody overnight at 4C. Antibody bound chromatin is then captured with Protein A beads (Thermo, 26162), washed, and eluted from the beads. ChIP DNA then undergoes biotin pulldown with Streptavidin C1- beads (Invitrogen, 65001) followed by Tn5 tagmentation for library generation. Libraries are sequenced on Illumina HiSeq 4000 for 200 million paired-end reads at 150 × 150 bp per sample.

##### RT-qPCR

50ng of RNA per reaction, done in triplicates, with primers from Table S4 and using Brilliant II SYBR Green qRT-PCR 1-step Master Mix (Agilent, 600825).

#### Competition assay

*Pvt1*-monoallelic or *Pvt1*-biallelic NPC clonal lines are transduced with GFP or RFP expressing lentivirus, respectively, with polybrene (Millipore, TR-1003-G) containing media. After 48 h, GFP or RFP positive cells undergo selection with puromycin (Thermo, A1113803). For the assay, 30,000 cells of GFP positive *Pvt1* monoallelic cells are plated with 30,000 cells of RFP positive *Pvt1* biallelic cells in a 48-well plate. There were two groups of clonal lines: clonal lines from F1-23 NPCs and clonal lines from R1-57 NPCs. For F_1_23 NPCs, there are 5 different clonal line combinations with two biological replicates each. For R1-57 NPCs, there are 2 different combinations with two biological replicates each. All combinations were done in technical triplicates. Fluorescent was measure with flow cytometry using an Attune NxT at passage 0, and after every passage. Cells were passage 1:2 every other day. GFP ratio was calculated by dividing the number of cells with GFP signal over the total number of cells with either GFP or RFP fluorescence.

#### Plasmid ChIP-qPCR

Plasmids were cloned using HiFi assembly mix from NEB. PCR was used to amplify fragments of interest from genomic DNA and generic plasmid with red fluorescent protein. Primers are found in Table S4 For single base change at the promoter, plasmids with the unmodified CAST and 129 Pvt1 promoter were digested with Bsu36I and HindIII. The plasmid was then reassembled with PCR products where the primers used contained the base change.

For the experiment, 3ug of the plasmid DNA of choice was transiently transfected into a 60% confluent 10cm plate of NPCs using Lipofectamine 3000 (Invitrogen, L3000008). Cells were then incubated for 24 h and harvested for TFAP2a ChIP as previously described. qPCR was then performed for the *Pvt1* promoter region, RFP, and a negative control region for the samples and their input. For the calculations, Ct values for the input was normalized by subtracting 4.32 cycles since it was a 5% input. Then the sample was normalized by subtracting the RFP Ct value from the input. Fold enrichment over input is then calculated from log2.

#### Tfap2a overexpression

Lentivirus was produced using HEK293T but transiently transfecting a 6 well of cells with 2ug of pLV-teto-Tfap2a (Addgene,70274)^54^ modified to have puromycin resistance, 1ug of pMD2.G, and 2ug of psPax2 (2ug) with lipofectamine 3000. Media was changed after 12 h. Viral supernatant was collected after 48 h and 72 h. Virus was concentrated using 4x Lenti-X concentrator according to manufacturer’s protocol.

A 6-well plate of F_1_-23 mESCs or mE6 NPCs were then transduced with 10ul on concentrated virus with polybrene. Media was changed after 24 h and puromycin selection was carried out for 1 week. F_1_-23 then began differentiation to NPCs with the addition of doxycycline with each media change. mE6 NPCs were also treated with doxycycline for three passages before RNA was harvested. RNA was harvested from all the samples (*n* = 3, biological replicates) and allelic ratio was quantified using Targeted RNA-seq as mentioned previous but followed by sanger sequencing.

#### CRISPR activation

Stable NPC cell lines with generated using a CRISPRai system previously published from the lab.^55^ Virus was produced as mentioned above with Sa-gRNA scaffold plasmid from the lab^55^ with gRNA sequences in Table S4. HEK293T were transfected with a pool of 3 gRNA plasmids per target for virus production. Stable CRISPRai cells were then transduced with the virus. Media was changed after 24 h. Cells then underwent zeocin selection for 1 week.

Cells with gRNA and CRISPRai system were then seeded to 30% confluency and doxycycline. Cells were grown out with doxycycline for 72 h before RNA was harvested for qPCR quantification for *Pvt1* and *Myc* expression.

#### Custom N-masked genome

Custom N-masked genome is created using SNPsplit_genome_preparation from SNPsplit^41^ (v0.5.0) using a reference mouse genome (mm10) and VCF file containing SNP information for mm10 from the mouse genome project^56^ (mgp.v5.merged.snps_all.dbSNP142.vcf). The –dual hybrid mode is used with strain1 set to 129S1/SvlmJ and strain 2 set to CAST/EiJ. N-masked genome is used for all downstream alignments for genomic analysis. This also created an SNP-file containing all SNPs between the two strains that is used downstream to split reads on informative SNPs. Reads without informative SNPs are not considered in allele-specific analysis.

#### RNA-seq analysis

A portion of the female NPC clonal RNA-seq fastqs were extracted from GSE259400.^40^ Reads are aligned with STAR^42^ (2.7.10) with default parameters using a genome index created with a custom N-masked genome and Gencode vM25 GTF file. Aligned reads are then split based on informative SNPs using SNPsplit^41^ (V0.5.0) using –paired mode. Transcripts are quantified from non-SNP-split and SNP-split aligned reads using Salmon^43^ (v1.10.0) using a custom gentrome, (genome transcriptome) with an N-masked genome and gencode vM25 GTF file, and the –validateMappings option. Tximport^44^ (v1.34.0) is then used on allele-specific and non-allele specific Salmon abundance files to convert the transcripts to gene-level abundance and counts for downstream analysis.

Using the tximport generated matrix, the allele-specific counts is used to calculate allelic ratio by dividing 129 read counts over the total counts of 129 and CAST reads minus 0.5 ((129/(CAST +129))-0.5). Calculating with allelic ratio with abundance instead of counts gave similar results. Allelic ratio is calculated for each gene for each sample (NPC clonal line). Mean of allelic ratio is calculated by averaging the allelic ratio for every gene across all female and male NPC clonal lines. Variance is calculated across both female and male NPC clonal lines. There are 6 groups of genes: Biallelic (green), X-linked (brown), imprinted (purple), random monoallelic (RME) genes (orange), 129-biased monoallelic genes (red), and CAST-biased monoallelic genes (blue).

Differential gene expression and principal component analysis was done with DESeq2^45^ (v1.46.0) on non-allele-specific counts from tximport matrix. Total gene-expression of each sample is extracted from non-allele specific normalized expression from DESeq2 and allele-specific gene expression is extracted from abundance from allele-specific tximport matrix. F123 NPC clonal lines were grouped based on *Pvt* allelic status using allelic ratio guideline of *Pvt1* Monoallelic cast if AR > 0.2, *Pvt1* Biallelic if AR < 0.2 or AR > −0.2, and *Pvt1* Monoallelic 129 if AR < −0.25. Allelic ratio cutoff was chosen based on the distribution of *Pvt1* AR across all NPC clones. R1-57 NPC clonal lines were grouped based on *Pvt*1 allelic status using allelic ratio guideline of *Pvt1* Monoallelic WT allele if AR > 0.2 etc.

#### ChIP-seq analysis

Reads are trimmed with trim-galore^46^ (v0.5.0) and aligned with an custom N-masked genome using Bowtie2^47^ (v2.3.4.1). Aligned reads are then deduplicated with samtools (v1.16.1) markdup and indexed. Aligned reads are then split based on informative SNPs with SNPsplit^41^ (V0.5.0) with –paired option. Coverage tracks are then created using deeptools^48^(v3.3.1) bamCoverage using non-allele-specific and allele-specific bam files that are normalized using RPGC and bin size of 10. Matrix used for the heatmaps were created using deeptools^48^(v3.3.1) computeMatrix using Bigwig files and heatmaps were generated using plotHeatmap.

#### Motif analysis

Fasta files were created with ∼500bp sequences of the *Pvt1* promoter from the 129-allele and the CAST-allele. FIMO from the MEME suite^34,49^ is then used to search the fasta sequences for occurrences for the longest TFAP2A motif sequence (ID: MA0003.2) to ensure the base with the SNP difference is include in the analysis. Motif sequence was collected from JASPAR database.^57^

#### ATAC-seq analysis

ATAC-seq data for NPC clonal lines from were downloaded from GSE84646.^15^ Fastq files were trimmed, aligned, and deduplicated as mentioned above for ChIP-seq analysis. Reads were then split on informative SNPs as mentioned in ChIP-analysis. Coverage tracks are then created using deeptools^48^(v3.3.1) bamCoverage using non-allele-specific and allele-specific bam files that are normalized using CPM and bin size of 50.

#### Bisulfite-seq analysis

Fastq files were aligned using Bismark^50^ (v0.22.3) using a genome prepared by bismark_genome_preparation with Bowtie2^55^ (v2.3.4.1) and the N-masked genome. Aligned reads were then deduplicated using deduplicate_bismark. Aligned reads are then split based on informative SNPs with SNPsplit^41^ (V0.5.0) with – bisulfite and – paired option. Coverage tracks are created using deeptools^48^(v3.3.1) bamCoverage using allele-specific bam files that are normalized using CPM and bin size of 50.

#### Hi-ChIP analysis

HiChIP fastq files were first passed through the HiC-Pro^51^ pipeline with for mapping with Bowtie2^47^ using the N-masked genome with minimum mapping quality set to 10, and set to remove singleton, multi-mapped, and duplicated reads. Pipeline is then set in allele-specific mode and reads are split based on informative SNPs. Reads are then assigned to MboI restriction enzyme, separating the valid pairs from invalid ligation products. This is use as quality check for the library. We only consider libraries that have greater than 85% valid pairs in our libraries. Reads are filtered to dangling end, self-circle pairs, and duplicated valid pairs. Allele-specific valid pairs are then used to create raw contact maps with resolution 10,000 and corrected using ICE normalization. Loop are called using FitHiChIP^52^ (v11.0) using the configuration file stringent FitHiChIP model with coverage bias regression (configfile_P2P_Biascorrection_CoverageBias).

## Supplementary Material

1

2

3

4

5

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2025.116554.

## Figures and Tables

**Figure 1.**
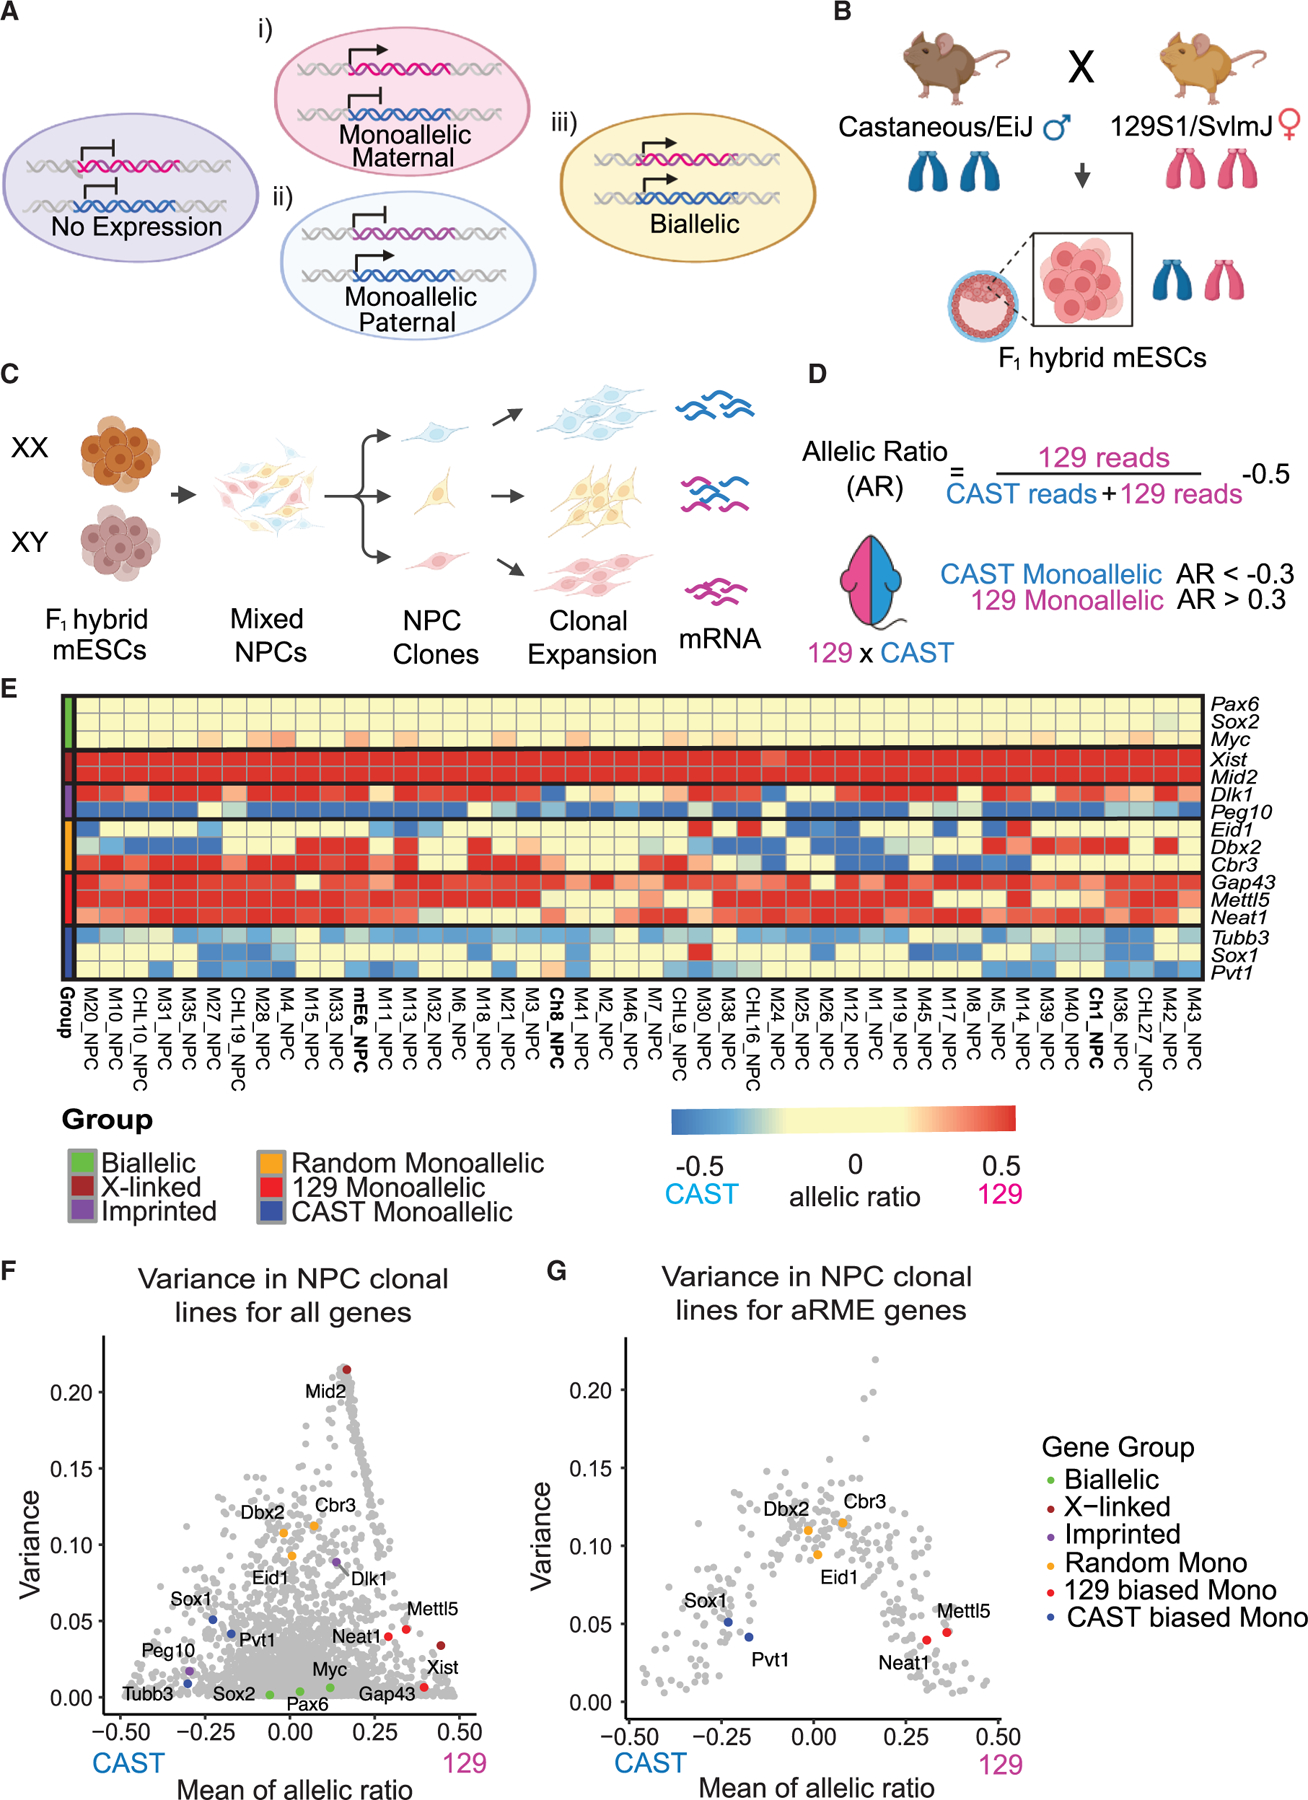
Allele-specific RNA-seq on F1 hybrid NPC clonal lines (A) Schematic of possibilities in gene expression in a single cell: no gene expression (purple), monoallelic expression from the maternal allele (pink), monoallelic expression from the paternal allele (blue), and bi-allelic expression from both alleles (yellow). (B) Schematic of model system. F_1_ hybrid mouse ESCs (mESCs) derived from a cross between a male castaneous/EiJ mouse and a female 129S1/SvlmJ mouse. (C) Schematic of the differentiation protocol from mESCs to NPCs. (D) Calculations for the allelic ratio (AR) of a single gene. (E) Heatmap of the ARs of different genes across male NPC clonal lines. The heatmap is colored from CAST biased (blue) to bi-allelic (yellow) to 129 biased (red). On the *x* axis is the name of each male clonal line (*n* = 46). (F) A plot of variance against the mean of AR for all genes expressed across all the female and male NPC clonal lines (*n* = 120). (G) A plot of variance against the mean of AR for aRME genes across all female and male NPC clonal lines.

**Figure 2.**
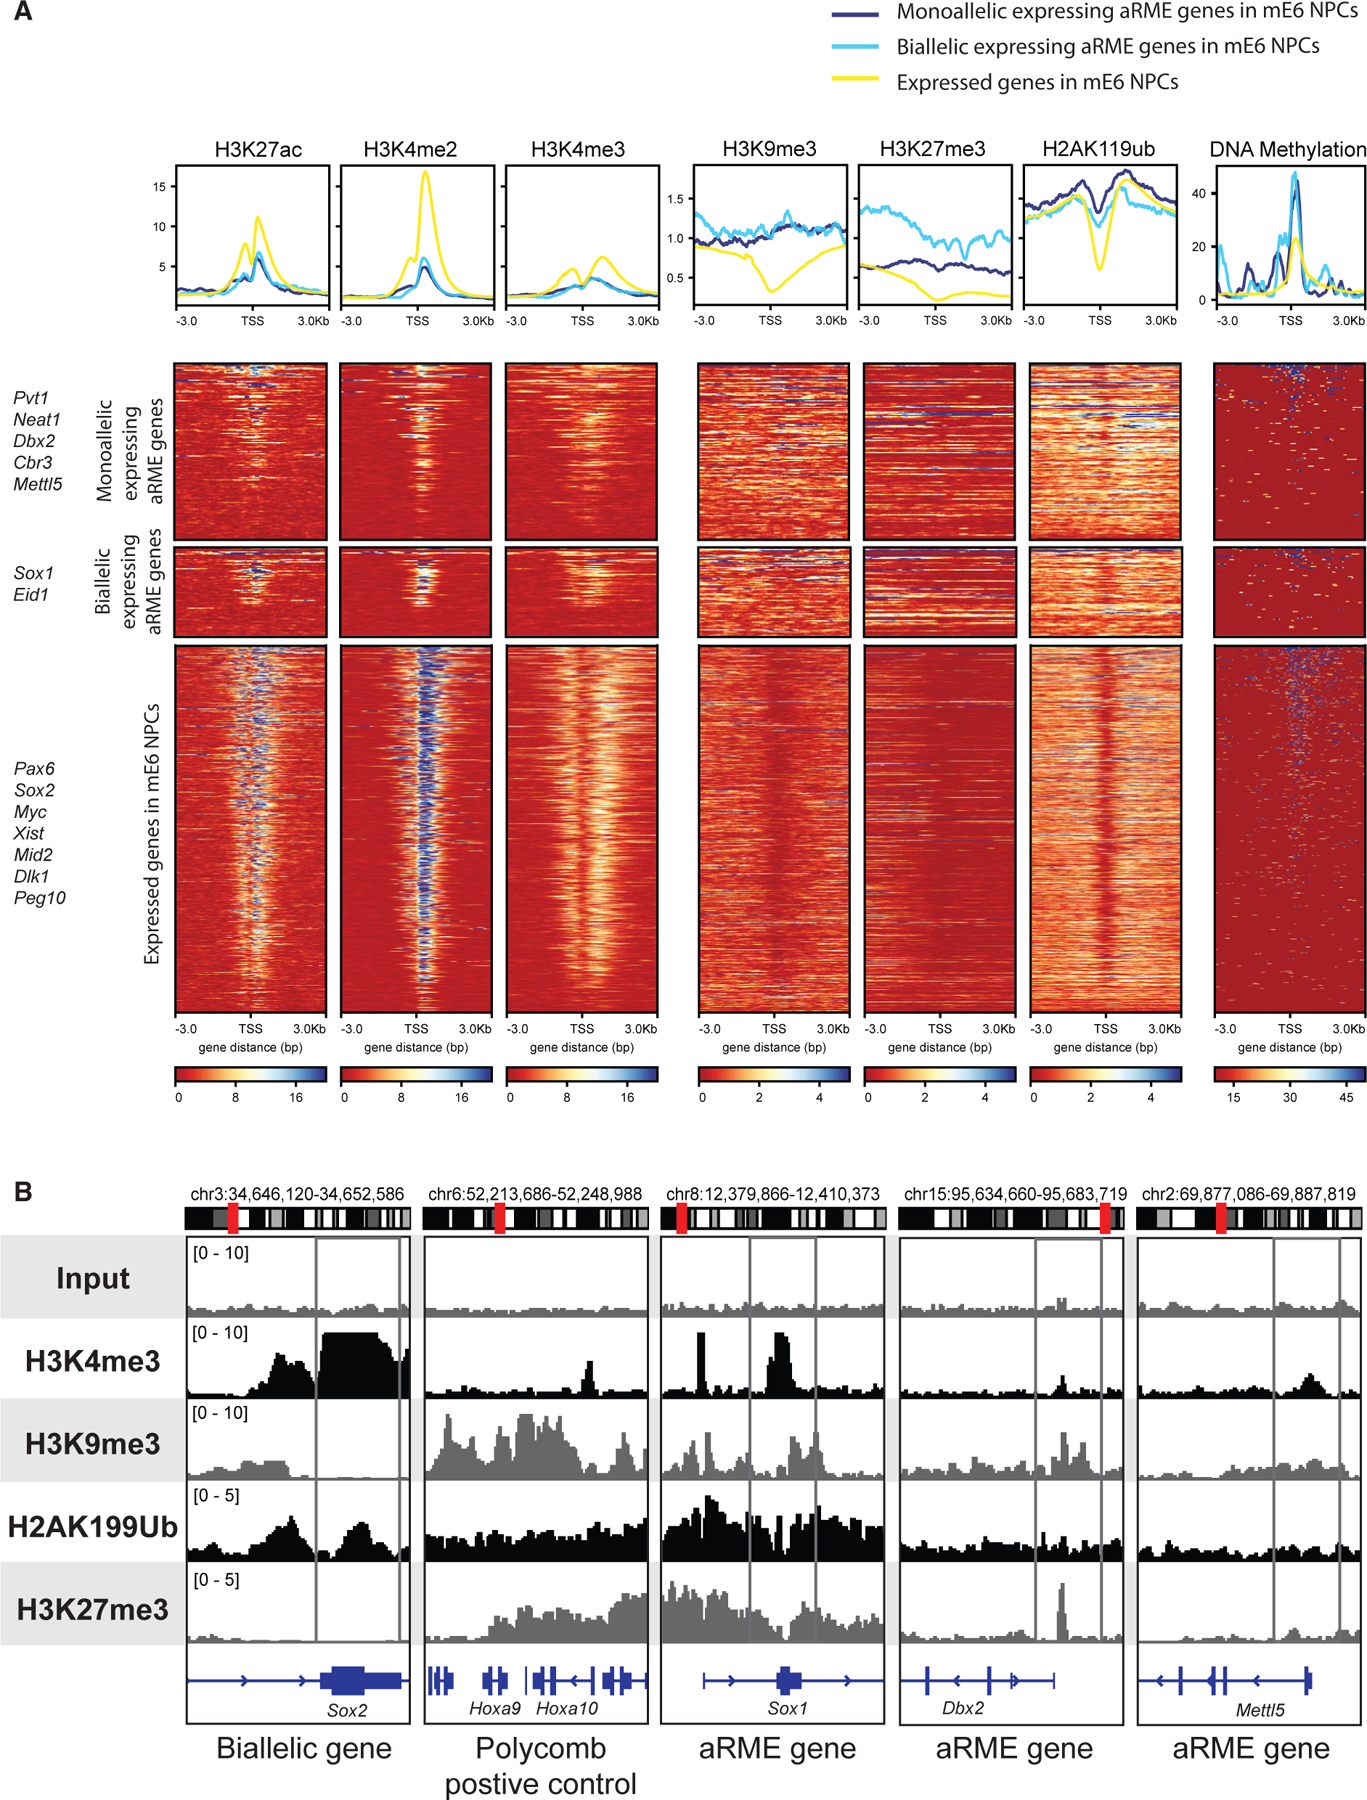
Epigenomic profile of monoallelic expressing genes (A) Combined heatmap of chromatin immunoprecipitations (ChIPs) of epigenetic markers and bisulfite sequencing in the mE6 NPC clonal line. At the top is a summary plot of ChIP signals from the three groups of genes: monoallelic expressing aRME genes, bi-allelic expressing aRME genes, and all non-aRME genes expressed. On the left of the heatmap are some genes that can be found in each group. At the bottom is the scale in reads per genomic content (RPGC) for the ChIPs and counts per million (CPM) for DNA methylation. (B) H3K4me3, H3K9me3, H2AK119Ub, and H3K27me3 ChIP-seq in mE6 NPCs. *Sox2* is a normal bi-allelic expressing gene, a negative control for repressive marks. *Hoxa9/10* are positive controls for repressive marks. *Sox1* is an aRME gene with bi-allelic expression in mE6 NPCs. *Dbx2* and *Mettl5* are aRME genes with monoallelic expression in mE6 NPCs. The data range is in RPGC.

**Figure 3.**
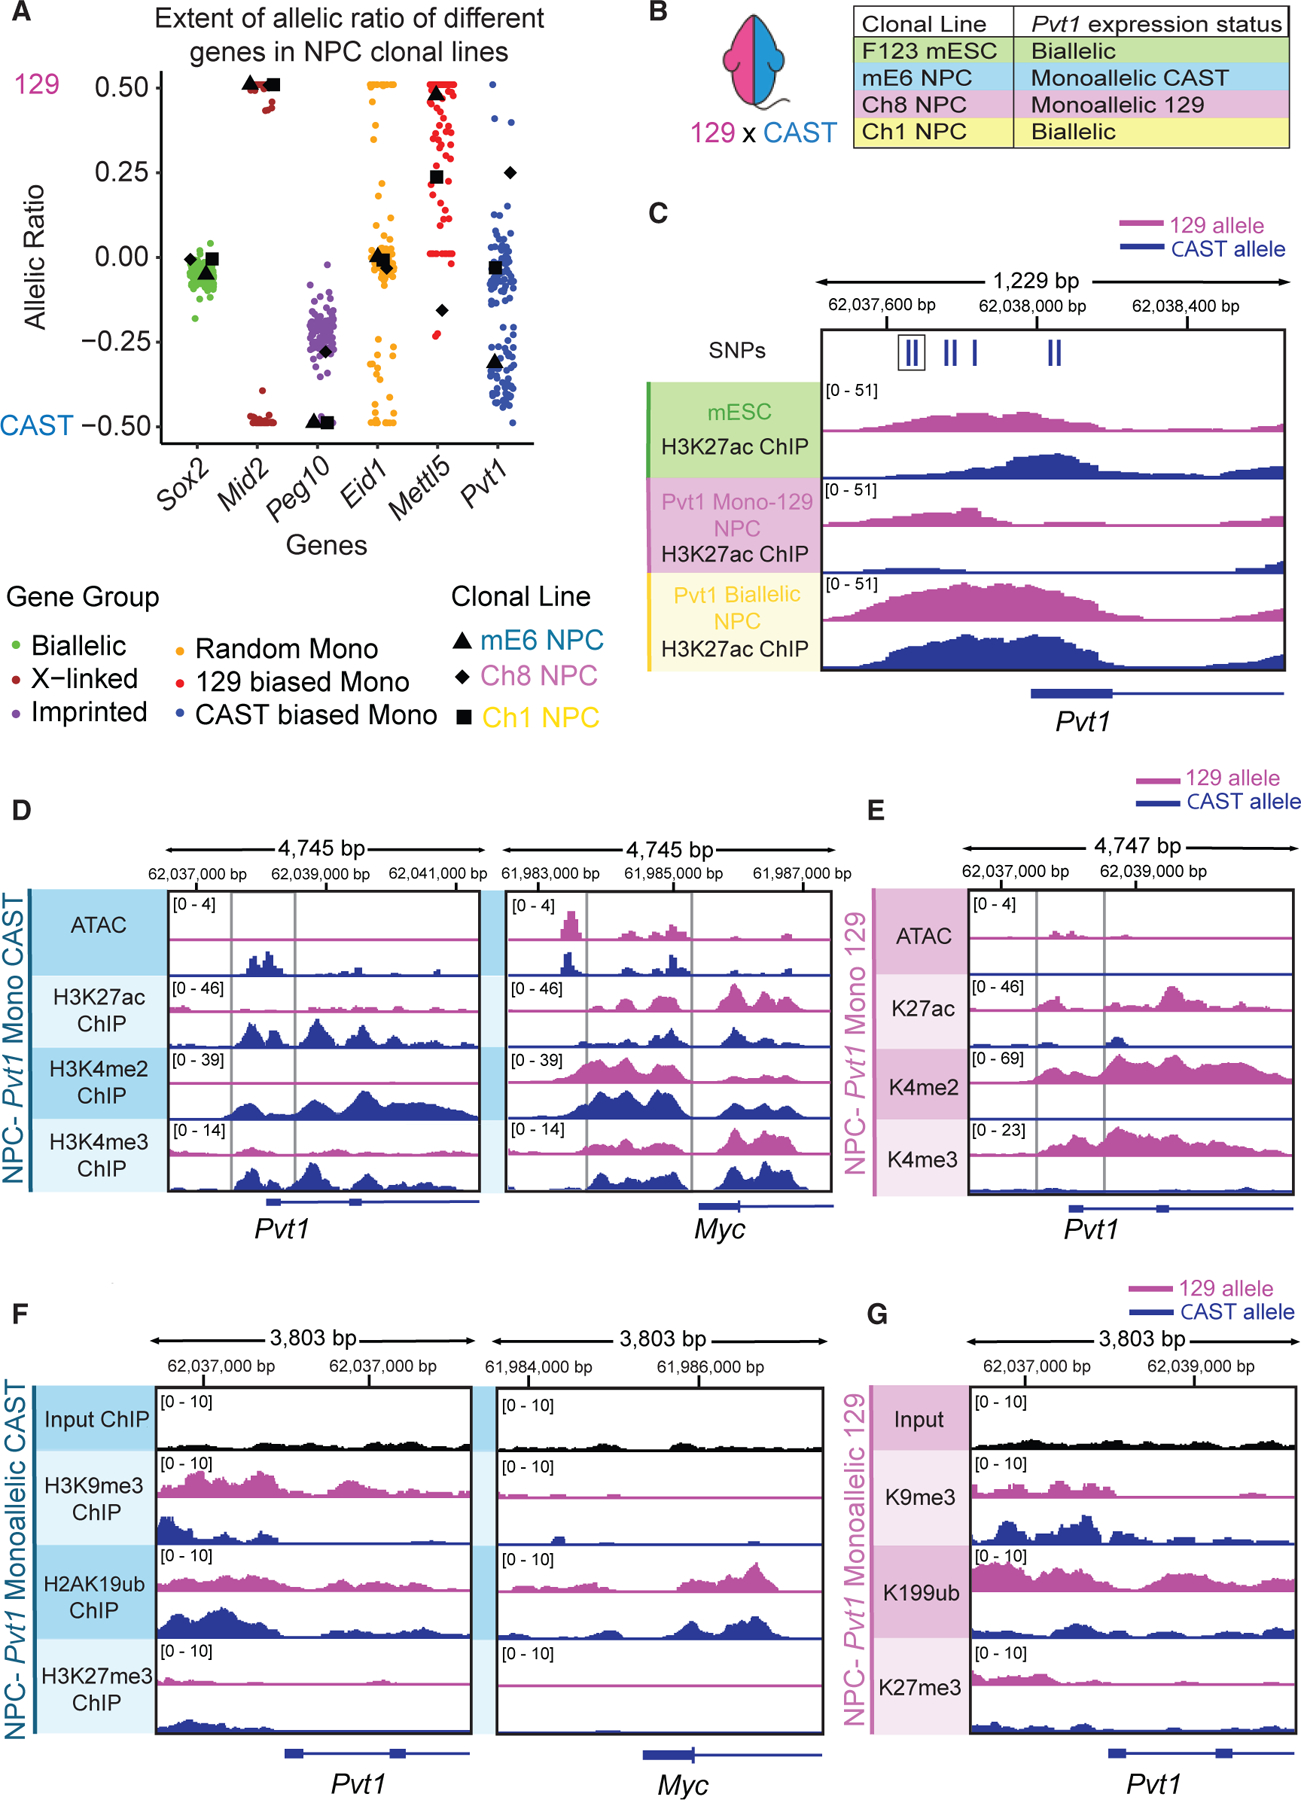
Chromatin landscape of Pvt1 monoallelic expressing clonal lines (A) Allelic ratio (AR) of *Pvt1* in F_1_-23 hybrid NPC clonal lines compared to other genes. Each point represents a clonal line (*n* = 120). NPC clonal lines used for other experiments are highlighted with different shapes. (B) Summary of F_1_ hybrid clonal lines used in this paper and their respective *Pvt1* allelic expression status based on an AR cutoff of 0.2. (C) Allele-specific H2K27ac ChIP-seq with 3 different F_1_-23 clonal lines. Top row shows SNP differences between the 129 allele and the CAST allele in relation to the H3K27ac ChIP-seq signals across three samples. *Tfap2a* SNP is highlighted in the black box, the second of the two SNPs. (D) Allele-specific ATAC-seq and ChIP-seq from mE6 NPCs, clonal line with *Pvt1* CAST monoallelic expression (mE6 NPC, blue). (E) Allele-specific ATAC-seq and ChIP-seq from Ch8 NPCs, clonal line with *Pvt1* 129 monoallelic expression (Ch8 NPC, pink). (F) ChIP input tracks (black) with allele-specific ChIP-seq tracks from mE6 NPCs. (G) ChIP input track (black) with allele-specific ChIP-seq tracks from Ch8 NPCs.

**Figure 4.**
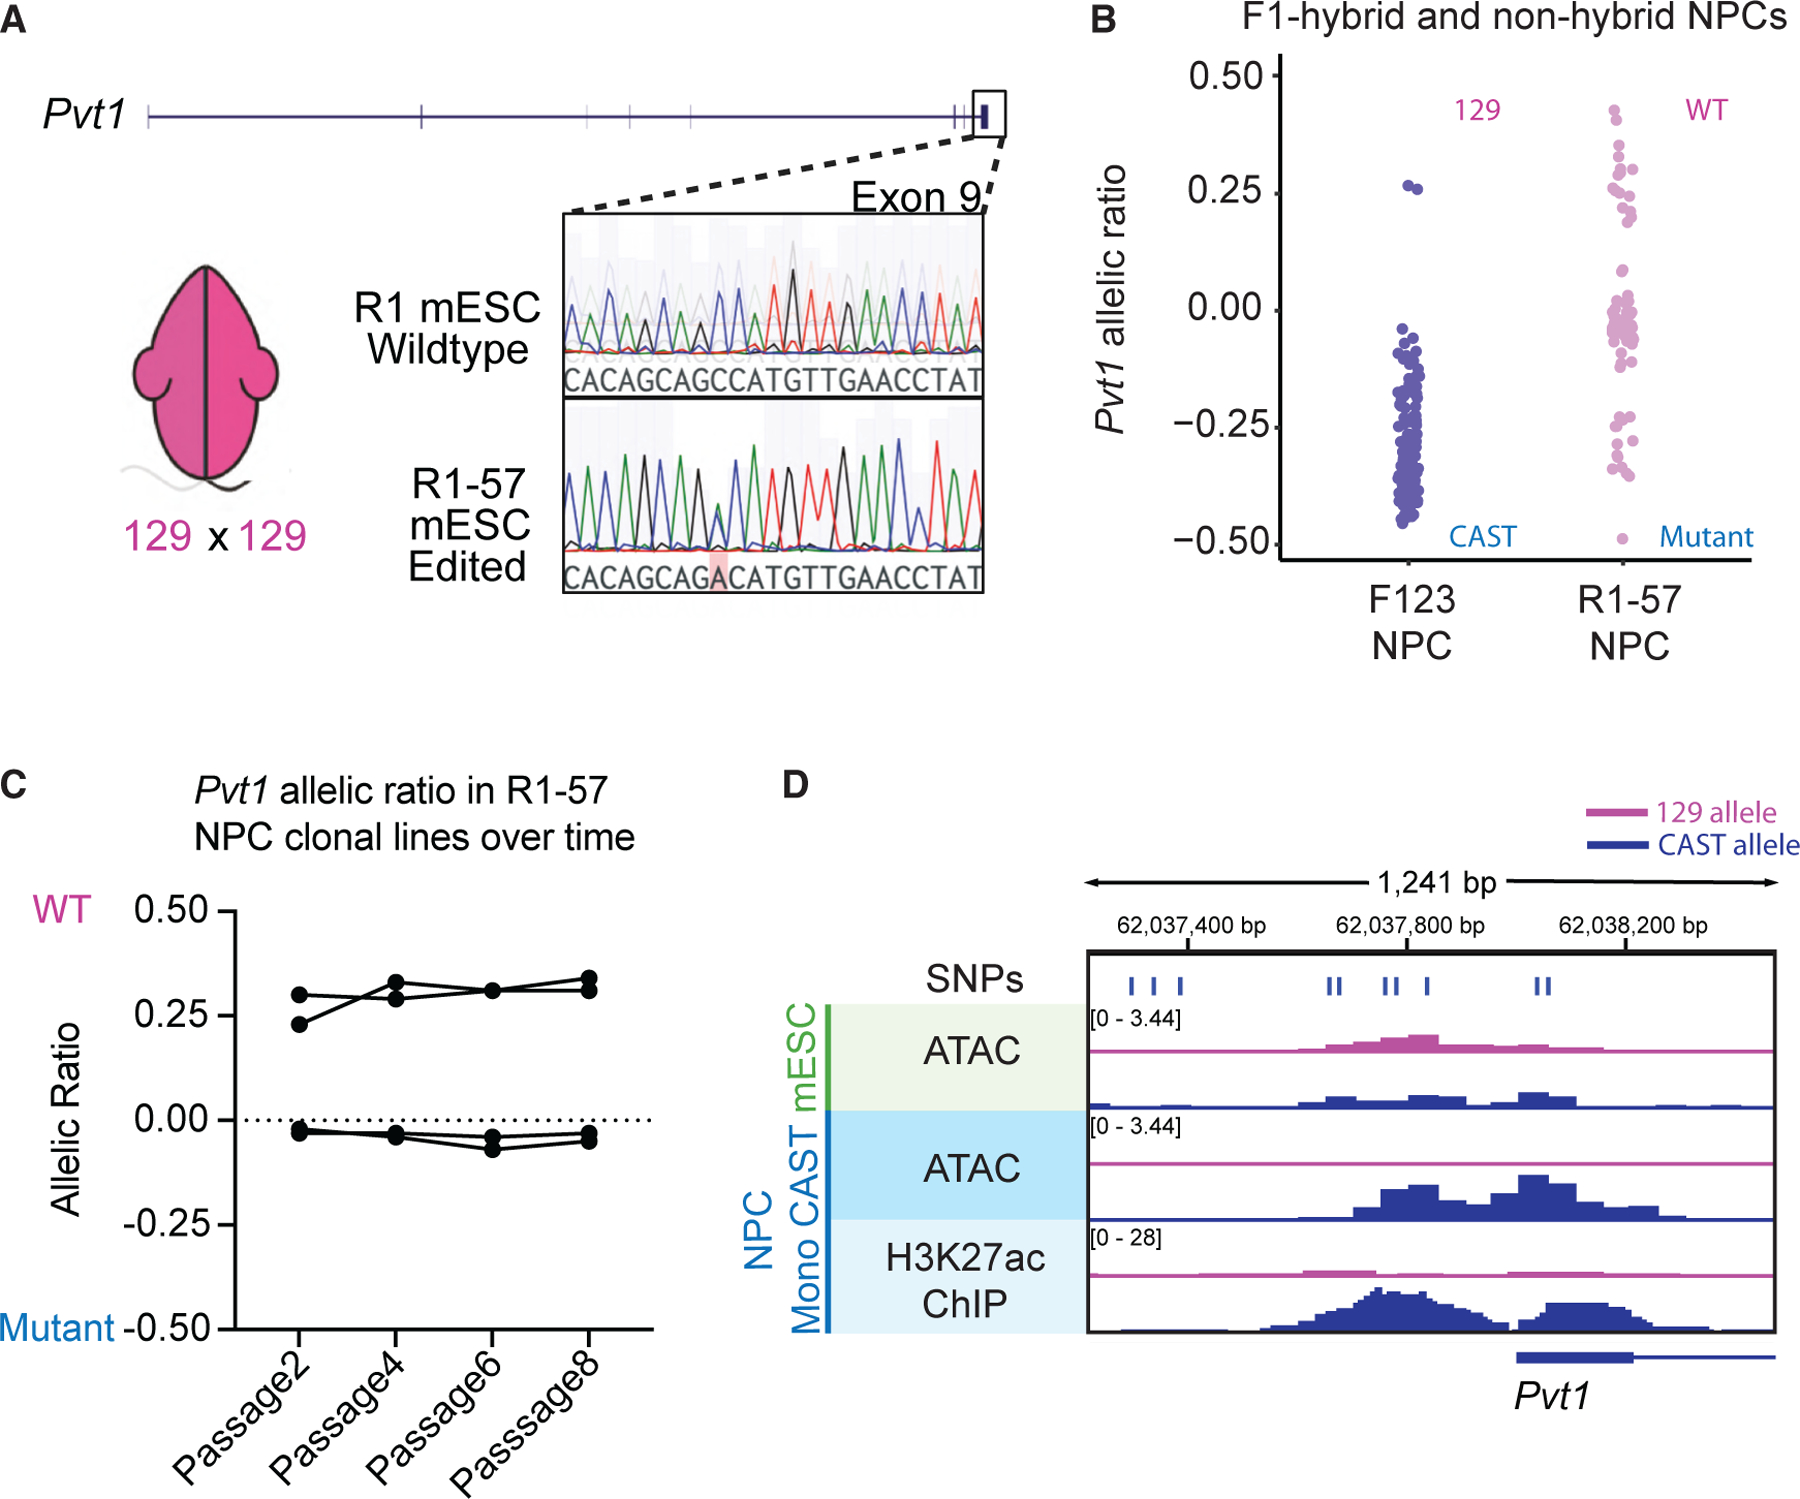
Pvt1 has balanced aRME in the absence of genetic differences (A) Model schematic of an R1 mESC with 129 × 129 background with a gene edit to contain a single SNP on *Pvt1* exon 9 (R1-57 mESCs). The chromatograph shows the nucleotide bases on the WT mESC (top) and the heterozygous base, highlighted in red, in the edited R1 mESC due to the base change (bottom). (B) The allelic ratio (AR) of *Pvt1* expression from F_1_ hybrid NPC clonal lines (purple) and edited R1 (R1-57) NPC clonal lines (pink) from targeted RNA-seq of *Pvt1*. Each dot represents a clonal line (*n* = 131 and *n* = 91, respectively). (C) Time-course plot of *Pvt1* AR in four different R1-57 NPC clonal lines over eight passages. The AR was measured using targeted RNA-seq. Each line on the plot is a clonal NPC line. (D) Allele-specific ATAC-seq and ChIP-seq of mESCs (green) and mE6 NPCs (blue). The top row shows SNP differences between the 129 allele and the CAST allele.

**Figure 5.**
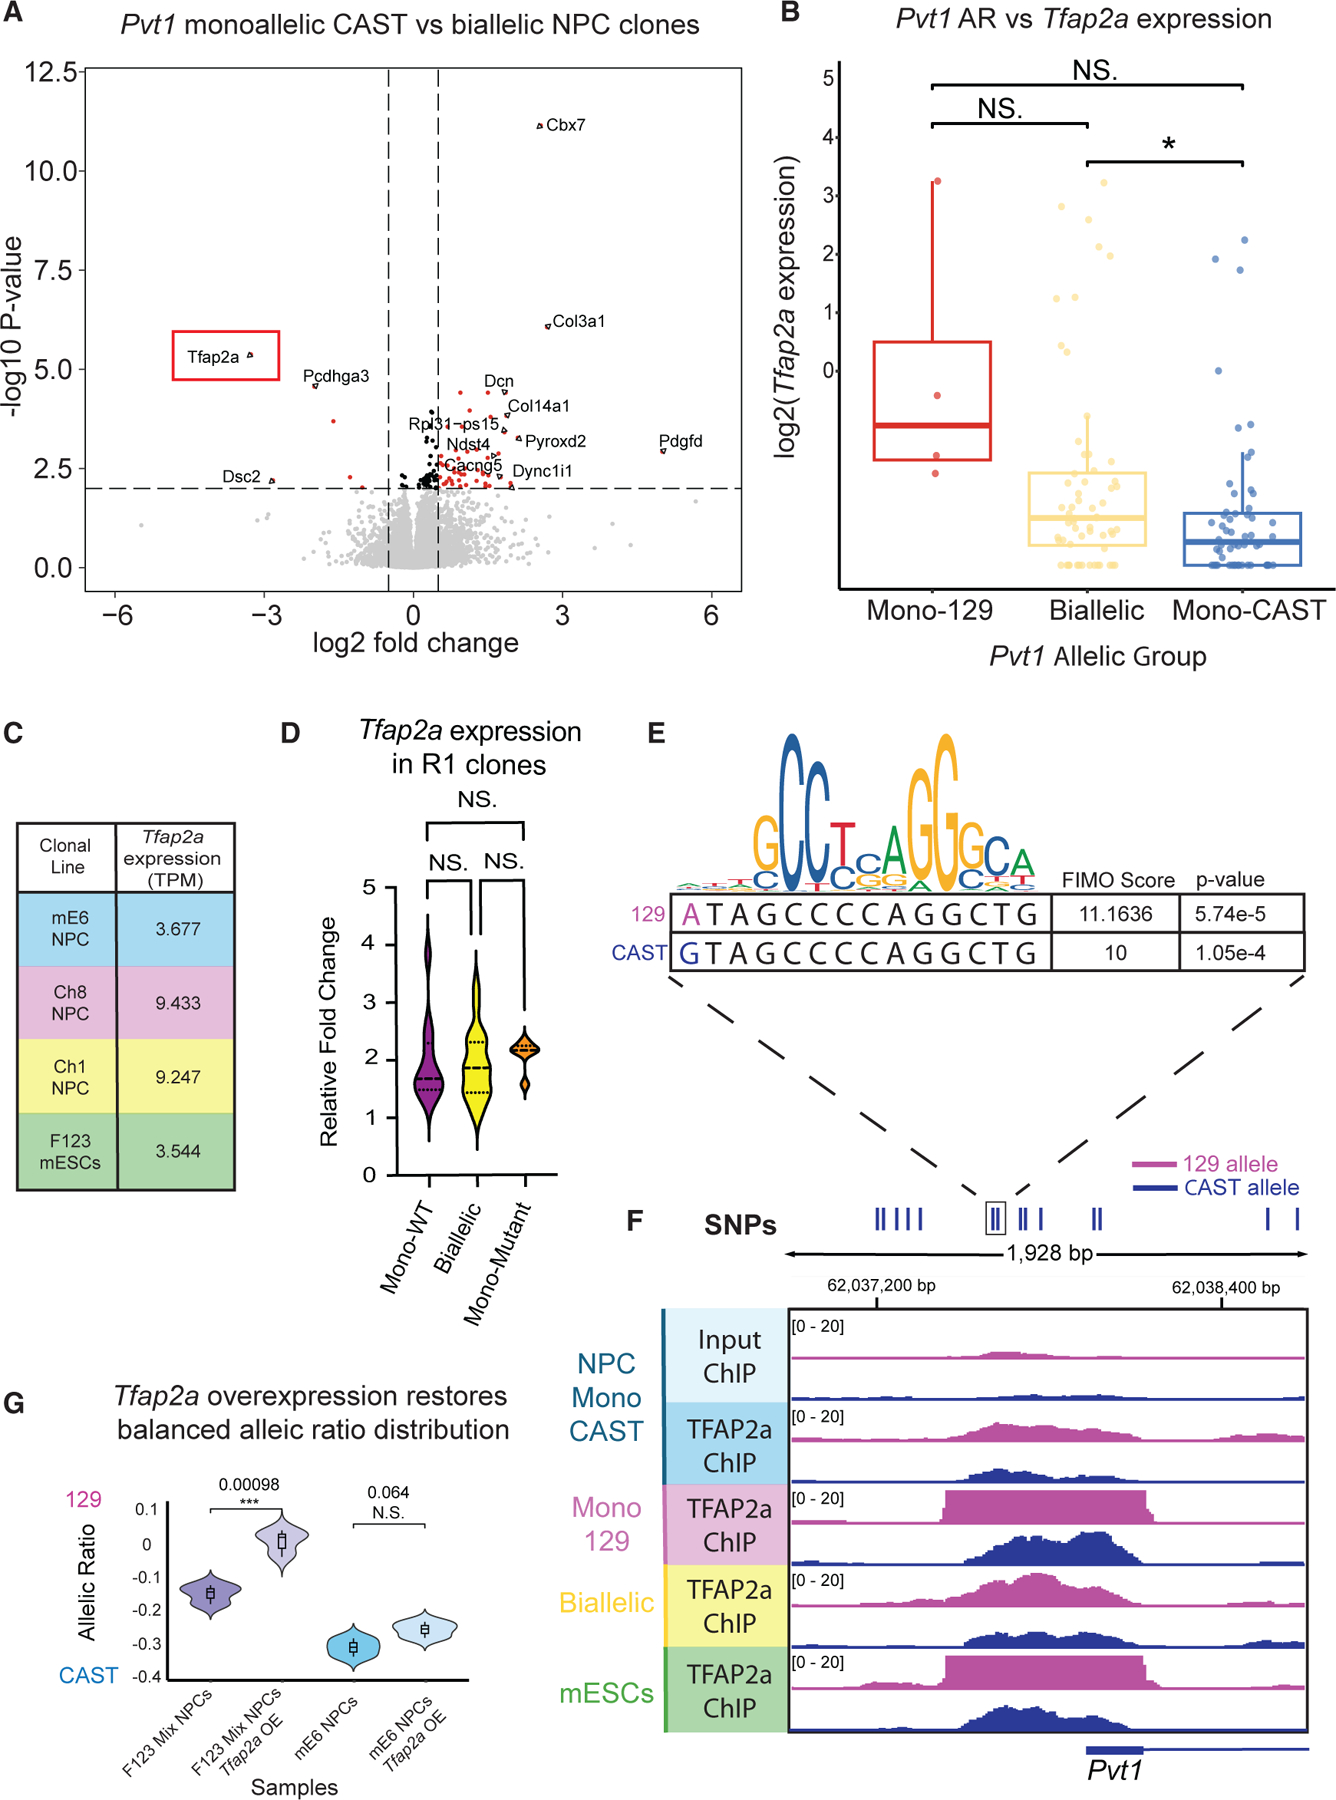
Differential binding of *Tfap2a* at the *Pvt1* promoter (A) Differential gene expression analysis (DESeq) between NPC clonal lines with *Pvt1* CAST monoallelic expression (*n* = 50) against NPC clonal lines with *Pvt1* biallelic expression (*n* = 58). Non-significant genes are in gray, and the significant genes based on log2 fold change and adjusted *p* value are in red, with the top 15 significant genes labeled. The adjusted *p* value cutoff is 0.01, and the log2 fold change cutoff is 0.5. *(B) Tfap2a* expression from F_1_-23 hybrid NPC clonal lines. *Pvt1* allelic expression status is based on an AR cutoff of 0.2 (*n* = 56, blue; *n* = 60, yellow; *n* = 4, red). Significance was calculated with a *t* test: NS *p* > 0.05 and **p ≤ 0.01. (C) Summary of *Tfap2a* expression levels in transcript per million (TPM) between the different F_1_-23 clonal lines. The color of the clonal line is based on *Pvt1* allelic status. *(D) Tfap2a* expression from RT-qPCR of R1-57 NPC clonal lines. *Pvt1* allelic expression status is based on an AR cutoff of 0.2 (*n* = 12 WT; *n* = 29, bi-allelic; *n* = 6, mutant). The relative fold change is compared to the NPC clonal line with the lowest *Tfap2a* expression. Significance was calculated with a *t* test: NS *p* > 0.05. (E) TFAP2a motif comparison between sequences from 129 allele (pink) and CAST allele (blue). (F) TFAP2a ChIP-seq tracks from four different samples: mE6 NPCs (blue), Ch8 NPCs (pink), Ch1 NPCs (yellow), and mESCs (green). The dotted line and black box around the SNPs demonstrate where the SNPs near the TFAP2a binding site can be found. (G) Violin plot of the AR from a non-clonal population of F_1_-23 NPCs (*n* = 3) and a non-clonal population of F_1_-23 NPCs with *Tfap2a* overexpression (*n* = 6, purple). Additionally, there is the AR of mE6 NPCs (*n* = 3) and mE6 NPCs with *Tfap2a* overexpression (*n* = 3, blue). The AR was obtained with targeted RNA-seq of *Pvt1*. *p* values were calculated with an unpaired *t* test: ***p ≤ 0.001. The experimental schematic is provided in Figure S4G.

**Figure 6.**
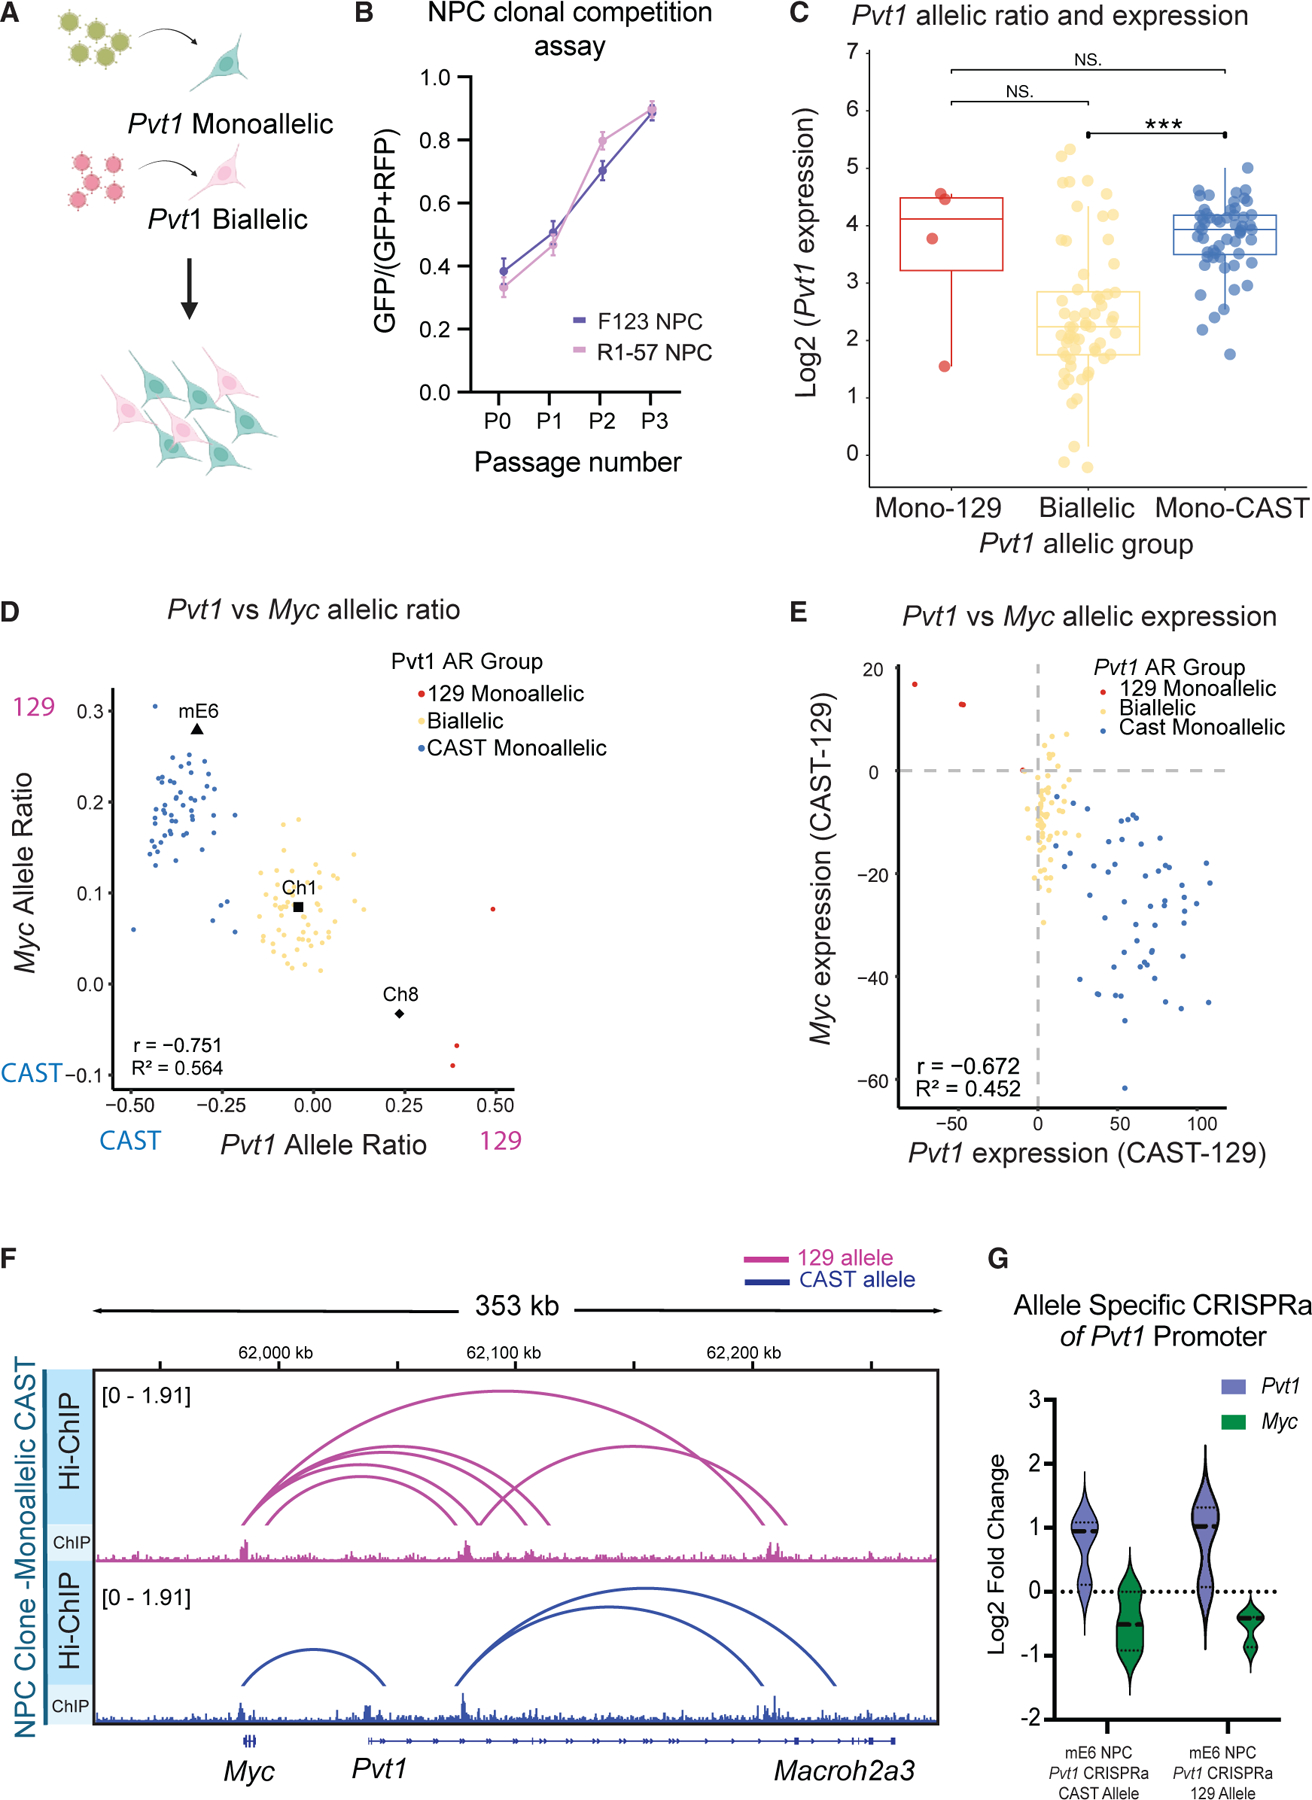
*Pvt1* monoallelic expression regulates cell growth (A) Experimental schematic of competition assay of NPC clonal lines based on *Pvt1* allelic status. (B) Quantification of competition assay from Figure 5A for two groups of clonal lines: clonal lines from F_1_-23 NPCs and clonal lines from R1-57 NPCs. The GFP/RFP ratio is quantified by the number of cells with GFP divided by the total number of cells expressing both GFP and RFP. Each dot and error bar represents the mean ratio and standard deviation for all clonal line combinations in each group for each passage number. (C) Plot comparing *Pvt1* allelic group versus *Pvt1* expression. The *Pvt1* allelic expression group was based on an AR cutoff of 0.2 (*n* = 56, blue; *n* = 60, yellow; *n* = 4, red). Significance was calculated with a *t* test: NS *p* > 0.05 and ***p ≤ 0.001. *(D) Pvt1* allelic ratio (AR) versus *Myc* AR from F1-23 NPC clonal lines. The clonal lines are grouped based on *Pvt1* allelic expression status. R^2^ is the calculated coefficient of determination, and r is the correlation coefficient. Each dot represents a clonal line (*n* = 119). *(E) Pvt1* expression (CAST TPMs − 129 TPMs) against *Myc* expression (CAST TPMs − 129 TPMs). The clonal lines are grouped based on *Pvt1* allelic expression status. (F) Independent H3K27ac Hi-ChIP (blue) and H3K27ac ChIP-seq (light blue) of F_1_-23 hybrid NPC clonal line with *Pvt1* expressed from the CAST allele. *p* < 0.1 significant loops called from Hi-ChIP data. (G) qPCR plot of log2 fold change for CRISPR activation (CRISPRa) experiment in mE6 NPCs. The two samples are CRISPRa guides targeted with the *Pvt1* CAST promoter and the *Pvt1* 129 promoter (*n* = 3 each). Quantification of the fold change in *Pvt1* expression is in blue and in *Myc* expression is in green. The dotted line marks the baseline from mE6 WT cells.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
H3K27ac	Abcam	Cat# 4729; RRID: AB_2118291
H3K27ac	Active Motif	Cat# 39133; RRID: AB_2561016
H3K4me2	Abcam	Cat# ab7766; RRID: AB_2560996
H3K4me3	Active Motif	Cat# 39159; RRID: AB_2615077
H3K9me3	Abcam	Cat# ab8898; RRID: AB_306848
H2AK199ub	Cell signaling	Cat# D27C4
H3K27me3	Cell Signaling	Cat # C36B11
RNA Pol II-RPB1	Biolegend	Cat# 664906; RRID: AB_2565554
TFAP2a	Novus	Cat# NB100-74359; RRID: AB_1048155

Bacterial and virus strains		

NEB^®^ 5-alpha Competent E. coli	New England Biolabs (NEB)	C2987H

Chemicals, peptides, and recombinant proteins		

0.1% gelatin	StemCell Tech	7903
LIF	Millipore	ESG1107
FBS	Thermo Scientific	A5670402
PD	Tocris	4192
CHIR	Tocris	4423
DMEM	Gibco	1995073
Neurobasal medium	Gibco	21103-049
N2 Supplement	Invitrogen	17502-048
B27 Supplement	Invitrogen	17504-044
Glutamax	Thermo Fisher Scientific	35050061
Beta-Mercaptoethanol	Invitrogen	21985-023
Pen/Strep	Thermo Fisher Scientific	15140163
accutase	Millipore	SCR005
EGF	Peprotech	315-09
EGF	R&D Systems	3139-FB-025
Trizol	Thermo Fisher Scientific	15596026
Zymo Direct-Zol RNA miniprep	Zymo	R2052
PFA	Fisher Scientific	50980487
glycine	Fisher Scientific	BP381-500
Hepes-KOH pH 7.5	Life Technologies	15630-080
NaCl	Thermo Fisher Scientific	AM9760G
EDTA	Invitrogen	15568-025
NP-40	Millipore	492016
Triton X-100	Sigma	93443
protease inhibitor	Roche	11873580001
Tris-HCl pH 8.0	Invitrogen	15568-025
EGTA	Thermo Fisher Scientific	50-255-956
Na-Deoxycholate	Bioworld	40430018-2
N-Laroylsarcosine	Sigma	L7414
proteinase K	Thermo Fisher Scientific	25-530-049
RNase A	Invitrogen	12-091-021
Qubit DNA HS	Thermo Fisher Scientific	Q32854
Protein A/G	Thermo Fisher Scientific	26162
Zymo ChIP Clean and Concentrate	Zymo	D5205
NEBNext Ultra II DNA Library Prep Kit	NEB	E7645S
TruSeq Methyl Capture EPIC library prep kit	Illumina	FC-151-1002
Brilliant II SYBR Green qRT-PCR 1-step Master Mix	Agilent	600825
NEBNext library quantification	NEB	E7630L
MboI restriction enzyme	NEB	R0147M
Klenow	NEB	M0212L
T4 ligase	NEB	M0202L
biotinylated-dATP	Jena Bioscience	NU-835-BIO14-L
Protein A beads	Thermo Fisher Scientific	26162
Streptavidin C1- beads	Invitrogen	65001
polybrene	Millipore	TR-1003-G
puromycin	Thermo Fisher Scientific	A1113803
Lipofectamine 3000	Invitrogen	L3000008

Deposited data		

Bisulfite sequencing	This paper	GSE287455
ChIP Sequencing	This paper	GSE287456
Hi-ChIP sequencing	This paper	GSE287457
RNA sequencing	This paper	GSE287458
RNA-sequencing of female NPCs	Hauth et al.^40^	GSE259400

Experimental models: Cell lines		

F_1_-26 female hybrid mESCs	Gendrel et al.^6^	NA
F_1_-23 male hybrid mESCs	Gendrel et al.^6^	NA
R1 MESCs	ATCC	SCRC-1011
HEK293T	ATCC	CRL-3216
Mouse embryonic fibroblast (MEFs)	Applied Stem Cell	ASF-1216

Recombinant DNA		

pLV-teto-Tfap2a	Addgene	70274

Software and algorithms		

SNPsplit	Kruger and Andrews.^41^	v0.5.0
STAR	Dobin et al.^42^	2.7.10
Salmon	Patro et al.^43^	v1.10.0
Tximport	Soneson et al.^44^	v1.34.0
DESeq2	Love et al.^45^	v1.46.0
trim-galore	Martin et al.^46^	v0.5.0
Bowtie2	Langmead et al.^47^	v2.3.4.1
deeptools	Ramirez et al.^48^	v3.3.1
MEME suite	Bailey et al.^49^	4.11.3
Bismark	Krueger et al.^50^	v0.22.3
HiC-Pro	Servant et al.^51^	v2.10.0
FitHiChIP	Bhattacharyya et al.^52^	v11.0

## Data Availability

Bisulfite sequencing, Hi-ChIP sequencing, ChIP sequencing, and RNA-seq data have been deposited to NCBI GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Additional female NPC clonal line RNA-seq data were taken from another study, and the GEO code can be found in the key resources table.^40^ This paper does not report original code Other data, materials, and analysis scripts are available upon request.

# Supplementary material for: Genetic and chromatin regulation of Pvt1 monoallelic expression
**Source:** Cell Rep. Author manuscript; Available in PMC 2026 Jan 25.
**Supplement:** 1

**Cell Reports, Volume 44**

## **Supplemental information**

### **Genetic and chromatin regulation of *Pvt1* monoallelic expression**

**Christy Luong, Mason Chen, Julia A. Belk, Katerina Kraft, Anne-Valerie Gendrel, Edith Heard, Joanna Wysocka, and Howard Y. Chang**

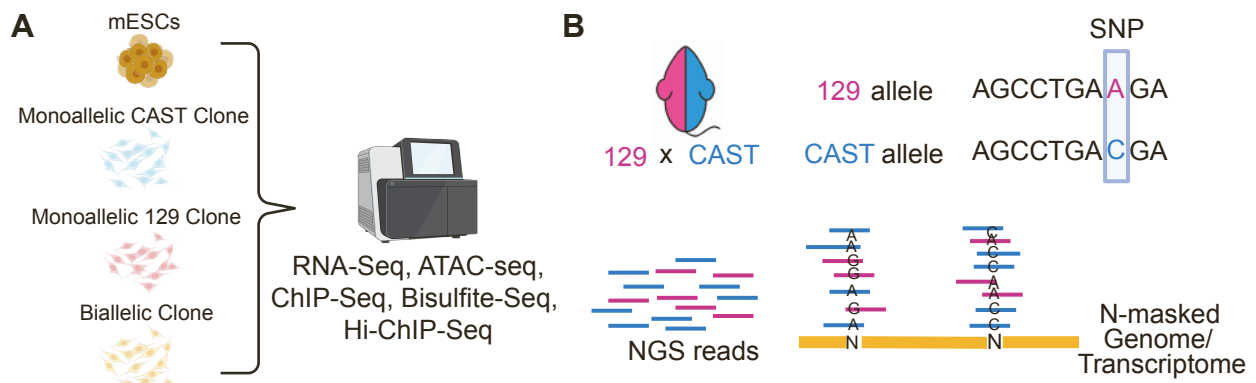

**C** Filtering of Genes for aRME

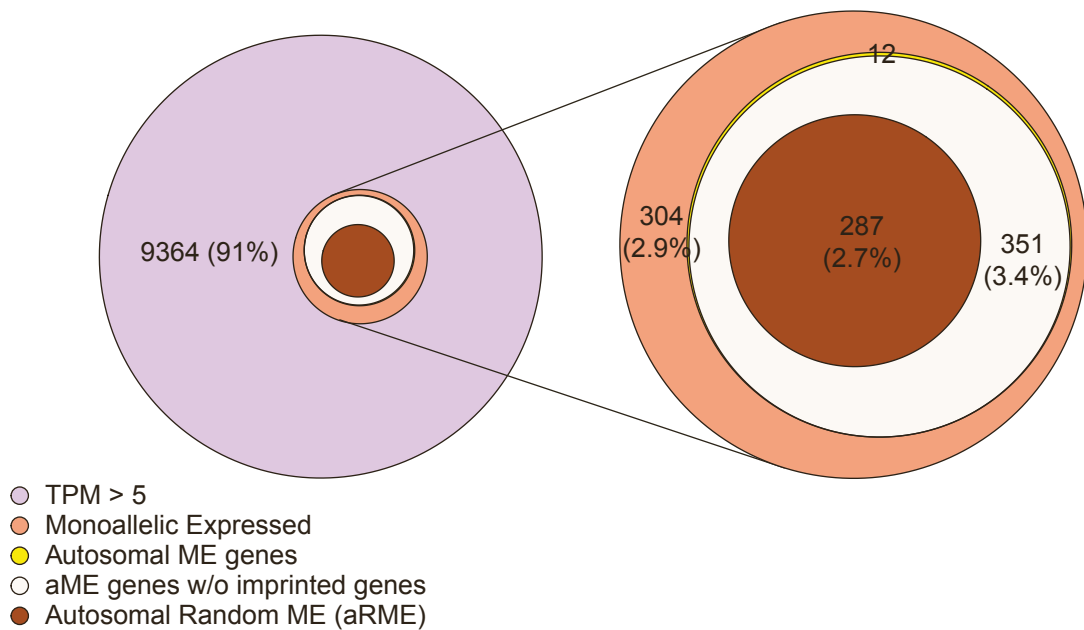

**D**

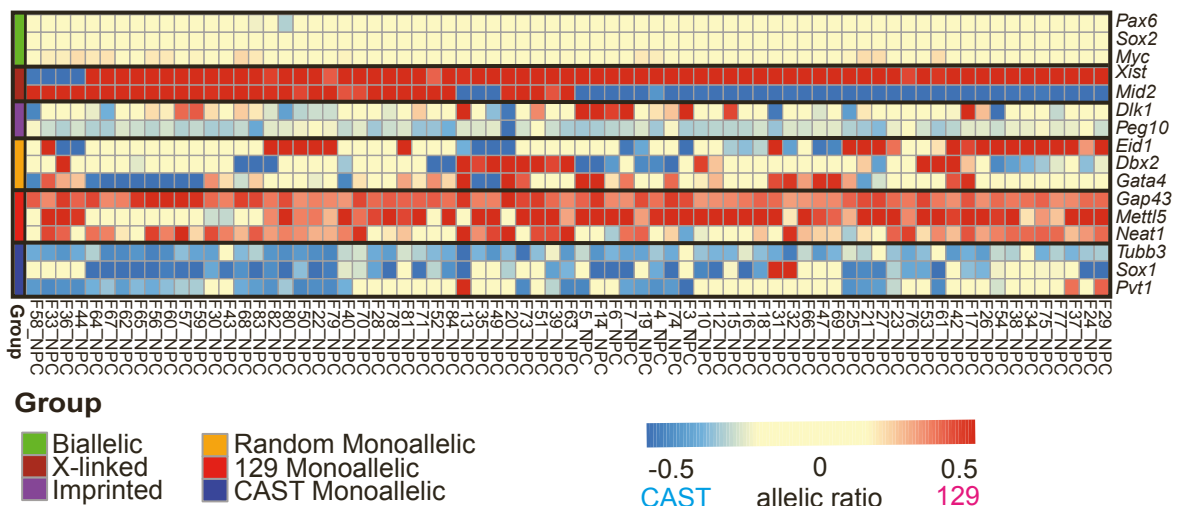

### Figure S1: Overview of monoallelic expressing genes

- A) Experimental schematic of NGS experiments. mESCs and NPC clonal lines were expanded and used for downstream library preps followed by next generation sequencing (NGS).
- B) Analysis schematic for NGS experiments. Reads were mapped to a custom N-masked genome or transcriptome. Then aligned reads were split into genome 1 (129) or genome 2 (CAST) based on informative SNPs. If the reads did not contain an informative SNP, it was not used for allele-specific analysis.
- C) A Venn diagram demonstrating the filtering performed to obtain genes that are known as aRME. In purple are all genes that are expressed in NPCs with average TPMs greater than 5 across all NPC clonal lines. On the right is a zoom in on the other four categories. Genes that are monoallelically expressed with AR cutoff of 0.3/-0.3 and has monoallelic expression (ME) of the gene in at least 40% of all clones (ME cutoff of 0.4) (orange). Autosomal ME genes with X and Y-linked genes removed (yellow). Autosomal ME genes with known imprinted genes filtered out (cream). Autosomal ME genes with at least one clonal line that is monoallelic CAST and one that is monoallelic 129. These genes are called autosomal random monoallelic expressing genes (aRME) (brown).
- D) Heatmap of the AR of different genes across female NPC clonal lines. There are 6 groups of genes: biallelic (green), X-linked (brown), imprinted (purple), random monoallelic (RME) genes (orange), 129-biased monoallelic genes (red), and CAST-biased monoallelic genes (blue). The heatmap is colored from CAST-biased (blue) to biallelic (yellow) to 129-biased (red). On the X-axis is the name of each female clonal line (n=74).

**A**

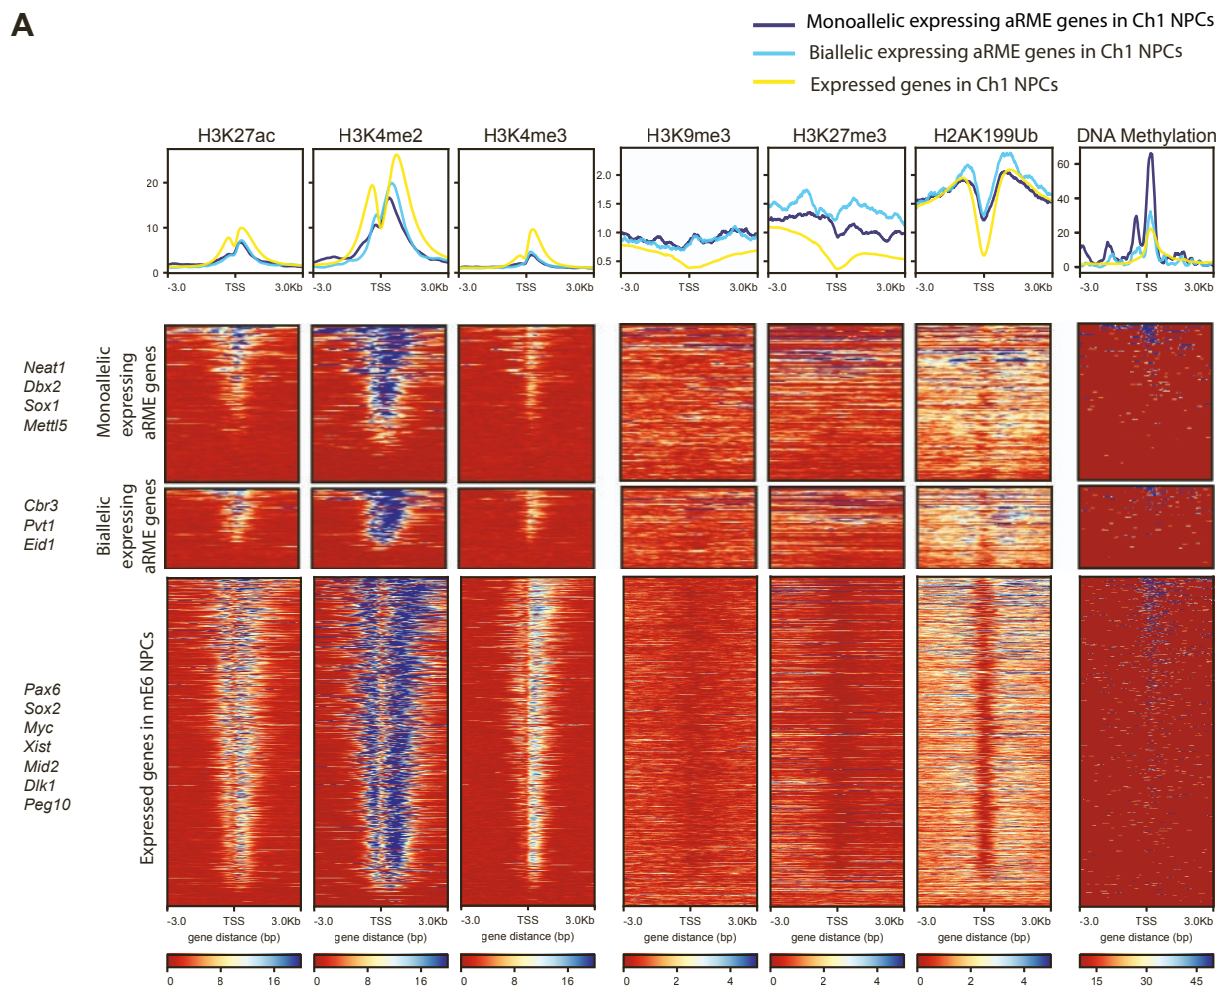

**B**

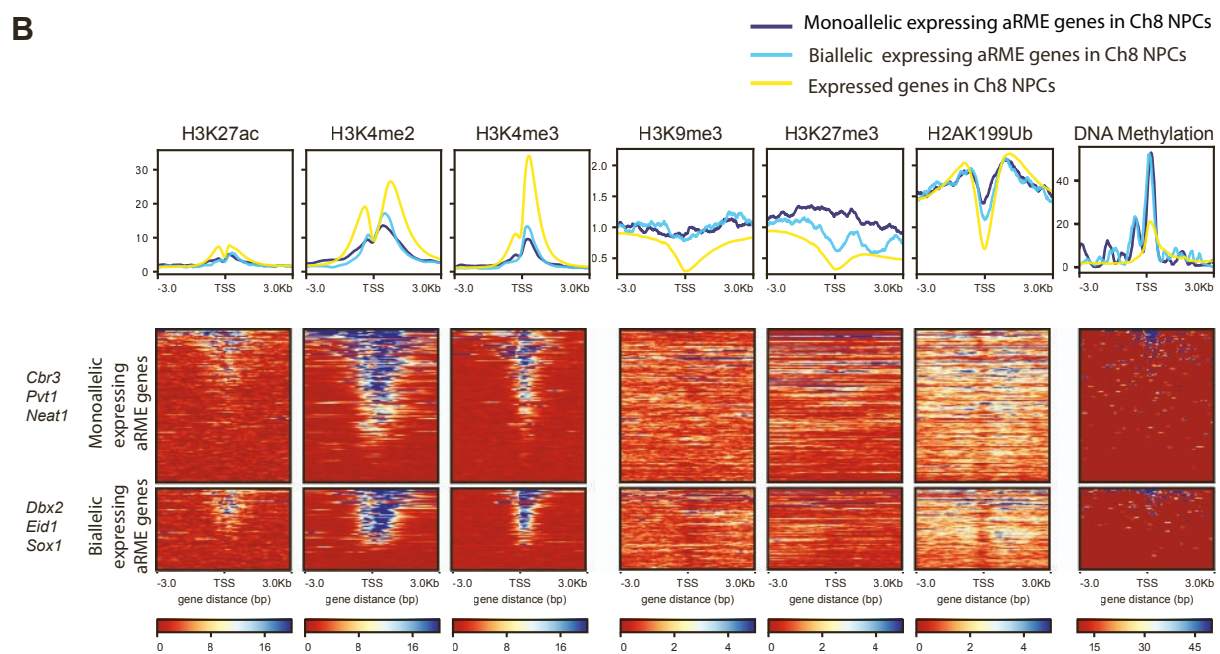

**Figure S2: Epigenomic profile of monoallelic expressing genes in other clonal NPC lines**

- A) Combined heatmap of chromatin immunoprecipitations (ChIPs) of epigenetic markers and bisulfite sequencing in the Ch1 NPC clonal line with the reference point centered around the transcriptional start site (TSS). There is H3K27ac, H3K4me3, H3K4me3, H3K9me3, H3K27me3, and H2AK199ub ChIPs along with DNA methylation from enriched bisulfite sequencing. At the top is summary plot of ChIP signals from the three groups of genes: monoallelic expressing aRME genes in Ch1 NPCs, biallelic expressing aRME in Ch1 NPCs, and all non aRME genes expressed in NPCs. Below the plot are the corresponding heatmaps created based on the gene grouping. On the left of the heatmap are some genes that can be found in each group. At the bottom is the scale in RPGC for the ChIPs and CPM for the DNA methylation.
- B) Combined heatmap of chromatin immunoprecipitations (ChIPs) of epigenetic markers and bisulfite sequencing in the Ch8 NPC clonal line with the reference point centered around the transcriptional start site (TSS). There is H3K27ac, H3K4me3, H3K4me3, H3K9me3, H3K27me3, and H2AK199ub ChIPs along with DNA methylation from enriched bisulfite sequencing. At the top is summary plot of ChIP signals from the three groups of genes: monoallelic expressing aRME genes in Ch8 NPCs, biallelic expressing aRME in Ch8 NPCs, and all non aRME genes expressed in NPCs. Below the plot are the corresponding heatmaps created based on the two gene groupings. On the left of the heatmap are some genes that can be found in each group. At the bottom is the scale in RPGC for the ChIPs and CPM for the DNA methylation.

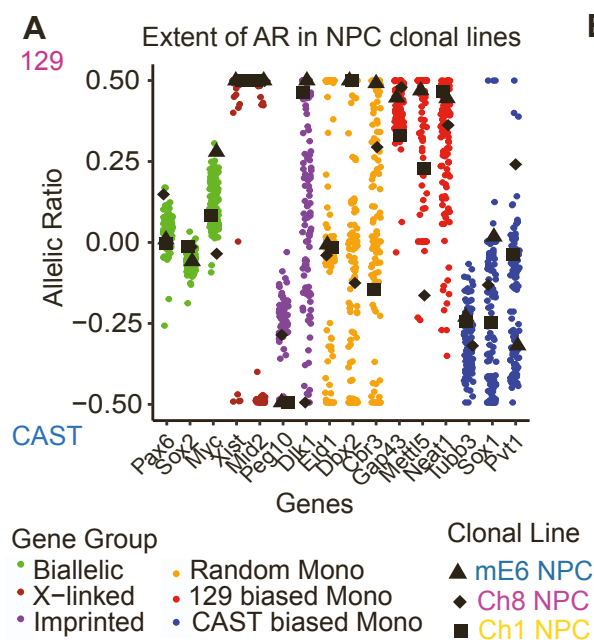

**B**

| Clonal Line | <i>Mettl5</i> expression status | <i>Dlk1</i> expression status |
|-------------|---------------------------------|-------------------------------|
| F123 mESC   | Biallelic                       | Monoallelic 129               |
| mE6 NPC     | Monoallelic 129                 | Monoallelic 129               |
| Ch8 NPC     | Biallelic                       | Monoallelic CAST              |
| Ch1 NPC     | Monoallelic 129                 | Monoallelic 129               |

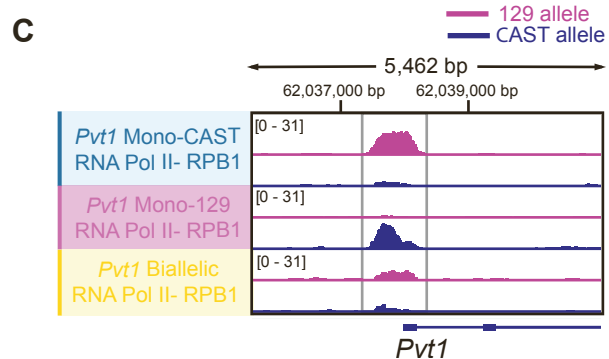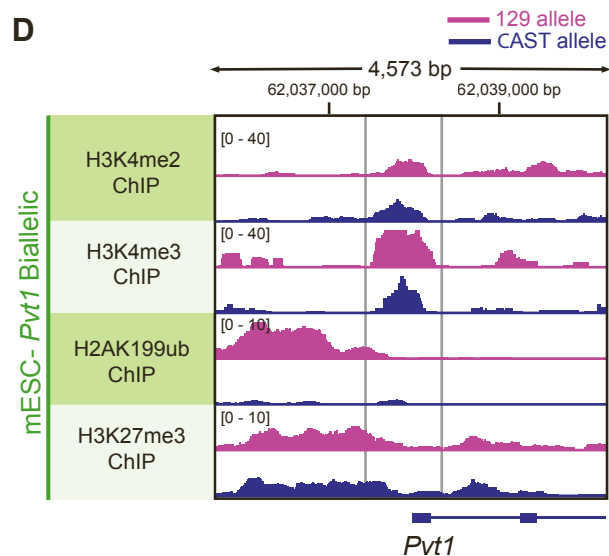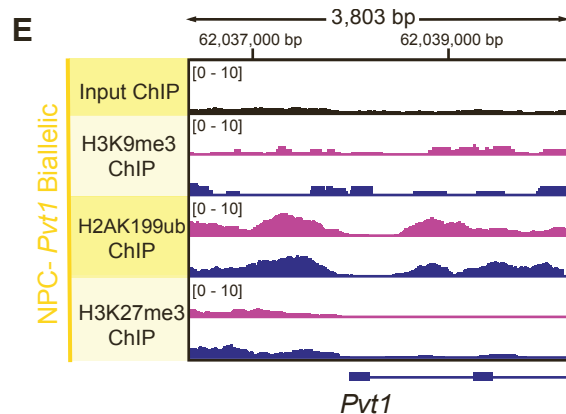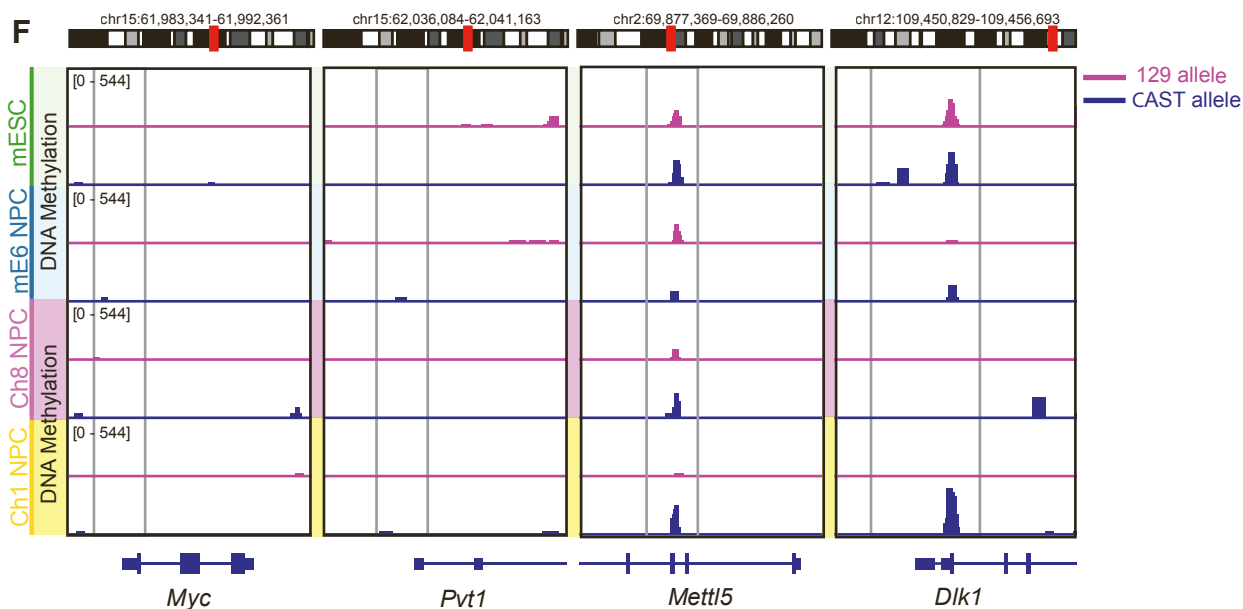

### Figure S3: Further characterization of the chromatin landscape at the *Pvt1* locus

- A) Allelic Ratio (AR) of *Pvt1* in F<sub>1</sub>-23 Hybrid NPC clonal lines compared to AR of biallelic genes (green), X-linked genes (brown), aRME genes (orange), 129-biased genes (red), and other CAST-biased genes (blue). Each point represents a clonal line (n=120). NPC clonal lines used for other experiments are highlighted with different shapes.
- B) Summary of F<sub>1</sub> hybrid clonal lines used in this paper, and their respective *Mettl5* and *Dlk1* allelic expression status based off of an AR cutoff of 0.2.
- C) Allele-specific RNA Pol II subunit RPB1ChIP-seq from 3 different F<sub>1</sub>-23 clonal lines: NPC clonal line with *Pvt1* monoallelic CAST expression (blue), NPC clonal line with *Pvt1* monoallelic 129 expression (pink), and NPC clonal line with *Pvt1* biallelic expression (yellow). Signals around *Pvt1*. Peak signals of interest are highlighted with the grey box. Reads assigned to 129-allele in pink and CAST-allele in blue. Data range in RPGC.
- D) Allele-specific H3K4me2, H3K4me3, H2AK119Ub, and H3K27me3 ChIP-seq from F<sub>1</sub>-23 mESCs with *Pvt1* biallelic expression (green). Signals around *Pvt1*. Peak signals of interest are highlighted with the grey box. Reads assigned to 129-allele in pink and CAST-allele in blue. Data range for in RPGC.
- E) Allele-specific input, H3K9me3, H2AK119Ub, and H3K27me3 ChIP-seq from Ch1 NPCs, clonal line with *Pvt1* biallelic expression (yellow). Signals around *Pvt1*. Reads assigned to 129-allele in pink and CAST-allele in blue. Data range in RPGC.
- F) Allele-specific bisulfite DNA methylation signals from Illumina TruSeq Methyl Capture Epic Library prep. Four different samples: mESCs (green), NPC clonal line with *Pvt1* expressed from CAST-allele (blue), NPC clonal line with *Pvt1* expressed from 129-allele (pink), and NPC clonal line with *Pvt1* expressed from both alleles (yellow). Signals around the *Myc*, *Pvt1*, *Mettl5*, and *Dlk1*. Peak signals of interest are highlighted with the grey box. Reads assigned to 129-allele in pink and CAST-allele in blue. Data range in CPM.

**A**

Scale: 200 bases ————— mm10

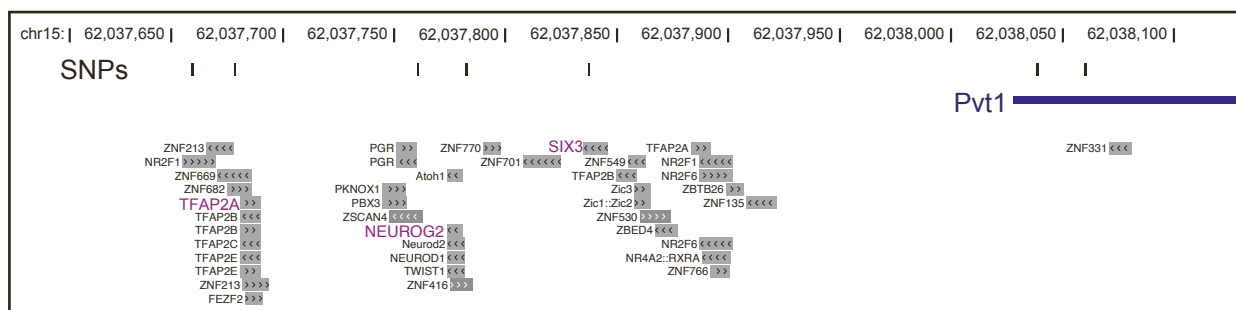**B***Six3* expression vs *Pvt1* allelic ratio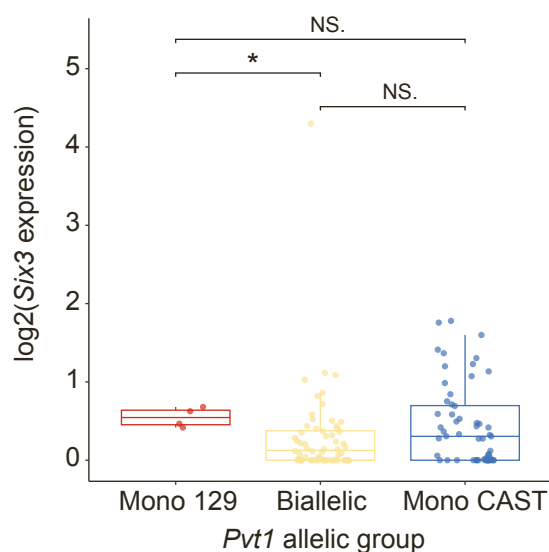**C***NeuroG2* expression vs *Pvt1* allelic ratio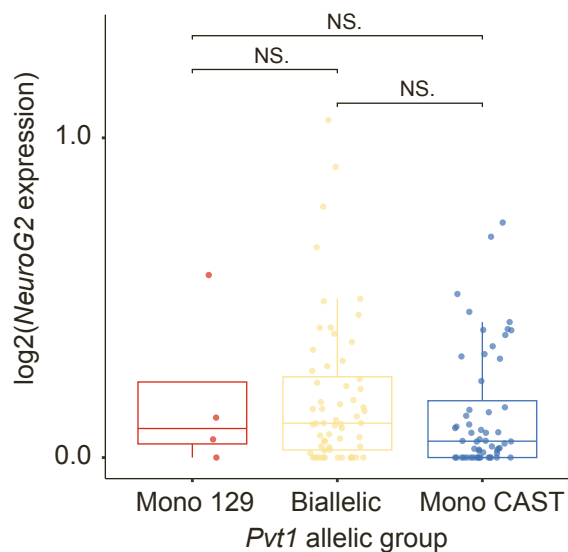**D**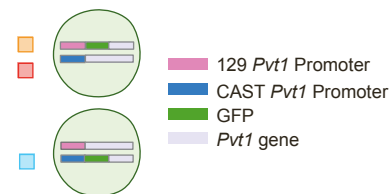**F**

TFAP2a ChIP-qPCR

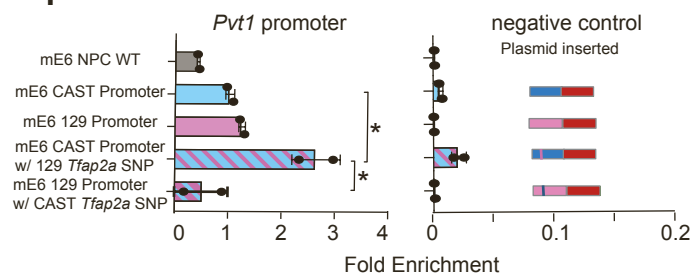**E**Measuring strength of *Pvt1* promoter using GFP signal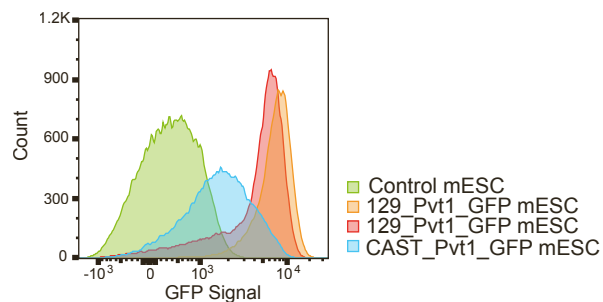**G**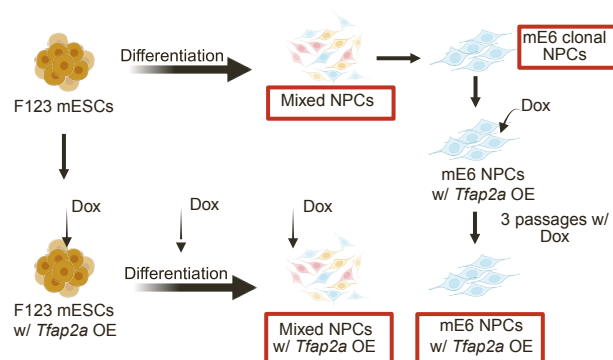

#### Figure S4: 129 *Pvt1* promoter is stronger than Cast promoter in mESCs

- A) Genomic track centered around *Pvt1* promoter with potential transcriptional factor (TF) binding sites from JASPAR. On the top row are the SNPs found between 129-allele and CAST-allele. Some TFs that are expressed and found near or on a SNP are colored in purple.
- B) *Six3* expression from F<sub>1</sub>-23 hybrid NPC clonal lines. Clonal lines are grouped based on *Pvt1* allelic expression status: Mono CAST - AR  $\leq -0.2$  (n=56, blue), Biallelic- AR between -0.2 and 0.2 (n= 60, yellow), Mono 129- AR  $\geq 0.2$  (n=4, red). Significance calculated with t-test: "NS" for p-value  $> 0.05$ , and "\*" for p-value  $\leq 0.05$ .
- C) *NeuroG2* expression from F<sub>1</sub>-23 hybrid NPC clonal lines. Clonal lines are grouped based on *Pvt1* allelic expression status: Mono CAST - AR  $\leq -0.2$  (n=56, blue), Biallelic- AR between -0.2 and 0.2 (n=60, yellow), Mono 129- AR  $\geq 0.2$  (n=4, red). Significance calculated with t-test: "NS" for p-value  $> 0.05$ .
- D) Experimental design for mESC clonal lines with *Pvt1* promoter endogenously fused to GFP. In two clonal lines, the 129 *Pvt1* Promoter is fused to GFP, and the CAST *Pvt1* promoter is untouched. In another clone, CAST *Pvt1* promoter is fused to GFP and 129 *Pvt1* Promoter is untouched.
- E) A flow cytometry histogram of four different mESC clonal lines and their GFP signal. The green is a control mESC clonal line with no GFP. In orange and red are two different mESC clonal lines with 129 *Pvt1* promoter fused to GFP. In blue is an mESC clonal line with CAST *Pvt1* promoter fused to GFP as described in **Supp.Fig. 4D**.
- F) Fold enrichment plot for TFAP2a ChIP-qPCR with five different samples: mE6 NPC and four mE6 NPC with transient transfection of a plasmid. All plasmids contain red fluorescent protein for normalization. The plasmids are CAST *Pvt1* promoter (blue), 129 *Pvt1* promoter (pink), CAST *Pvt1* promoter with altered TFAP2a SNP (G) to the 129 SNP (A) (blue base with pink strips), and 129 *Pvt1* promoter with altered TFAP2a SNP (A) to the CAST SNP (G) (pink base with blue strips). The left plot is a qPCR for the *Pvt1* promoter region, and the right plot is a qPCR for a negative control region (B2 SINE region). Significance calculated with t-test: "NS" for p-value  $> 0.05$ , and "\*" for p-value  $\leq 0.05$ .
- G) Experimental schematic for **Fig. 5G**. F<sub>1</sub>-23 mESCs were transduced with lentivirus packaged with a dox-inducible plasmid for *Tfap2a* overexpression. Doxycycline was then added to the mESCs throughout the differentiation process to mix NPCs, as previously described. mE6 NPCs were transduced with lentivirus packaged with a dox-inducible plasmid for *Tfap2a* overexpression. The NPCs were then passaged three times with the addition of doxycycline. Samples highlighted by the red box were collected for targeted RNA-seq.

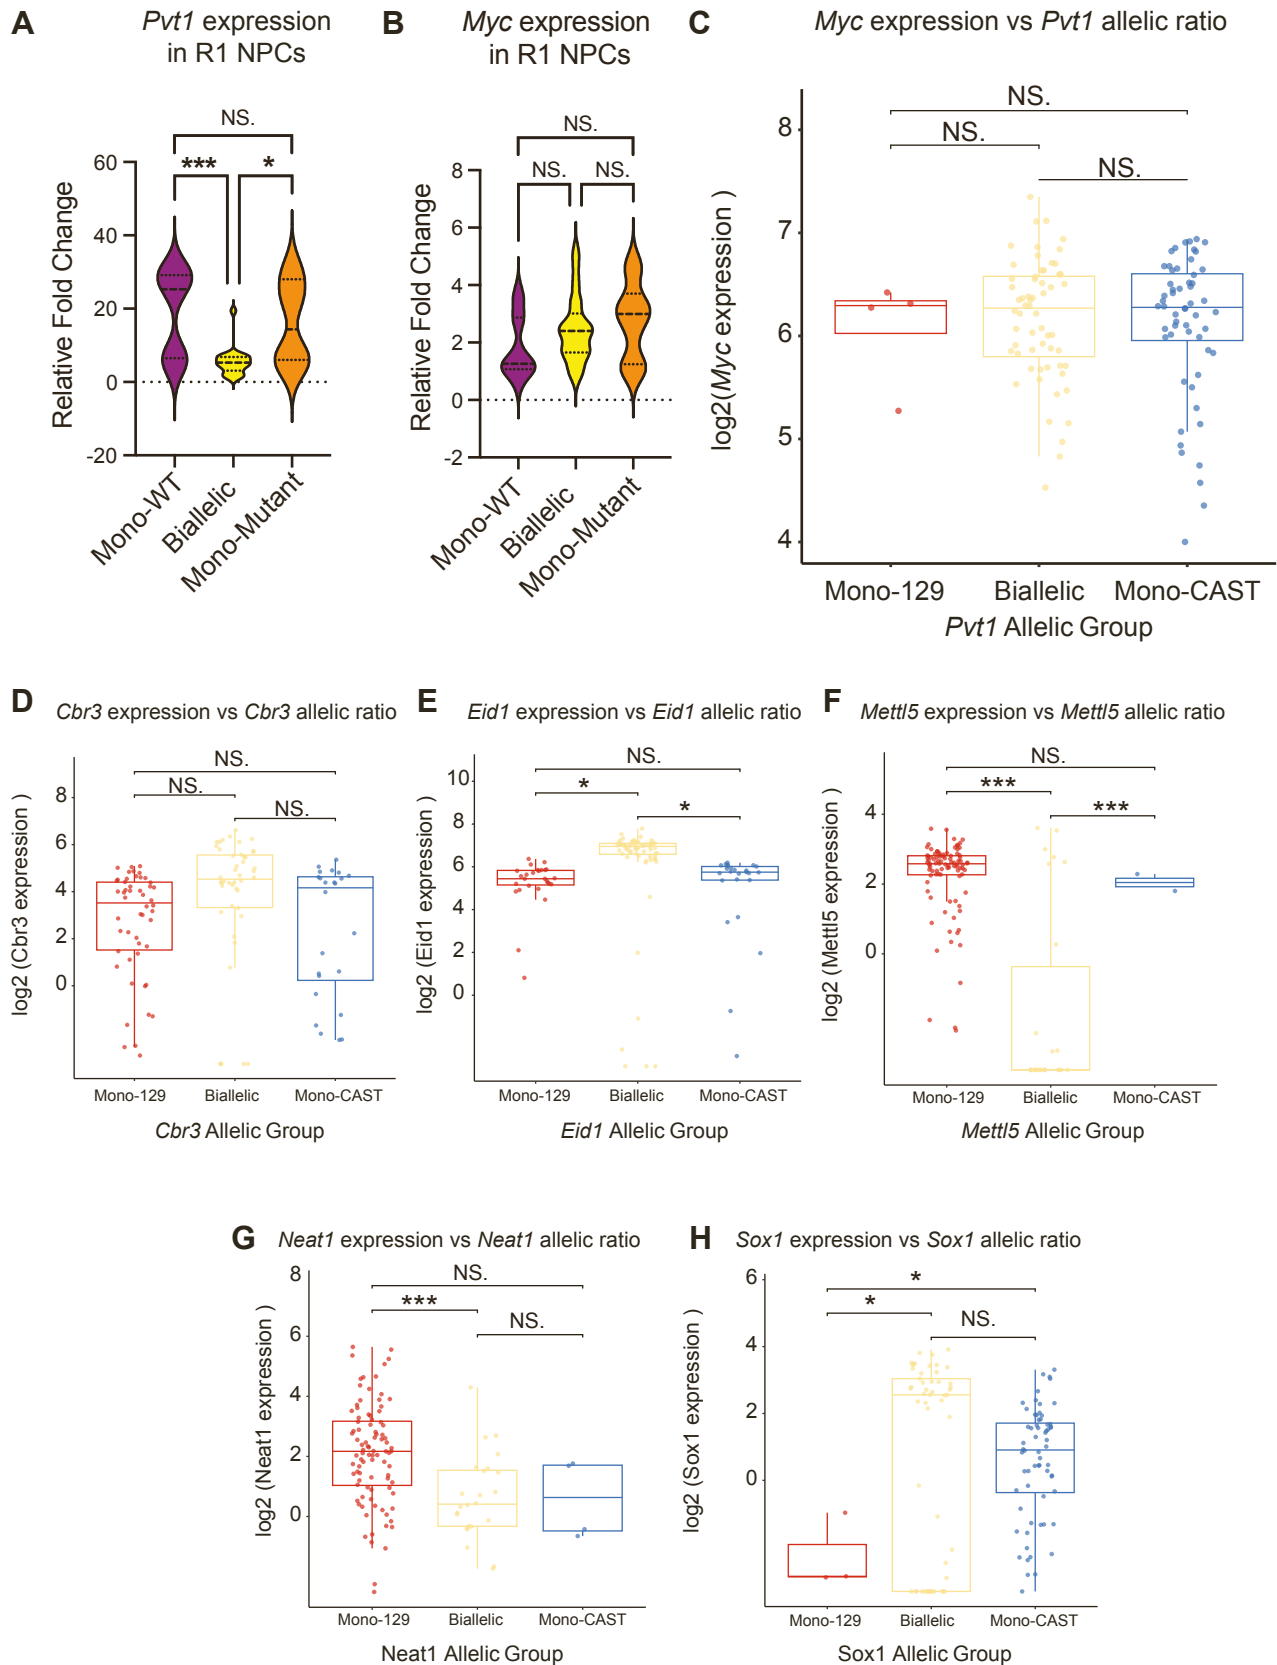

**Figure S5: *Pvt1* and *Myc* expression in NPC clonal lines**

- A) *Pvt1* expression from RT-qPCR of R1-57 NPC clonal lines. Clonal lines with clones grouped based on *Pvt1* allelic expression status: Monoallelic for WT allele is  $AR \geq 0.2$  (n=12), Biallelic if AR is between 0.2 and -0.2 (n=29), and Monoallelic for mutant allele if  $AR \leq -0.2$  (n=6). Relative fold change compared to NPC clonal line with lowest *Pvt1* expression. Significance calculated with t- test: “NS” for p-value > 0.05, “\*” for p-value  $\leq 0.05$ , and “\*\*\*” for p-value  $\leq 0.001$ .
- B) *Myc* expression from RT-qPCR of R1-57 NPC clonal lines. Clonal lines with clones grouped based on *Pvt1* allelic expression status: Monoallelic for WT allele is  $AR \geq 0.2$  (n=12), Biallelic if AR is between 0.2 and -0.2 (n=29), and Monoallelic for mutant allele if  $AR \leq -0.2$  (n=6). Relative fold change compared to NPC clonal line with lowest *Myc* expression. Significance calculated with t-test: “NS” for p-value > 0.05.
- C) *Myc* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Pvt1* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=56, blue), Biallelic- AR between -0.2 and 0.2 (n=60, yellow), Mono 129-  $AR \geq 0.2$  (n=4, red). Significance calculated with t-test: “NS” for p-value > 0.05.
- D) *Cbr3* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Cbr3* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=24, blue), Biallelic- AR between -0.2 and 0.2 (n=46, yellow), Mono 129-  $AR \geq 0.2$  (n=50, red). Significance calculated with t- test: “NS” for p-value > 0.05 and “\*” for p-value  $\leq 0.05$ .
- E) *Eid1* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Eid1* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=25, blue), Biallelic- AR between -0.2 and 0.2 (n=68, yellow), Mono 129-  $AR \geq 0.2$  (n=27, red). Significance calculated with t- test: “NS” for p-value > 0.05 and “\*\*\*” for p-value  $\leq 0.01$ .
- F) *Mettl5* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Mettl5* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=2, blue), Biallelic- AR between -0.2 and 0.2 (n=26, yellow), Mono 129-  $AR \geq 0.2$  (n=92, red). Significance calculated with t- test: “NS” for p-value > 0.05, “\*\*\*” for p-value  $\leq 0.01$ , and “\*\*\*” for p-value  $\leq 0.001$ .
- G) *Neat1* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Neat1* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=4, blue), Biallelic- AR between -0.2 and 0.2 (n=24, yellow), Mono 129-  $AR \geq 0.2$  (n=92, red). Significance calculated with t- test: “NS” for p-value > 0.05 and “\*\*\*” for p-value  $\leq 0.001$ .
- H) *Sox1* expression in F<sub>1</sub>-23 NPC clonal lines. Clonal lines are grouped based on *Sox1* allelic expression status: Mono CAST-  $AR \leq -0.2$  (n=64, blue), Biallelic- AR between -0.2 and 0.2 (n=53, yellow), Mono 129-  $AR \geq 0.2$  (n=3, red). Significance calculated with t-test: “\*” for p-value  $\leq 0.05$  and “\*\*\*” for p-value  $\leq 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

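Bulk RNA-seq gene values of 101 samples were used: 46 male F1-23 NPC lines, 53 female F1-21.6 NPC lines, the male NPC line CHL25 and undifferentiated F1-23 mESCs. The 99 NPC lines other than CHL25 are among those of Figures 1E and S1D, and Figure S1D shows further female lines. Of the 46 male lines, 8 have mE6, Ch or CHL names while the others are numbered. The reads were poly(A)-selected, directional and paired, and part of the female reads came from an earlier study. The remaining female lines, the ChIP-seq, ATAC-seq, HiChIP, deletion, non-hybrid and qPCR data were not analysed here.

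The authors aligned reads with STAR v2.7.10 to mm10 with 129 and CAST positions masked and GENCODE vM25 genes, sorted reads by allele with SNPsplit v0.5.0, quantified with Salmon v1.10.0 and summed to genes with tximport v1.34.0. The deposited total table gives TPM as Salmon scaled it for each sample. Its estimated counts (expected counts) are the authors' sums over transcripts, not scaled for depth or length. The deposited allele-specific table gives the same quantities for 129 and CAST, and there the authors' TPM of each allele are scaled on their own. The deposited allelic ratio is the authors' 129 count divided by the 129 and CAST counts together, minus 0.5, with 0 where both are 0. The deposited effective transcript lengths, in bases, were not used here. Chromosomes and positions are from GENCODE release 21 (GRCm38), which places 10316 of the 10318 genes of the allelic ratio table.

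The tables were checked first. No 2 of the 101 libraries are identical over 5050 pairs. The closest pair is F50 and F82, with a mean chi-square of 43.8 per gene against a median of 798.1 over all pairs. Rows that name no gene were 3209 of 54347 and hold a median of 0.269% of the counts. They stayed in the tests by their gene identifier. Expected counts were rounded to whole numbers for edgeR and DESeq2. Depth is the sum of the estimated counts per library, and its range per group is given with the first values above. A gene with 10 allele-assigned counts has a wide counting error in its allelic ratio, which is why a minimum of 10 was tried as an alternative.

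The expressed genes are those of the deposited allelic ratio table, a choice made after the tables were seen. Genes were called monoallelic in a line at an allelic ratio of 0.3 or beyond, monoallelically expressed at an ME cutoff of 0.4, and random with at least 1 line for each allele. For aME genes, X, Y and the imprinted genes Dlk1, Peg10 and Ampd3 were left out, and mitochondrial genes stayed in. Pvt1, Cbr3, Eid1, Sox1, Mettl5 and Neat1 lines were classed at 0.2 as in the paper. Total expression was compared as log2 of the normalized count plus 1, with size factors from DESeq2 1.42.0 over the 99 lines. Groups of lines were compared by permutation of the difference in means, two-sided, with 100000 resamples, or by exact enumeration where a class has under 10 lines. Where enumeration would have been too long, as for some classes of 7 to 9 lines, 100000 resamples were used as well. Line labels were permuted within a contrast to test whether male and female lines differ, as a family of 14. All families were adjusted by Benjamini-Hochberg: 10 comparisons by Pvt1 class, 10 by the class of the same gene, 2 for Myc allelic ratio, 2 for Myc allele TPM and 4 correlations. No paired analysis was possible because each line is a separate clone without a partner sample.

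Differential expression used edgeR 4.0.16 in R 4.3.3, with filterByExpr at a minimum count of 10, TMM scaling (factors 0.823 to 1.07) and the quasi-likelihood test. A gene passed at an adjusted p of 0.01 with a log2 fold change of 0.5 in size. The paper used DESeq2 v1.46.0, and DESeq2 1.42.0 on the genes of the same filter was an alternative. A gene was named if the paper names it in its results or discussion of the RNA-seq data or labels it in Fig. 5A, or if it was among the genes past both thresholds with the largest changes. On simulated counts with 193 changed genes among 16736, 92.2% were recovered and 0 unchanged genes were called. Simulated lines were independent and every change had a log2 size of 1.5, so smaller changes were not covered. Random splits of the real lines gave up to 9 calls, so the 0 false calls cannot be taken over to them. On simulated allele counts 100.0% of 300 random genes were recovered. Each was built to exceed the ME cutoff, without low-count lines, so this recovery was set in advance. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

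The alternatives were the lines used (all 100, male only, female only, numbered only), a median TPM above 5 or a mean above 1, allelic ratio cutoffs, ME cutoffs, at least 3 lines for each allele, a minimum of 10 allele-assigned counts, the share of lines taken over lines with such counts, allele-specific counts scaled to library size in place of TPM, allelic ratios from allele-specific TPM, TPM with pseudocounts of 1 and 0.1 in place of normalized counts, ranks, permutation within mESC line, upper-quartile scaling, no filter on low counts, robust fitting, DESeq2, the mESC line as a covariate, and leaving out each line of a class of 2 to 5 lines, except for Myc allele TPM. These were set before the data were examined. Keeping 1 line of each set with allelic ratios correlated above 0.75 over the aRME genes, a cutoff of 0.2 for each allele over all 100 lines, genes with a mean TPM above 5 in place of the allelic ratio table, a filter on allele-specific TPM, and leaving out each monoallelic 129 line for Myc allele TPM were added afterwards. For the sets, chromosome 15 and mitochondrial genes were left out, which left 254 aRME genes. Lines were joined through shared partners, so the lines of a set need not all exceed 0.75 with each other. A set can hold lines of different Pvt1 classes, and its first line in sample order was kept.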

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

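Of the tests in this part, the comparison of Sox1 over female lines with enough counts and all values with 1 line kept of each closely correlated set were chosen only after the result was seen.

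For 4 comparisons between a monoallelic CAST class and a bi-allelic class, male and female lines differed by a permutation test of the difference itself, over 14 tests. The male minus female difference was −4.99 (log2) for Six3 (two-sided permutation test, adjusted p = 0.00259), −0.58 (log2) for total Myc expression (two-sided permutation test, adjusted p = 0.0469), −9.27 (log2) for Sox1 (two-sided permutation test, adjusted p = 0.00014) and 0.0512 for Myc allelic ratio (two-sided permutation test, adjusted p = 0.0135). For Myc allelic ratio the direction was the same in both, and for Six3, Sox1 and Myc expression it was opposite. A difference in depth between the lines is small, with median counts of 147341481 in male and 151485502 in female lines, and was not tested further. For Sox1, lines without allele-assigned counts fall into the bi-allelic class, and this was tested as the cause in female lines. Over female lines with at least 10 such counts, the CAST class was still higher, by 3.74 (9.14 ± 2.38, SD, n = 41, against 5.40 ± 1.08, SD, n = 3, exact permutation test, two-sided, p = 0.0181). This argues against zero-count lines as the whole cause, on 3 bi-allelic lines. No bi-allelic female line was above 0.138 TPM of Sox1, so lines that barely express it stay open as the cause. Female lines include 44 closely correlated pairs and male lines 5. Keeping 1 line of each such set, the male minus female difference stayed past the threshold for Six3 at −4.73 (two-sided permutation test, adjusted p = 0.033) and for Sox1 at −10.3 (two-sided permutation test, adjusted p = 0.00014), which argues against repeated founders as the whole cause for these genes. It did not for Myc expression at −0.23 (two-sided permutation test, adjusted p = 0.703) and for Myc allelic ratio at 0.0432 (two-sided permutation test, adjusted p = 0.1499), where shared founders and the smaller number of lines stay open, and Myc expression then went the same way in both. The pooled Six3 difference was −0.19 in this setting (two-sided permutation test, adjusted p = 0.946, range over alternatives 0.00565 to 0.946). The male and female mESC lines differ in sex and origin, and this biological difference stays open and untested.

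Outside the genes the paper discusses, 4 genes differed between the Pvt1 monoallelic CAST and bi-allelic classes: Vgf (log2 fold change −2.76), Agmo (1.00), Olfml2b (1.76) and Thy1 (2.23). As many genes past both thresholds as in the real comparison, 6, were found in 4 of the 100 splits of the 97 lines into classes of the same sizes, the real one included, with a median of 1 and a largest count of 9 over the random splits. These splits treat lines as exchangeable. Lines with closely correlated allelic ratios share their Pvt1 class in 43 of 49 pairs, so shared founders could raise the count in the real split, and no test here excludes this. With 1 line of each closely correlated set, 0 genes passed, with 1250 at an unadjusted p under 0.05, in 67 lines. With the mESC line as a covariate, Vgf was at −2.30 (adjusted p = 0.0396, range over alternatives 2e-05 to 0.597) and Thy1 at 1.62 (adjusted p = 0.0631, range over alternatives 6.93e-05 to 0.921), so neither stayed past the threshold of 0.01 with this covariate. Agmo's adjusted p ranged from 2.43e-05 to 0.270 and that of Olfml2b from 2.57e-05 to 0.354 over the alternatives, and neither kept its call within male or female lines alone. Apart from the Pvt1 class, no biological explanation was tested.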

How the results depend on the processing

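The settings that keep 1 line of each closely correlated set or leave out a monoallelic 129 line for Myc CAST minus 129 TPM, the cutoff of 0.2 for each allele over all 100 lines and the filters on mean TPM for the catalog and on allele-specific TPM were chosen only after the result was seen. Of 347 alternatives over 34 comparisons and counts, 284 were unchanged, 4 were weaker, 15 stronger, 19 reversed and 25 moved, and 11 of the 34 results were unchanged under every alternative run. Unchanged means the same direction and side of the threshold, for counts a ratio within the margin used, and for values without a test a shift below the SD, which allows a change of sign. In male lines this was so for the 129 differences of Neurog2 (0.58) and Myc expression (0.09) and for Neat1 CAST (0.98), and for Myc expression also without F13 (0.12). Over 31 mean allelic ratios and log2 fold changes of single genes with 225 alternatives, 194 were unchanged, 29 were weaker and 2 moved. Among the unchanged, the mean allelic ratio changed sign for Eid1 in female lines (0.0106) and for Dbx2 (0.00818) and Mmp14 (−0.0728) in male lines. Apart from counts of genes and differences that follow from fewer lines, the cause was not tested.

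The Pvt1 CAST share of monoallelic lines lay between 94.3% and 97.9% over its 9 alternatives. The Pvt1 expression difference between the CAST and bi-allelic classes (1.12 to 1.42), the Myc allelic ratio difference (0.0860 to 0.137) and the Myc CAST minus 129 difference (−19.2 to −12.1 TPM) kept direction and threshold under every alternative run.

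Catalog counts follow from the cutoffs by construction. At an allelic ratio cutoff of 0.2 there were 1442 monoallelic, 1125 aME and 506 aRME genes. The aRME count was 151 at an allelic ratio cutoff of 0.4 and 168 at an ME cutoff of 0.5.

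The count of differentially expressed genes, 6 as reported, was 2 at an allelic ratio cutoff of 0.3 (1094 at an unadjusted p under 0.05), 0 in male lines (1708), 1 in female lines (1470), 3 in the numbered lines (2276), 0 with 1 line of each correlated set (1250), 14 with DESeq2, of which 5 are shared, and 1896 without a filter on low counts, where 1842 of the genes are below the filter.

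In male lines alone, the CAST difference was −1.93 for Six3, 0.41 for Neurog2 and −1.60 for Sox1, each reversed, the Cbr3 129 difference reversed to 0.14, and the Neat1 129 difference of 1.32 was weaker (adjusted p = 0.289, range 0.000225 to 0.289). The Pvt1 129 difference was 1.83 and that of Myc allelic ratio −0.113, each from Ch8 alone, and within the bi-allelic class r was −0.122 and rho −0.193, both reversed. In female lines alone, the CAST difference was 3.06 for Six3, −1.46 for Neurog2 and 7.67 for Sox1, each now past the threshold, and it reversed to 0.16 for Myc expression and 0.75 for Cbr3. In female lines with 1 line of each correlated set, it was −0.79 for Neurog2 (permutation test, two-sided, p = 0.441) and −0.18 for Myc expression (permutation test, two-sided, p = 0.425), neither below 0.05. From 1 monoallelic 129 line in female lines, the 129 difference was −4.22 for Neurog2, −1.67 for Pvt1, 6.28 for Sox1 and −0.00524 for Myc allelic ratio.

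With the numbered lines alone, Tfap2a CAST was −1.61 and past the threshold (adjusted p = 0.0124, range 0.0124 to 0.406), Pvt1 129 was −1.72 and Myc allelic ratio 129 reversed to 0.00080. An allelic ratio cutoff of 0.3, which leaves F13 in the 129 class, gave −2.03 for Pvt1 129 and −0.0111 for Myc allelic ratio 129. Leaving out each of the 2 lines of the 129 class in turn gave −1.82 to 1.97 for Pvt1, −0.117 to −0.00037 for Myc allelic ratio and 8.19 to 21.0 TPM for Myc CAST minus 129, and leaving out each of the 3 lines gave −1.13 to 0.26 for Neat1 CAST, positive without F03 (0.08) and without F06. All 100 lines gave −0.0574 for Myc allelic ratio 129, weaker (adjusted p = 0.0553, range 0.0182 to 0.0553). With 1 line of each correlated set, Six3 CAST reversed to −0.19 (adjusted p = 0.946, range 0.00565 to 0.946), Pvt1 129 to −0.0708, and Neat1 129 at 1.497 was weaker (adjusted p = 0.0888).

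As differences of mean ranks, Tfap2a CAST was −15.9, Cbr3 129 −16.5, Eid1 CAST −36.2 and Eid1 129 −42.2, each now past the threshold, and Sox1 CAST at −15.9 and Myc expression CAST at 0.0179 reversed. On log2 of TPM plus 1, Cbr3 129 was −1.05 and Eid1 CAST −1.38, both past the threshold, and Sox1 CAST reversed to −0.68. With a pseudocount of 0.1 it reversed to −0.51. Allelic ratios from allele-specific TPM reversed r within the CAST class to −0.107.

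With at least 10 allele-assigned counts, Cbr3 CAST was −1.98, Cbr3 129 −1.93, Eid1 CAST −1.70, Eid1 129 −1.57 and Sox1 129 −5.14, each now past the threshold, Sox1 CAST reversed to −2.05 but not in female lines (3.74), and Mettl5 129 at 0.43 was weaker (adjusted p = 0.36, range 3.33e-05 to 0.36). This setting removes lines without allele counts, which are otherwise bi-allelic. Of these bi-allelic lines, 6 of 6 for Cbr3, 3 of 4 for Eid1, 9 of 9 for Sox1 and 15 of 17 for Mettl5 also had 0 counts in total. The classes of 2 or 3 lines limit every monoallelic 129 comparison for Pvt1 and Sox1 and the CAST comparisons for Mettl5 and Neat1. No value could be had for Mettl5 CAST in male lines or at an allelic ratio cutoff of 0.3, where the class is empty, nor for Rpl31-ps15 in male lines, in the numbered lines or with 1 line of each correlated set, where the filter on low counts removed it.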

Differences from the paper's values

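Keeping 1 line of each closely correlated set, the filter on allele-specific TPM and the cutoff of 0.2 for each allele over all 100 lines were chosen only after the result was seen.

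The ratio of monoallelic CAST to monoallelic 129 lines for Pvt1 was 25.5 here and is 14 in the paper, which counts more female lines. Of the alternatives set before the data were examined, an allelic ratio cutoff of 0.4 (17.0) and male lines alone (21.0) came within the margin used, and the others did not. With 1 line kept of each closely correlated set, chosen after the result was seen, the ratio was 16.5 (33 CAST and 2 129 lines). The number of monoallelic 129 lines was 2 here and is 4 in the paper, and the number of monoallelic 129 lines for Eid1 was 14 here and is 27 in the paper. For both, none of the alternatives set before the data were examined closed the gap. The paper's methods give 40M read pairs per sample, and the median of the summed estimated counts was 149.7M here. Whether these counts are of read pairs or of reads was not determined, so the units of both values are not known to be the same. No alternative was set for this value.

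For the catalog, the counts lie close to the paper's. All 100 lines, CHL25 included, gave the paper's 954 monoallelically expressed genes and 638 aME genes, an alternative set before the data were examined. The paper's 287 aRME genes were reached with allelic ratios from allele-specific TPM, also set before, and with a cutoff of 0.2 for each allele over all 100 lines, chosen after seeing the values. No alternative set before gave all 3 of these counts: allelic ratios from allele-specific TPM gave 977 monoallelic and 660 aME genes, and all 100 lines gave 270 aRME genes. The paper's 10318 expressed genes were approached at 10315 by a filter on allele-specific TPM, chosen after seeing the values, of which 10280 are shared.

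The paper places Tfap2a among the genes that differ between the Pvt1 monoallelic CAST and bi-allelic classes. Here its log2 fold change was −1.26 with an adjusted p of 0.426, and no setting run passed both thresholds for it. The separate comparison of class means passed an adjusted p of 0.05 on ranks and with the numbered lines alone, as given above. Of the 13 genes in the list taken from the labels of Fig. 5A, Cbx7 and Rpl31-ps15 passed here. With DESeq2, Col14a1, Col3a1 and Dcn passed as well. In edgeR's quasi-likelihood test on the same lines they were at 1.79 (adjusted p = 0.0417), 0.35 (adjusted p = 0.876) and −0.068 (adjusted p = 0.976), so these calls depend on the method. Without a filter on low counts Col14a1, Dsc2, Pcdhga3, Pdgfd and Pyroxd2 passed. Random splits without this filter called 1549 to 1930 genes, against 1896 in the real one, so passing there is little evidence.

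The paper describes Sox1 as more highly expressed in its bi-allelic class. Here the log2 difference of the CAST class was 0.46, in the other direction, and it took the paper's direction in TPM, on ranks, in male lines and, over all lines, with at least 10 allele-assigned counts. In female lines it did not, at 7.67 and, with at least 10 such counts, at 3.74 (41 and 3 lines, exact permutation test, two-sided, p = 0.0181). The 11 bi-allelic female lines were at 0.138 TPM or less, so none of them offers clear expression from both alleles to compare with. For Cbr3 and Eid1 the direction over all 99 lines is the paper's, but no difference over these lines passed an adjusted p of 0.05 on normalized counts. In female lines with 1 line of each correlated set, Eid1 was −2.77 (CAST) and −1.57 (129), each from 6 and 15 lines. Both had an unadjusted p of 1.84e-05 (exact permutation test, two-sided), the smallest it can give. In male lines Eid1 was −0.0091 and −1.52 in this setting. Over all male lines, Eid1 averaged 51.9 TPM in its CAST class and 113.8 TPM in its bi-allelic class, where 2 lines had 0 counts. With 1 line of each correlated set, Cbr3 CAST was −3.75 in male lines (exact permutation test, two-sided, unadjusted p = 0.0415) and 1.455 in female lines. Both genes passed in each class with at least 10 allele-assigned counts, and on ranks Eid1 passed in each class and Cbr3 in the 129 class. On log2 of TPM plus 1, Eid1 passed in the CAST class and Cbr3 in the 129 class. For Mettl5, higher expression in monoallelic lines was not past the threshold with at least 10 allele-assigned counts, at 0.43.

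The paper describes aRME genes as having a mean allelic ratio near 0. Here 25.0% of the aRME genes had a mean allelic ratio within 0.1 of 0. The paper describes the female lines with loss of the paternal X as a small fraction. Here Xist was under 1 TPM in 27 of 53 female lines, whose X-linked counts came from 1 allele as in male lines. Mid2 came from the maternal 129 allele in 25 of these 27 lines and from the paternal CAST allele in 2. The 2 are not candidates for loss of the paternal X.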

Other observations

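Of the tests in this part, the cutoff used to call lines closely correlated and the comparison of pairs over separate chromosomes were chosen only after the result was seen.

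Some lines may come from a shared founder cell. If so, pairs of lines should share nearly all their monoallelic choices. Over 254 aRME genes, without chromosome 15, 49 pairs of lines of 1 mESC line had allelic ratios correlated above 0.75. There were 5 among male lines, where no pair lies between 0.700 and 0.824. The other 44 were among female lines, where the values run on without a gap. Pairs above the cutoff over the aRME genes of odd chromosomes were compared over those of even chromosomes, which were not used to find them. There the median correlation was 0.863 in 5 male pairs, where all but the highest few percent of the other male pairs were under 0.635, and 0.791 in 47 female pairs, where this limit was 0.716. The lowest correlation was 0.839 in these male pairs and 0.494 in these female pairs. The median share of genes monoallelic for opposite alleles was 2.17% in these male pairs and 21.1% in the others, and 4.88% and 19.4% in female pairs. All but the lowest few percent of the other pairs were above 5.13% in male and 3.74% in female lines. The female median of 4.88% therefore lies within the range of the other pairs. These sets reduce 46 male lines to 42 and 53 female lines to 27, so the tests that count each line once may overstate the number of independent lines. In 43 of the 49 pairs (87.8%), both lines had the same Pvt1 class, against 23.6 on average with classes permuted within mESC line (one-sided permutation test, p = 2e-05), which is consistent with a Pvt1 class kept since a shared founder. Culture or library conditions shared by such pairs were not tested, and no biological explanation other than the founder was tested.

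Loss of an X chromosome is a candidate explanation for Mid2 and Xist in female lines. In the 27 female lines under 1 TPM of Xist, the minor allele gave a median of 3.42% of the X-linked allele-assigned counts (2.25% to 4.57%), close to 3.58% (2.86% to 4.25%) in male lines. In the other 26 female lines it gave 10.7% (4.69% to 24.1%). The value fits loss. In every line under 1 TPM of Xist, the minor share was below the lowest of the other 26, 4.69%. The 27 lines had a median of 6 bi-allelic X-linked genes (4 to 9). The median was 23 (6 to 110) in the other 26 and 7 (5 to 12) in male lines. This argues against an X silenced to the degree of the other 26 lines, although the gene numbers overlap. Of the 26, 6 had Mid2 and Xist both from 129, and whether these lines hold some cells without an X was not tested. The 26 may therefore not be a set free of loss. A more complete silencing without Xist was not tested apart.

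Reads shared with pseudogene copies may account for part of the aME genes with the same allele throughout. The aME list, which keeps mitochondrial genes, has 248 genes with the same allele in at least 90% of lines. Of the 239 used for this comparison, 66.9% are pseudogenes or have an annotated pseudogene copy. The share was 4.07% of 9747 other expressed autosomal genes (Fisher's exact test, two-sided, p = 1.43e-148). Among aRME genes the share was 15.8%, against 3.53% of the expressed autosomal genes that are not aME (Fisher's exact test, two-sided, p = 7.22e-15). A copy present in 1 strain only was not tested, and no biological explanation was tested.

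Lines without allele-assigned counts are listed at an allelic ratio of 0 and so are bi-allelic. This was tested as the cause of the Mettl5 difference. Without lines under 10 such counts, the adjusted p was 0.36 (range over alternatives 3.33e-05 to 0.36), so these lines may account for the difference.

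A gain or loss of 1 copy of chromosome 15 was tested as the cause of the Myc allelic ratio difference between Pvt1 classes. Over 361 other genes on chromosome 15, the median shift in allelic ratio was −0.00113, and 3 of them shifted by as much as Myc (0.108). Within 5 Mb of Pvt1, the median shift of 21 genes was 0.00143, and 0 reached that of Myc. This argues against a change of the whole chromosome. Effects on Myc alone, in cis or by a variant, cannot be separated by these values.

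A difference between the male and female lines was tested as the cause of the Tfap2a difference between Pvt1 classes. Tfap2a was higher in male than in female lines by 4.56 on the log2 scale (edgeR, adjusted p = 4.82e-10, with Pvt1 class in the fit). With labels permuted within mESC line, the class difference had an unadjusted p of 0.0135 (permutation test, two-sided). Before adjustment, this argues against the lines as the whole cause. The pooled difference did not pass an adjusted p of 0.05 in its family of 10, and neither line alone passed the threshold.

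Without a filter on low counts, 1896 genes passed both thresholds. In 2 of 20 splits, the real one included, the count was as large, with a median of 1634 and a range of 1549 to 1930 over the random splits, which argues that most of these calls may come from low-count genes rather than the Pvt1 class. No biological explanation was tested.

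CHL27 had 16.1% of its counts assigned to an allele, the lowest share, against a median of 40.2% in male lines. In mESCs, Tfap2a was at 3.54 TPM and Myc at 7.05 TPM. By mESC line, 2954 genes passed both thresholds between male and female lines with Pvt1 class in the fit, and 0 passed for a difference of the Pvt1 class effect between them, with 875 at an unadjusted p under 0.05.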
